# Effects of excess sugars and lipids on the growth and development of *Caenorhabditis elegans*

**DOI:** 10.1186/s12263-020-0659-1

**Published:** 2020-01-29

**Authors:** Xiong Wang, Lin Zhang, Lei Zhang, Wenli Wang, Sihan Wei, Jie Wang, Huilian Che, Yali Zhang

**Keywords:** Over-nutrition, Sugar and lipids, *C. elegans*, Growth and development

## Abstract

**Background:**

Excessive intake of carbohydrates and fats causes over-nutrition, leading to a variety of diseases and complications. Here, we characterized the effects of different types of sugar and lipids on the growth and development of *Caenorhabditis elegans*.

**Methods:**

We measured the lifespan, reproductive capacity, and length of nematodes after sugars and lipids treatment alone and co-treatment of sugars and lipids. Furthermore, we studied the mechanisms underlying the damage caused by high-sucrose and high-stearic acid on *C.elegans* by using transcriptome sequencing technology**.**

**Results:**

The results showed that a certain concentration of sugar and lipid promoted the growth and development of nematodes. However, excessive sugars and lipids shortened the lifespan and length of nematodes and destroyed their reproductive capacity. Based on the results of the orthogonal test, we selected 400 mmol/L sucrose and 500 μg/mL stearic acid to model a high-sugar and high-lipid diet for *C. elegans*.

**Conclusion:**

High-sugar and high-lipid intake altered the expression of genes involved in biofilm synthesis, genes that catalyze the synthesis and degradation of endogenous substances, and genes involved in innate immunity, resulting in physiological damage. Furthermore, we explored the protective effect of resveratrol on high-sugar and high-lipid damage to nematodes. Resveratrol plays a role in repairing by participating in the metabolism of foreign substances and reducing cellular oxidative stress.

## Background

All animals require energy to sustain basic life activities, such as survival, growth, and reproduction. Digested and absorbed, dietary nutrients are important precursors for the synthesis and metabolism of cells. Carbohydrates and fats are the main organic material sources to sustain life activities. Carbohydrates are present in all living organisms and have a variety of basic functions, providing energy for all non-photosynthetic organisms. Lipids perform many essential functions in cells. Due to their highly reduced state, they are effective energy storage molecules. They are bilayered hydrophobic units that form cells and organelle membranes, and act as effective signaling molecules to facilitate communication between cells [1]. Reasonable carbohydrate and fat intake have a positive impact on human life activities, but excessive intake may be harmful to the human body, leading to diabetes, high blood pressure, and tumors [2, 3]. In recent years, with the prevalence of human obesity and diabetes, interest in lipid and carbohydrate metabolism has become increasingly prominent.

With the improvement in people’s living standards, the dietary structure has gradually developed towards high sugar and high lipid. Continued high sugar and high lipid intake can lead to several abnormal conditions, such as obesity and type 2 diabetes. High fat and high lipid intake lead to over-nutrition, which, in turn, causes obesity. In the past 40 years, the world’s obese population has increased from 105 million in 1975 to 641 million in 2014. Almost 1 in every 8 adults in the world has obesity problems; China is a country with the greatest number of obese people [4]. Obesity increases the risk of type 2 diabetes, cardiovascular disease, stroke, high blood pressure, and cancers, affecting physical health. Studies have found that obesity is affected by age, diet, living environment, and genes [5]. Obesity is essentially an energy balance disorder caused by excessive energy intake over energy consumption [6]. Energy balance is highly regulated and complexly related to energy consumption by food sensory, nutrient intake signals, nutrient delivery and storage, eating behavior, growth, reproduction, basal metabolism, and physical activity. The integrated metabolic system inside the human body is highly complex and redundant, and it is difficult to fully elucidate the mechanisms underlying human obesity in a short period of time [7]. In addition, mammalian genetic experiments take a long period of time. Therefore, many researchers are trying to study obesity-related metabolism in lower model organisms. *Caenorhabditis elegans* has been widely used to study obesity-related metabolism due to several advantages: (1) knowledge of the complete genome sequence; (2) the core genes involved in lipid and sugar metabolism pathways are highly conserved and align with higher organisms; and (3) low price, short life cycle, operability, transparent, and easy to observe [8–10].

Resveratrol, a polyphenolic plant antitoxin, is produced when plants encounter external stimuli, such as fungi and ultraviolet radiation, and plays an important role in protecting plants [11]. Resveratrol has been derived from various parts of several plants, including the fruits, skin, and seeds. Numerous studies have shown that resveratrol exhibits various biological activities, such as blood fat-lowering, antioxidative, anti-aging, anti-tumor, anti-thrombosis, and immunoregulatory effects [12]. In terms of lipid metabolism, resveratrol inhibits fat accumulation by reducing the synthesis of lipids and cholesterol, while promoting fat decomposition by enhancing fatty acid oxidation and glucose transport [13]. Resveratrol ameliorates the abnormal lipid metabolism induced by dietary fat. The greater the concentration of resveratrol within a certain range, the better the recovery of antioxidant capacity in mice and the better the ability to improve lipid metabolism. However, after a certain range, resveratrol causes pre-oxidation in the body and does not improve hepatic redox status and lipid metabolism [14].

In the present study, we evaluated the effects of sugars and lipids on the damage caused in *C. elegans* and selected the appropriate sugar and lipid concentration to model a high-sugar and high-fat diet. In addition, we explored the role of resveratrol in protecting *C. elegans* against high-sugar and high-lipid damage. Moreover, by using transcriptome sequencing technology, we studied the damage mechanism of high sucrose and high stearic acid on *C. elegans* and the repair mechanism of resveratrol.

## Results

### Effect of sugar and lipids on lifespan of N2

Nematodes were treated with sugar at concentrations ranging from 0 to 550 mmol/L and lipid at concentrations ranging from 0 to 600 μg/mL. As shown in Fig. 1a–c and Table 1, the average lifespan of nematodes treated with different concentrations of sucrose, fructose, and glucose increased initially and then decreased. Treatment with sucrose and fructose at a concentration of 5 mmol/L had a weak effect on the average lifespan of nematodes, whereas treatment with 5 mmol/L glucose significantly prolonged the average lifespan of nematodes. Treatment with 50 mmol/L sucrose, fructose, and glucose significantly prolonged the average lifespan of nematodes and delayed the onset of death. Treatment with sucrose at concentrations above 400 mmol/L significantly shortened the average lifespan of nematodes, whereas for fructose and glucose, the turning points were 500 mmol/L and 520 mmol/L, respectively. This indicates that treatment with low concentrations of sucrose, fructose, and glucose prolonged the average lifespan of nematodes, whereas when the concentration of sugar reached a certain level, the average lifespan of nematodes was significantly shortened. Among the three kinds of sugar, sucrose exhibited a relatively narrow range of concentration that prolonged the lifespan of nematodes, but glucose had a wider range of said concentration—5 mmol/L to 500 mmol/L.

**Fig. 1:**
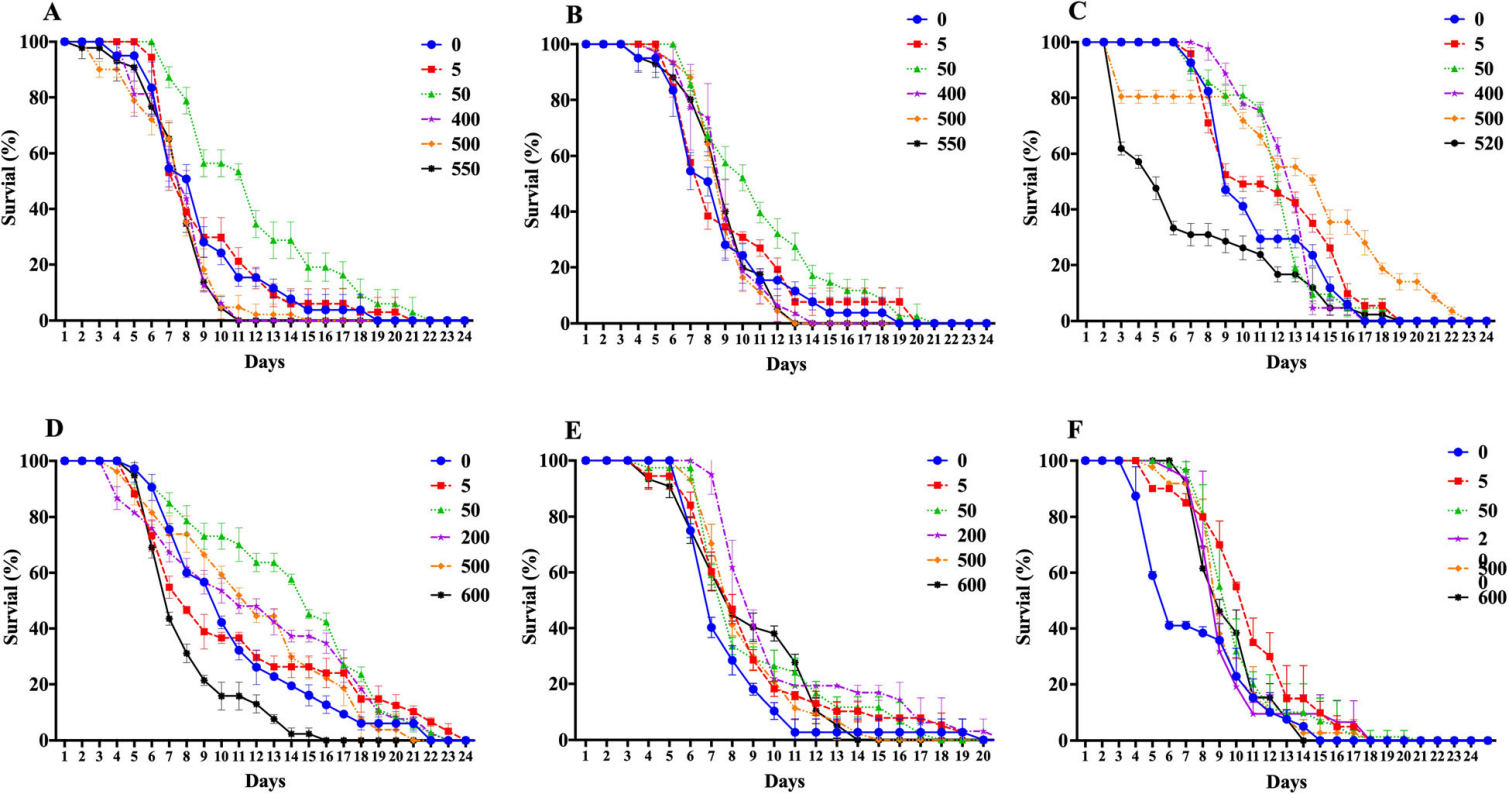
Effects of sugars and lipids on the lifespan of nematodes. **a**–**c** The effects of sucrose (**a**), fructose (**b**), and glucose (**c**) on the lifespan of nematodes. **d**–**f** The effects of stearic acid (**d**), linoleic acid (**e**), and cholesterol (**f**) on the lifespan of nematodes. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

**Table 1:** The mean life span of N2 in different sugars

Sucrose (mmol/L)	Average life (days)	Relative life rate of change (%)	Fructose (mmol/L)	Average life (days)	Relative life rate of change (%)	Glucose (mmol/L)	Average life (days)	Relative life rate of change (%)
0	9.13 ± 0.41^b^		0	9.13 ± 0.28^b^		0	9.33 ± 0.08^d^	
5	9.14 ± 0.19^b^	+ 0.14	5	9.46 ± 0.56^b^	+ 3.63	5	10.67 ± 0.14^c^	+ 14.36
50	12.13 ± 0.33^a^	+ 32.84	50	11.26 ± 0.23^a^	+ 23.36	50	11.14 ± 0.19^bc^	+ 19.40
400	7.81 ± 0.38^c^	− 14.43	400	9.26 ± 0.21^b^	+ 1.52	400	11.37 ± 0.22^ab^	+ 21.86
500	7.64 ± 0.38^c^	− 16.34	500	9.10 ± 0.21^b^	− 0.36	500	11.9 ± 0.28^a^	+ 27.55
550	7.61 ± 0.21^c^	− 16.61	550	9.03 ± 0.59^b^	− 1.15	520	6 ± 0.3^e^	− 35.69

Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

As shown in Fig. 1d–f and Table 2, the average lifespan of nematodes treated with different concentrations of stearic acid, linoleic acid, and cholesterol increased initially and then decreased. Treatment with 5 μg/mL of stearic acid and linoleic acid had a weak effect on the average lifespan of nematodes, whereas treatment with 5 μg/mL of cholesterol significantly prolonged the average lifespan of nematodes. Treatment with 50 μg/mL and 200 μg/mL of stearic acid and linoleic acid significantly prolonged the average lifespan of nematodes. As expected, high concentrations of lipid began to shorten the lifespan of nematodes. Stearic acid can prolong the average life span of nematodes by up to 31.82% at a concentration of 50 μg/mL, but it decreases the average life span severely at a concentration of 600 μg/mL. Although linoleic acid also shows a similar pattern as the other test substances, it did not decrease the average life span of nematodes at any higher concentration we used in the experiments compared to that of controls. As *C. elegans* cannot synthesize cholesterol itself, 5 μg/mL of cholesterol was added to the control medium in every experiment except in the cholesterol test, in which no cholesterol was added to the control medium. Our result showed that 5 μg/mL of cholesterol is the best concentration to prolong the average life span of nematodes.

**Table 2:** The mean life span of N2 in different lipids

Stearic acid (μg/mL)	Average life (days)	Relative life rate of change (%)	linoleic acid (μg/mL)	Average life (days)	Relative life rate of change (%)	cholesterol (μg/mL)	Average life (days)	Relative life rate of change (%)
0	10.78 ± 0.21^c^		0	8.36 ± 0.41^c^		0	7.64 ± 0.3^d^	
5	10.88 ± 0.24^c^	+ 0.93	5	9.11 ± 0.65^abc^	+ 8.96,	5	10.85 ± 0.26^a^	+ 29.61
50	14.21 ± 0.52^a^	+ 31.82	50	9.26 ± 0.34^ab^	+ 10.83	50	10.33 ± 0.34^ab^	+ 26.04
200	12.11 ± 0.66^b^	+ 12.34	200	9.79 ± 0.5^a^	+ 17.20	200	9.73 ± 0.21^bc^	+ 10.36
500	11.15 ± 0.21^c^	+ 3.42	500	8.84 ± 0.38^bc^	+ 5.79	500	9.68 ± 0.42^c^	+ 10.76
600	8.15 ± 0.36^d^	− 24.40	600	8.83 ± 0.21^bc^	+ 5.60	600	9.77 ± 0.36^bc^	+ 9.96

Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

### Effect of sugar and lipids on the reproductive capacity of N2

As shown in Fig. 2a, after treatment with sucrose, fructose, and glucose, the total number of eggs laid by nematodes increased initially, and then decreased along with the increase in sucrose concentration. After treatment with 400, 500, and 550 mmol/L sucrose, the number of eggs decreased by 61.57%. 65.97%, and 79.1%, respectively (Fig. 2b). Under the treatment with a low concentration of fructose, the number of eggs laid by nematodes increased with the increase in fructose concentration. However, treatment with fructose above 400 mmol/L significantly reduced the number of eggs laid by nematodes (Fig. 2c). Treatment with 0 to 50 mmol/L glucose had no effect on the egg production of nematodes. After treatment with 400, 500, and 520 mmol/L glucose, the total number of eggs laid by nematodes decreased by 36.92%, 71.62%, and 86.98%, respectively (Fig. 2d). Taken together, high concentration sugar intake exhibited significant damage to the reproductive capacity of nematodes, and the damage increased with increasing concentration. After reaching a certain level, the nematode eventually loses its reproductive ability. As described in Fig. 2b–d, the nematodes treated with control and low concentration of sugar entered the spawning period on the third day and ended the spawning on the sixth day. For concentration higher than 400 mmol/L sugar group, the spawning periods were delayed 1–2 days and some lasted 1 day more (from the 4th–5th day to 7th–8th day), except for 520 mmol/L glucose treated group, which started to lay eggs on 8th day and ended on 12th day. Delay of spawning period means inhibition of nematodes’ development, which occurs most severely in 520 mmol/L glucose treated group. Moreover, the higher the concentration of sugar is, the lesser eggs the nematodes lay and the further beginning day of laying eggs.

**Fig. 2:**
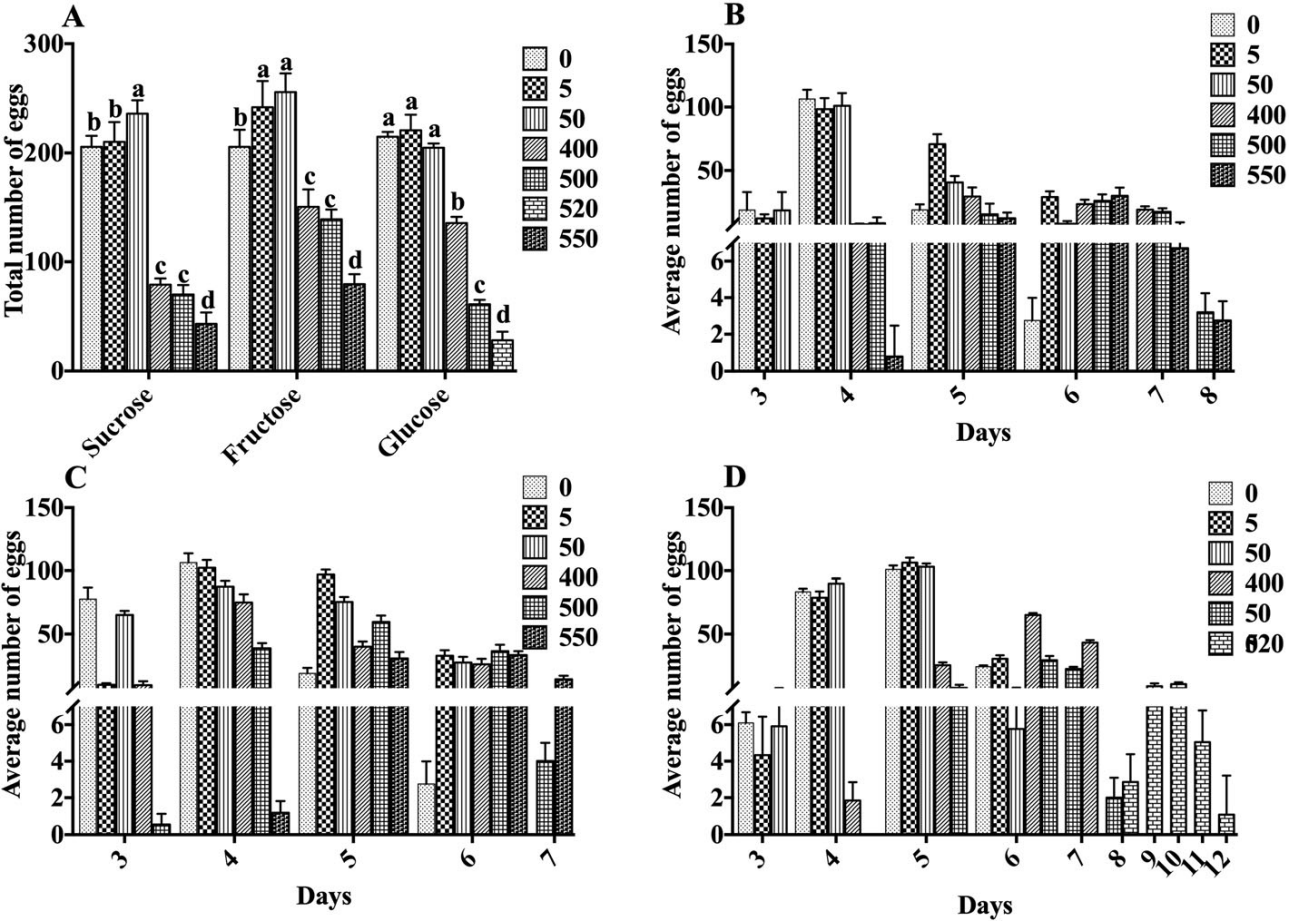
Effects of sugars on the reproduction capacity of nematodes. **a** The total number of offspring in the entire spawning period of the nematode under each concentration gradient. **b**, **c** The effects of sucrose (**b**), fructose (**c**), and glucose (**d**) on the reproductive capacity of nematodes

As shown in Fig. 3a, after treatment with stearic acid and linoleic acid, the total number of eggs laid by nematodes increased initially, and then, decreased along with the increase in stearic acid and linoleic acid concentration. Interestingly, cholesterol treatment at low concentrations significantly increased nematode spawning. When the cholesterol concentration was greater than 50 μg/mL, there was no significant difference in the amount of eggs laid by nematodes at any concentration. This result was similar to the lifespan of nematodes, indicating that when cholesterol is added above 50 μg/mL, the nematode’s demand for cholesterol is saturated. In addition, different lipid treatments have different turning points in reducing the levels of nematode spawning. The treatment with stearic acid at a concentration of 50 μg/mL reduced the number of eggs laid, whereas linoleic acid at a concentration of 600 μg/mL only destroyed the nematode reproductive ability (Fig. 3b, c). The greater the concentration of stearic acid, the stronger was the damage. The sperm plasma membrane of nematodes is rich in cholesterol, and the survival of sperm requires the supply of exogenous cholesterol [15, 16]. Since the nematode does not synthesize cholesterol itself, the total amount of progeny of the nematode after treatment with cholesterol increases initially, and then, decreases slightly with the increase in cholesterol concentration (Fig. 3d).

**Fig. 3:**
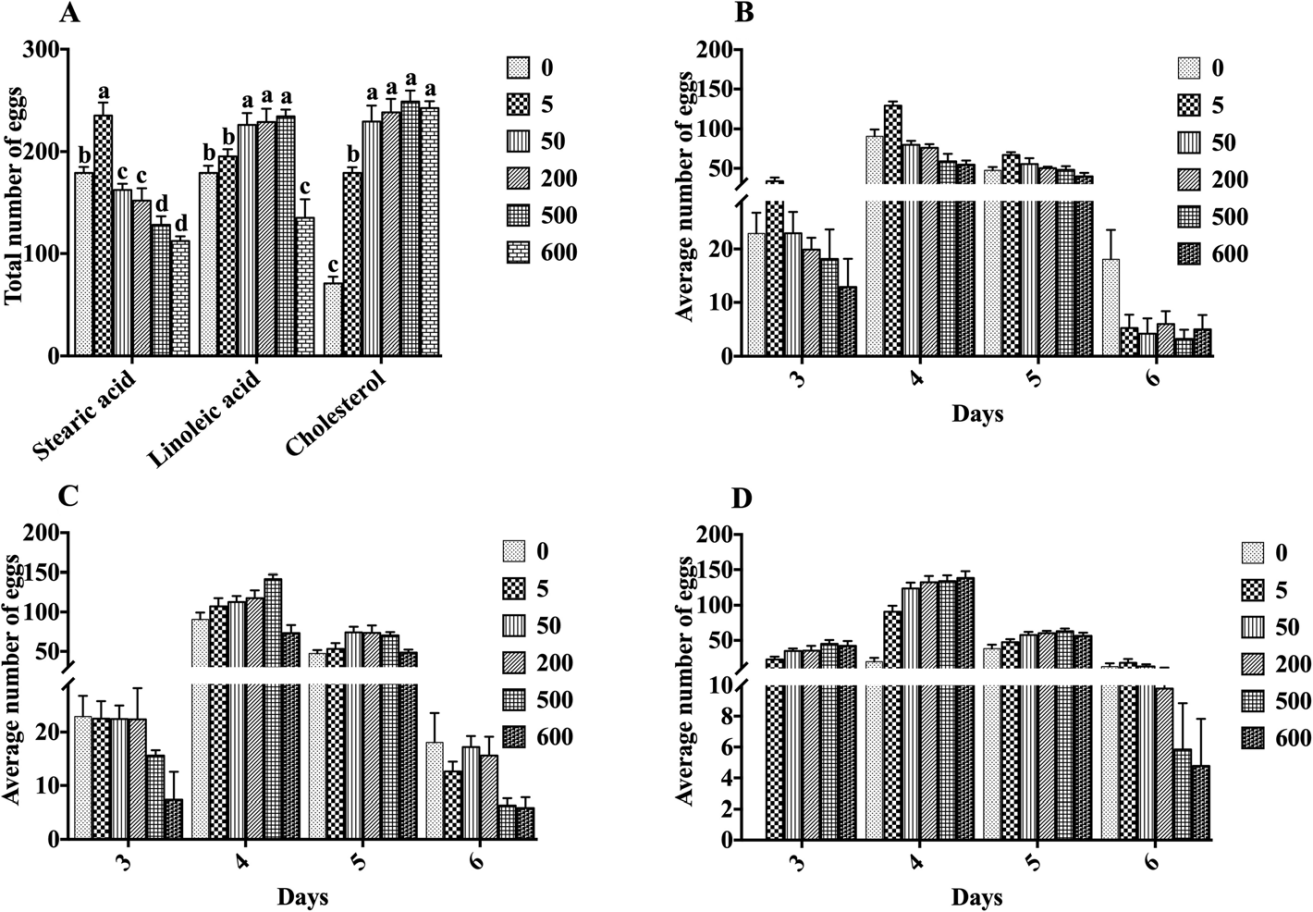
Effects of lipids on the reproduction capacity of nematodes. **a** The total number of offspring in the entire spawning period of the nematode under each concentration gradient. **b**–**d** The effects of sucrose (**b**), fructose (**c**), and glucose (**d**) on the reproductive capacity of nematodes. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

### Effect of sugar and lipids on the body length of N2

Nematodes need to consume energy for their growth and spawning. Sugar, as a nutrient, can provide a lot of energy for the life activities of nematodes. As shown in Fig. 4a, the body length of the nematodes treated with 5 mmol/L and 50 mmol/L sucrose was similar to the body length of the nematodes in the control group. As the nematode entered the spawning period, sucrose at concentrations of 5 and 50 mmol/L promoted the growth of nematode, and the body length of nematode is 1.1-fold than that of the control, on the sixth day. This indicated that the sucrose concentration in the range of 5 to 50 mmol/L did not change the length of the nematodes; however, it can promote the growth of nematodes during the spawning period and increase the maximum length of the nematodes. In addition, high concentrations of sucrose shorten nematode length. Treatment with fructose at concentrations of 5 to 50 mmol/L had no effect on the length of the nematode, but higher concentrations of fructose significantly shortened nematode’s maximum length (Fig. 4b). Treatment with 5 mmol/L glucose had no effect on the length of the nematode. During the spawning period, treatment with 50 mmol/L glucose promoted the growth of the nematode and increased the length of the nematode. Treatment with higher concentrations of glucose significantly shortened nematode length, especially for 520 mmol/L glucose treated group, which only grew up to 1/3 length of control nematodes on sixth day (Fig. 4c).

**Fig. 4:**
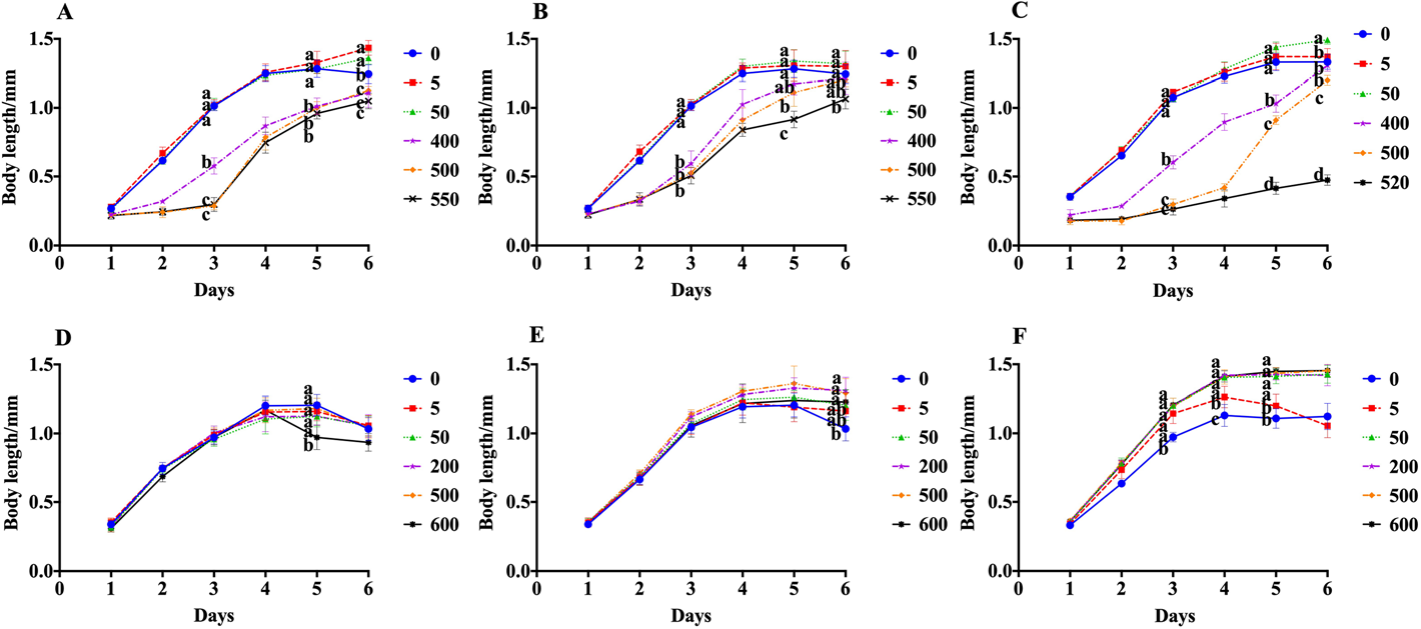
Effects of sugars and lipids on body length of the nematode. **a**–**c** The effects of sucrose (**a**), fructose (**b**), and glucose (**c**) on the body length of nematodes. **d**–**f** The effects of stearic acid (**d**), linoleic acid (**e**), and cholesterol (**f**) on the body length of nematodes. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

As shown in Fig. 4d–f, compared with the length in the control group, except for treatment with stearic acid at a concentration of 600 μg/mL, there was no significant difference in the length of nematodes after treatment with the other concentrations of stearic acid. In the growing phase, the body length of the nematode grew rapidly and reached a maximum of 1.2 mm on the fourth day, after treatment with stearic and linoleic acid. Treatment with a concentration of linoleic acid above 200 μg/mL delayed the appearance of nematode aging but did not change the maximum length of the nematode (Fig. 4e). In our study, after treatment with cholesterol at the concentration of 50 μg/mL, 200 μg/mL, 500 μg/mL, and 600 μg/mL, the growth rate of nematodes was basically the same as that of the control group during the growth phase. The body length of nematodes after cholesterol treatment showed a significant difference from the third day and reached the maximum length of 1.4 mm on the fourth day, which was 1.1 times the length of the nematode in the control group.

### Effects of various levels of sucrose and stearic acid orthogonal design on the lifespan of N2

The lifespan of nematodes after treatment with different concentrations of sucrose and stearic acid is shown in Table 3. Level 1 is the control group. In the case of lower sugar concentrations of 0 to 250 mmol/L, it can be seen that the lifespan of nematode only treated with 50 μg/mL stearic acid was significantly prolonged. However, at a sugar concentration of 400 mmol/L, an increase in the concentration of stearic acid exhibited a tendency to shorten the lifespan of nematodes. There was no significant difference in the lifespan of nematodes treated with different concentrations of stearic acid at a constant sucrose concentration of 400 mmol/L. In addition, in the case of treatment with constant stearic acid concentration, the lifespan of the nematode increased initially, and then, decreased with the increase in sucrose concentration. This is consistent with the previous single sucrose treatment results. We observed that co-treatment with low concentration of sugar and lipid exhibited a synergistic effect of extending the lifespan of nematodes. For example, after 50 mmol/L of sugar and 50 μg/mL of stearic acid co-treatment, the average lifespan of nematodes reached a maximum of 12.96 days, and the relative average life change rate was 31.25%.

**Table 3:** The effects of various levels of sucrose and stearic acid orthogonal design on the lifespan of nematodes

Level	Average lifespan (Days)	Level	Average lifespan (Days)	Level	Average lifespan (days)	Level	Average lifespan (days)
1	8.91 ± 0.22^e^	5	12.13 ± 0.41^b^	9	7.45 ± 0.15^g^	13	7.44 ± 0.12^g^
2	10.19 ± 0.18^d^	6	12.96 ± 0.39^a^	10	8.76 ± 0.14^e^	14	8.08 ± 0.18^efg^
3	8.24 ± 0.36^efg^	7	12.19 ± 0.28^b^	11	8.82 ± 0.26^e^	15	7.79 ± 0.25^fg^
4	8.47 ± 0.2^ef^	8	11.37 ± 0.16^c^	12	8.46 ± 0.26^ef^	16	7.88 ± 0.23^fg^

The sucrose concentrations in each column were 0 μg/mL, 50 μg/mL, 200 μg/mL, and 500 μg/mL, respectively. The concentration of stearic acid in each row is 0 mmol/L, 50 mmol/L, 250 mmol/L, and 400 mmol/L. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

### Effects of various levels of sucrose and stearic acid orthogonal design on the reproductive capacity of N2

As shown in Fig. 5a, under the constant concentration of stearic acid, the total number of nematode offspring increased initially, and then, decreased with the increase of sucrose concentration, and reached a maximum at a concentration of 50 mmol/L sucrose. This was similar to the result of the treatment of nematodes with sucrose alone. Under the constant sucrose concentration, the total number of nematode offspring gradually decreased with the increase in stearic acid concentration. This result is also in accord with the former result, in which the total number of eggs of nematodes began to decrease at a concentration higher than 50 μg/mL (Fig. 3a). The decrease in the number of eggs after treatment with stearic acid began at a lower concentration than that of lifespan, and it kept such tendency even at different sucrose concentrations. In the high sucrose concentration group, stearic acid and sucrose exhibited a synergistic effect on a decrease in the number of eggs. When comparing the number of nematode offspring at each level of treatment, we found that the total number of nematode offspring in group co-treated with 400 mmol/L sucrose and 500 μg/mL stearic acid was the lowest.

**Fig. 5:**
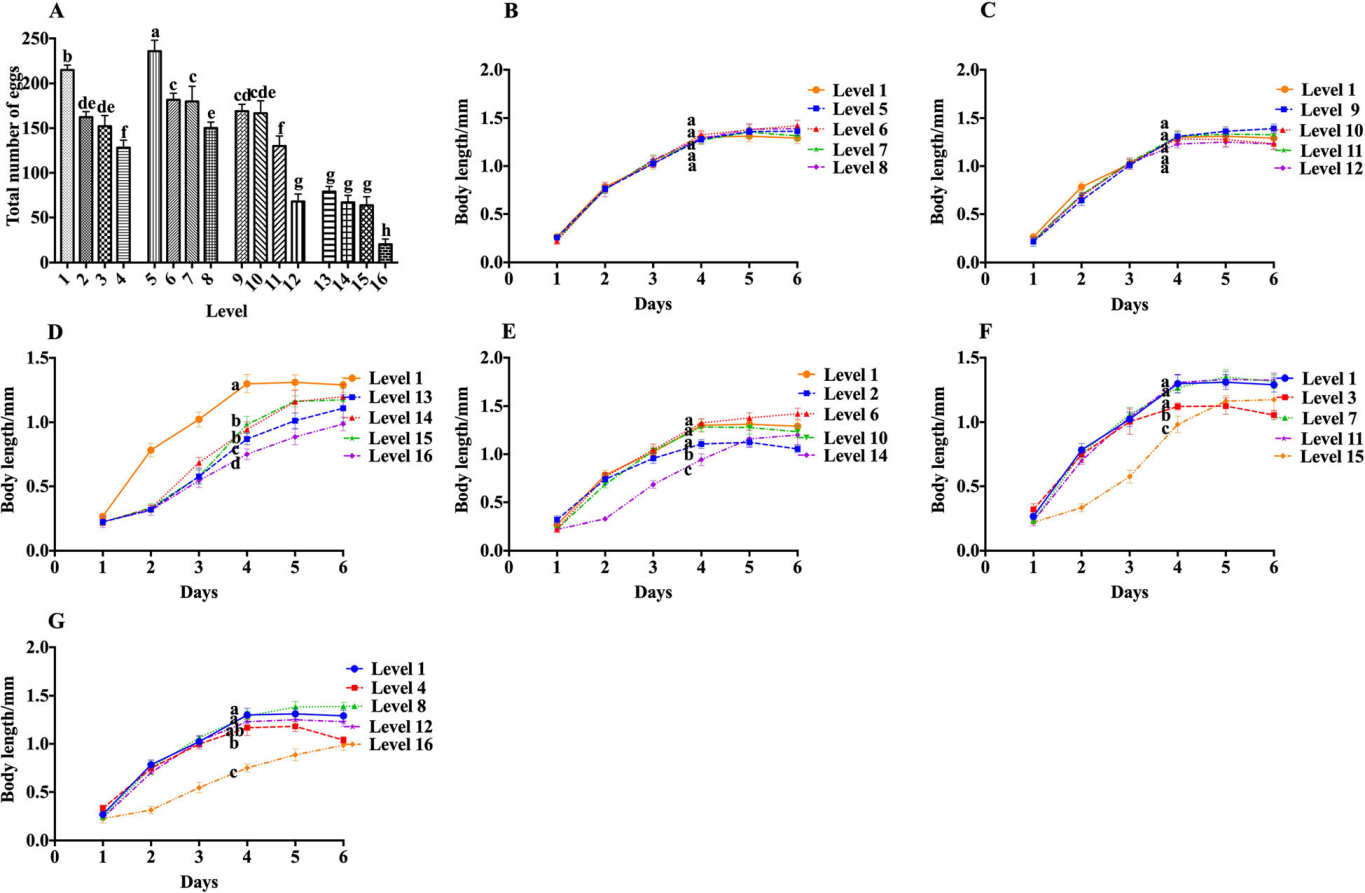
Effects of various levels of sucrose and stearic acid orthogonal design on reproduction and body length of the nematode. **a** The effects of various levels of sucrose and stearic acid orthogonal design on the reproductive capacity of nematodes. **b**–**g** The effects of various levels of sucrose and stearic acid orthogonal design on the body length of nematodes. **b**–**d** The same concentration of sucrose, different concentration of stearic acid (0 μg/mL、50 μg/mL、200 μg/mL, and 500 μg/mL, respectively) in the same figure. **b**–**d** Sucrose concentrations are 50 mmol/L, 250 mmol/L, 500 mmol/L, respectively. **e**–**g** The same concentration of stearic acid, different concentration of sucrose (0 mmol/L、50 mmol/L、250 mmol/L, and 400 mmol/L, respectively) in the same figure. E-G stearic acid concentrations are 50 μg/mL, 200 μg/mL, 500 μg/mL, respectively. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

### Effects of various levels of sucrose and stearic acid orthogonal design on the body length of N2

As shown in Fig. 5b, c, at 50 mmol/L and 250 mmol/L sucrose concentration, there was no significant difference in the length of nematodes treated with different concentrations of stearic acid. The maximum length of the nematode was 1.42 ± 0.083 mm and 1.39 ± 0.083 mm, respectively. At a concentration of 400 mmol/L sucrose, treatment with stearic acid at concentrations of 50 μg/mL and 200 μg/mL significantly increased nematode length, reaching 14% and 16%, respectively (Fig. 5d). In addition, treatment with 500 μg/mL stearic acid significantly inhibited nematode growth, and the maximum length of nematodes was 1.19 ± 0.088 mm (Fig. 5d). Under treatment with the same concentration of stearic acid, treatment with a low concentration of sucrose had no effect on nematode length, but high concentration of sucrose significantly shortened nematode length. In addition, at 50 μg/mL and 200 μg/mL stearic acid concentrations, treatment with 250 mmol/L sucrose increased the maximum length of nematode, increasing by 14.02% and 20.15%, respectively (Fig. 5e, f). However, at any concentration of stearic acid, treatment with sucrose at a concentration of 400 mmol/L significantly shortened the length of the nematode.

Thus, we observed that sucrose has a more dramatic effect on nematode lifespan, growth, and reproduction. Low concentration of sucrose (50 mmol/L) had no significant effect on the growth and development of nematodes, but it significantly promoted the body length of adult nematodes. At the same time, it significantly increased the number of eggs laid by nematodes and significantly prolongs the lifespan of nematodes. The medium concentration of sucrose (250 mmol/L) also promoted the growth of nematode adults, but has no significant effect on the number of eggs. However, high concentrations of sucrose (400 mmol/L) significantly reduced the number of eggs and shortened the lifespan of nematodes.

The effect of stearic acid on nematodes is less prominent than that of sucrose. It also prolonged the lifespan of nematodes at low concentrations (50 μg/mL) and worked synergistically with 50 mmol/L sucrose. Moreover, it showed inhibition of nematode reproduction ability at each gradient sucrose concentration. Furthermore, its effect on the growth and development of nematodes and adult body length was not significant. The decrease in the lifespan of nematodes after treatment with a high concentration of stearic acid (400 μg/mL) was much less than that after sucrose treatment (4.94% vs. 16.5%). However, when it is co-treated with sucrose, the growth and development of nematodes, the length of adult worms, and the number of eggs laid, are more significantly inhibited.

### Effect of resveratrol on lifespan, reproductive capacity, and body length of N2

Recently, the anti-aging effect of resveratrol has increasingly gained attention. In our experiment, we explored the repair effect of resveratrol on sucrose-stearic acid damage to nematodes. As shown in Fig. 6a and Table 4, there was no significant difference in the average lifespan of nematodes between the 50 μg/mL and 100 μg/mL resveratrol treated groups, compared to that in the control group. This indicated that resveratrol, at concentrations below 100 μg/mL, exhibited a less prominent effect on the average lifespan of nematodes treated with sucrose-stearic acid. However, after treatment with resveratrol at the concentration of 500 μg/mL, 750 μg/mL, and 1000 μg/mL, the lifespan of nematodes was significantly prolonged in a dose-dependent manner. However, there was no significant difference between the groups treated with different resveratrol concentrations.

**Fig. 6:**
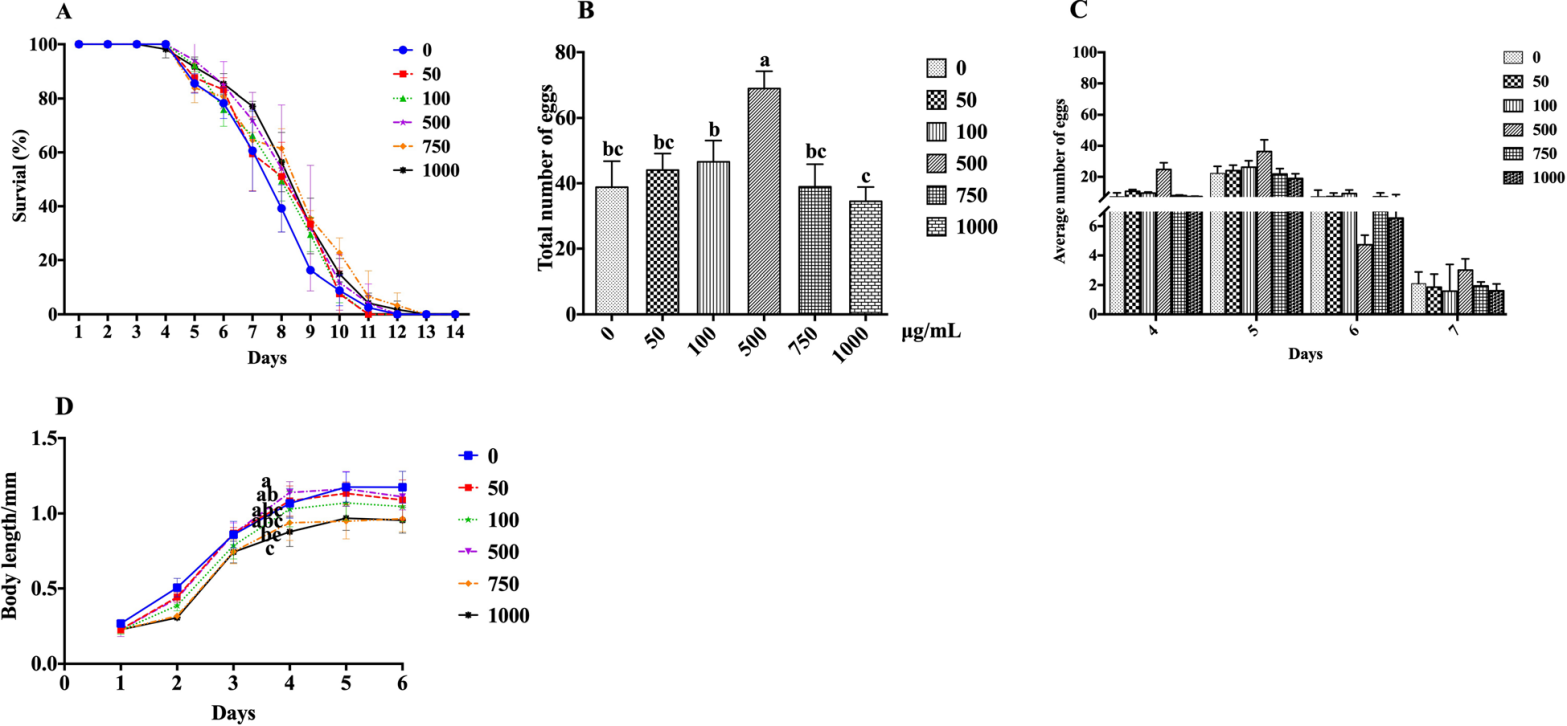
Effects of resveratrol on lifespan, reproduction, and body length of the nematode. **a** The effects of resveratrol on the lifespan of nematodes. **b** The total number of offspring in the entire spawning period of the nematode under each concentration gradient. **c** The effects of resveratrol on the reproductive capacity of nematodes. **d** The effects of resveratrol on the body length of nematodes. Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

**Table 4:** The mean life span of sucrose-stearic acid damaged N2 in different concentrations of resveratrol

Resveratrol (μM)	Average life (days)	Relative life rate of change
0	7.88 ± 0.23^a^	
0.22	8.21 ± 0.52^ab^	+ 4.20%,
0.44	8.22 ± 0.21^ab^	+ 4.35%
2.19	8.62 ± 0.46^b^	+ 9.45%
3.29	8.58 ± 0.31^b^	+ 8.93%
4.38	8.63 ± 0.36^b^	+ 9.49%

After the nematodes were synchronized, they were placed in a medium containing 400 mM sucrose and 500 μg/ml stearic acid (adding various concentrations of resveratrol). Data are presented as mean ± SEM (*n* = 30). Values without a common letter are significantly different at *p* < 0.05

Similarly, we also examined the effect of resveratrol on the reproductive capacity of nematodes. The number of eggs laid by nematodes after treatment with different concentrations of resveratrol is shown in Fig. 6b, c. It can be seen that as the concentration of resveratrol increases, the number of eggs laid by nematodes increases initially, and then, decreases. Moreover, only resveratrol treatment at a concentration of 500 mg/mL led to significant differences in the number of eggs laid compared to those in the control group.

We determined the reparative effect of resveratrol on the sucrose-stearic acid effect to shorten the length of nematodes. Contrary to what we expected, co-treatment with different concentrations of resveratrol had a synergistic inhibitory effect on the inhibition of nematode growth, which is particularly evident in the growth phase of the nematode (Fig. 6d). In addition, we observed that resveratrol treatment at a concentration of 1000 μg/mL not only severely inhibited nematode development, but also significantly shortened the body length of adults.

### Differential gene expression analysis

Using Illumina sequencing technology, a survey was carried out to analyze the gene expression of nematodes treated with sucrose, stearic acid, sucrose-stearic acid, sucrose-stearic-resveratrol, and control nematodes. 

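RNA of whole wild-type nematodes was sequenced in 5 groups of 3 libraries each, which were the control, sucrose, stearic acid, sucrose-stearic acid and sucrose-stearic acid-resveratrol groups. The sample labels place the worms at the L4 larval stage. Sucrose was given at 400 mM. Stearic acid, a saturated long-chain fatty acid, was given at 500 μg/mL according to the paper, and the sample labels write 500 mg/mL. Resveratrol, a plant polyphenol, was given at 500 μg/mL according to the paper's methods, at 500 mg/mL according to the labels, and File S4 names 3.29 μM. The authors mapped the clean reads of each library to the WBcel235 assembly with TopHat and calculated FPKM (fragments per kilobase of transcript, scaled to the mapped fragments of the library) with Cufflinks. Their table of the whole series gives 16196 genes, each with a count of fragments that was not normalized and an FPKM value for each of the 15 libraries. The paper's text does not name the tool that counted fragments per gene, or how it treated the strand and reads that map to several genes. Values of genes that overlap another gene or have close paralogs, such as members of the cyp, ugt, gst, clec, col and pud families, are therefore uncertain. From the counts, each comparison was made with edgeR's quasi-likelihood test after TMM normalization (trimmed mean of M-values), fitted on the 6 libraries of the groups compared and on the genes that passed edgeR's filterByExpr filter. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p of 0.05 or less and a change of at least 2-fold in either direction, as in the paper's methods. The normalization, the filter on low counts, the test, the thresholds and the use of counts in place of FPKM were the choices that could change the numbers. The table lists 411 genes as new genes of the authors, and 15310 genes carry a symbol or a sequence name.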

Reads were obtained for each sample using Illumina Hiseq X Ten sequencing. After discarding the low-quality reads, corresponding to 48 million clean reads obtained from sequencing were mapped on the reference genome of *C. elegans* (GCF_000002985.6) (Table 5). 

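Between 19433436 and 21400063 fragments per library were counted on genes, with a median of 20319650 over the 15 libraries. In the control group, the totals ran from 19433436 to 20024648 with a median of 19907319. The sucrose group had a median of 20320061 (from 19804102 to 20553815) and the stearic acid group a median of 21247154 (from 20622930 to 21400063). The sucrose-stearic acid group had a median of 20082910 (from 19523425 to 20319650), and the resveratrol group a median of 20357636 (from 19908110 to 20725453). Table 5 of the paper gives 38579733 to 45949651 mapped reads per library, which is 1.9 to 2.34 mapped reads for each counted fragment. The paper's mapped share ran from 79.52% in replicate 1 of the sucrose-stearic acid group to 93.36%. The values given here use the counted fragments. The 10 genes with the most counts took between 4.16% and 5.56% of the total of each library.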

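The FPKM values of the 3 libraries within each group were compared pairwise over the 16196 genes. The squared Pearson correlation (r²) was 0.945 to 0.966 between control libraries, 0.965 to 0.989 between sucrose libraries and 0.96 to 0.981 between stearic acid libraries. It was 0.946 to 0.981 in the sucrose-stearic acid group and 0.988 to 0.993 in the resveratrol group. These correlations are across genes, which are not independent replicates, and no p was computed for them. Between libraries of different groups, r² ran from 0.871 to 0.995 over 90 pairs, so that the ranges within and between groups overlapped. Without the 10 genes with the highest mean FPKM, which was the alternative that moved the lowest value most, the 15 pairs within groups ran from 0.834, in the sucrose group, to 0.978. On the scale of log2(FPKM + 1), they ran from 0.938 to 0.968, and pairs between groups from 0.886 to 0.962. A principal component analysis of TMM-normalized log2 CPM placed the control libraries between -59.8 and -49.5 and the stearic acid libraries between -38.1 and -36.5 on the first component. All libraries that had received sucrose lay at 15.7 or above. The second component parted the control libraries, at 16, 19.8 and 54.9, from the stearic acid libraries, at -34.5, -35.4 and -41.3.

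**Figure D1:**
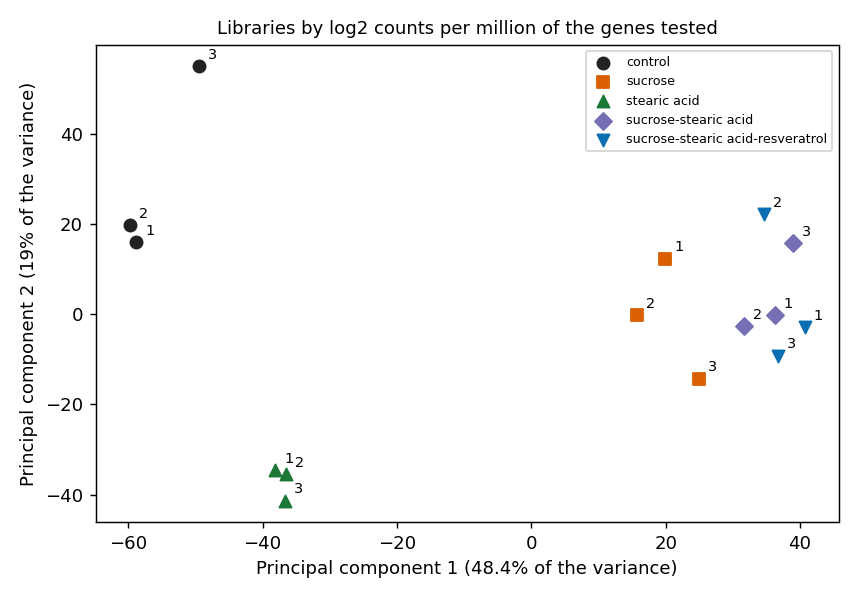
Principal component analysis of the 15 libraries from TMM-normalized log2 CPM, with component 1 (48.4% of the variance) on the horizontal axis and component 2 (19%) on the vertical axis. Each point is a library coloured by its group; the 9 libraries that received sucrose lie to the right of the control and stearic acid libraries.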

High Pearson’s correlation coefficients of FPKM distribution between the three biological replicates for each sample were detected (*R*^2^ = 0.93–0.99, *p* < 0.001) (Fig. 7), reflecting the robustness of our library preparation from nematodes’ RNA samples.

**Table 5:** RNA-seq raw reads and alignment statistics

Sample	Raw reads	Clean reads	Effective rate (%)	Mapped reads
control1	50,336,050	48,764,876	96.88	43,352,156 (88.90%)
control2	49,994,812	48,856,706	97.72	45,434,034 (92.99%)
control3	50,088,084	48,972,324	97.77	45,512,779 (92.94%)
ste-1	48,696,160	47,424,710	97.39	43,953,321 (92.68%)
ste-2	50,009,082	48,789,968	97.56	40,675,401 (83.37%)
ste-3	50,196,514	48,923,924	97.46	45,264,387 (92.52%)
suc-1	50,044,436	48,988,090	97.89	45,545,343 (92.97%)
suc-2	50,055,244	48,774,494	97.44	45,533,711 (93.36%)
suc-3	50,551,938	49,389,884	97.70	45,949,651 (93.03%)
suc-ste-1	50,571,890	48,518,192	95.94	38,579,733 (79.52%)
suc-ste-2	49,972,024	48,652,742	97.36	44,991,273 (92.47%)
suc-ste-3	50,202,968	48,652,232	96.91	45,044,386 (92.58%)
suc-ste-res-1	50,200,070	48,738,076	97.09	44,851,851 (92.03%)
suc-ste-res-2	50,045,552	48,493,072	96.90	44,766,163 (92.31%)
suc-ste-res-3	50,122,198	48,604,166	96.97	44,858,281 (92.29%)

**Fig. 7:**
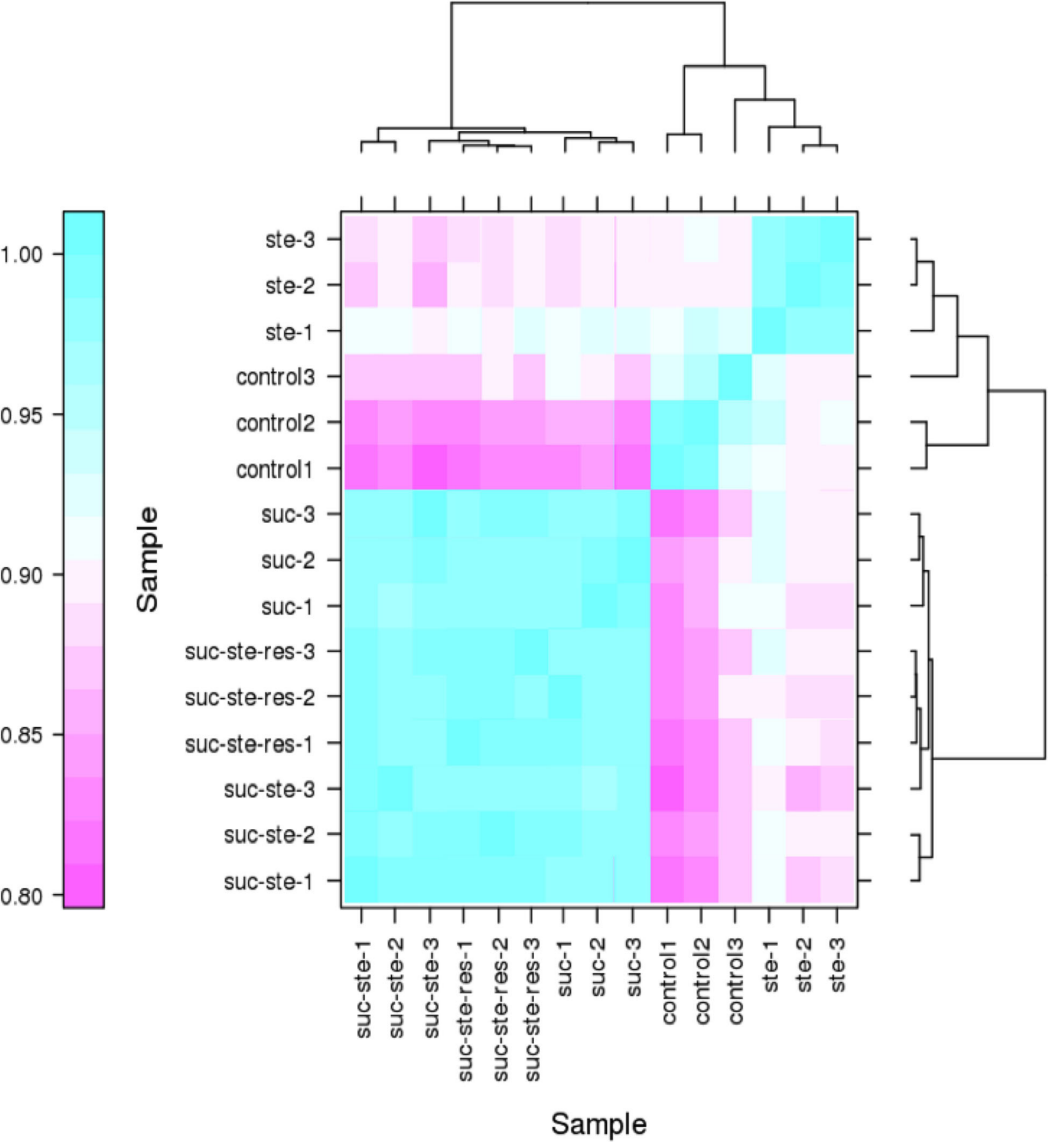
Analysis of sample expression correlation after transcriptome sequencing. Each treatment group consists of three samples, including control group (control), sucrose treatment (suc), stearic acid treatment (ste),co-treatment with sucrose-stearic acid (suc-ste), and co-treatment with sucrose-stearic acid-resveratrol (suc-ste-res)

As shown in Table 6, compared to those in the control group, there were 905 DEGs in the sucrose group (SUC), of which 387 genes were upregulated (2-fold change, *p* < 0.05) and 518 genes were downregulated (0.5-fold change, *p* < 0.05). Similarly, there were 698 DEGs in the stearic acid group (STE), including 367 upregulated and 331 downregulated DEGs. 

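Of the 12745 genes tested between the sucrose and control groups, 1170 were DEGs by edgeR's quasi-likelihood test, 482 of them upregulated and 688 downregulated. Dropping the fold-change minimum moved this number most, to 2346 genes. With an adjusted p of 0.01 or less in place of 0.05, 846 genes were called. Leaving out each of the 6 libraries in turn gave between 973 and 1190 DEGs. In the authors' deposited table of the whole series, 905 genes are called for this comparison, and 894 of them (98.8%) were also called here, all in the same direction. The heading of these calls, as of those for stearic acid and co-treatment, states an FDR of 0.01. The looser 0.05 used here raises both the number of DEGs and the share also called. The copy of Additional file 2 (File S1) used here holds 807 genes and is shortened, so no overlap was computed from it. The genes with the largest changes were chosen among DEGs with a mean normalized count of at least 50 in one of the groups and no overlap between the libraries of the groups, a rule that 425 upregulated and 531 downregulated genes met (10% of genes would show no overlap by chance). The largest increases were those of acdh-1, ilys-2 (chromosome IV, 2467678 to 2468879 in WBcel235) and fmo-2 (chromosome IV, 10682524 to 10684367). The log2 fold change of fmo-2 was 6.23 (standard error 0.342, adjusted p = 1.11e-05), and ilys-2 was at least 51.6-fold higher, since its control libraries held 3 counts or fewer. The largest decreases were those of clec-2 (chromosome II, 3020562 to 3023431; log2 fold change -6.98, standard error 0.653, adjusted p = 0.000135), clec-74 (chromosome IV, 3957005 to 3960185; -6.49, standard error 0.529, adjusted p = 5.96e-05) and irg-4 (chromosome IV, 12435833 to 12438236; -6.42, standard error 0.547, adjusted p = 7.43e-05).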

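Between the stearic acid and control groups, 12772 genes were tested and 1007 were DEGs, with 435 upregulated and 572 downregulated. The split between directions differed between fits, and the cause was not tested. On the count scale, 302 of 654 DEGs were downregulated at an adjusted p of 0.01 or less. Without stearic acid replicate 2, 340 of 773 were downregulated, and without control replicate 1, 646 of 1171. Limma on log2(FPKM + 1) called 418 upregulated and 249 downregulated genes, and limma on log2(FPKM + 0.1) called 504 and 370. Without a fold-change minimum, 2889 genes had an adjusted p of 0.05 or less, 1479 of them higher and 1410 lower. Leaving out single libraries gave between 725 and 1171 DEGs. The authors' deposited table calls 698 genes for this comparison, of which 692 (99.1%) were also called here in the same direction. Among the 362 upregulated and 404 downregulated genes that met the rule for naming, col-166 (chromosome X, 6280016 to 6280921) rose most, at least 464-fold over control libraries with 3 counts or fewer. Its 3 stearic acid libraries differed widely, with 24, 1291 and 2850 counts. The srd-39 gene (chromosome X, 13298863 to 13300603) had a log2 fold change of 6.41 (standard error 0.431, adjusted p = 1.12e-06 from edgeR's quasi-likelihood test), and math-10 (chromosome II, 1871542 to 1873348) was at least 43-fold higher. The rise of math-10 was not particular to stearic acid. Against the same control libraries it was at least 43.3-fold higher after sucrose, 51.2-fold after co-treatment and 42.9-fold in the resveratrol group. The largest decreases were those of the neighbouring paralogs pud-3 (chromosome V, 2324634 to 2325152) and pud-4 (chromosome V, 2326678 to 2327282), with log2 fold changes of -4.91 (standard error 0.3, adjusted p = 4.8e-07) and -4.39 (standard error 0.282, adjusted p = 7.72e-07). The third was asm-3 (chromosome IV, 520214 to 523809), at -4.35 (standard error 0.333, adjusted p = 2.94e-06).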

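The numbers of DEGs of sucrose and of stearic acid rest on the same 3 control libraries. Leaving out 1 control library from both comparisons changed their order. Without control replicate 1, there were 1134 DEGs in the sucrose group and 1171 in the stearic acid group. Without control replicate 2, the numbers were 973 and 1014, and without control replicate 3 they were 1190 and 997. The order also depended on the fold-change minimum, since more genes passed an adjusted p of 0.05 alone after stearic acid than after sucrose. The groups were also compared with each other. Of 12677 genes tested between sucrose and stearic acid, 1004 were DEGs, with 334 higher and 670 lower in the sucrose group.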

By comparing the number of DEGs, we found that group SUC contains more DEGs than group STE, which indicated that high sucrose treatment has a more pronounced effect on nematodes than high stearic acid treatment. This is consistent with the results for the previous phenotypic indicators. Unlike in the control group, there were 1014 DEGs in group SUC-STE, including 476 upregulated DEGs, and 538 downregulated DEGs. Moreover, in contrast to the sucrose-stearic acid group, there were 10 DEGs in group REV, including 5 upregulated DEGs and 5 downregulated DEGs.

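Co-treatment with sucrose and stearic acid gave 1223 DEGs among 12781 genes tested against the control, 551 upregulated and 672 downregulated. Between 1066 and 1284 DEGs were found when each of the 6 libraries was left out in turn. Of the 1014 genes that the authors' deposited table calls, 1005 (99.1%) were also called here in the same direction. Additional file 4 (File S3) is held here in a shortened copy of 799 genes, and no overlap was computed from it. Among the DEGs of sucrose and of co-treatment, 896 were in both lists and 99.9% of these changed in the same direction. For stearic acid and co-treatment, the number was 404, of which 95.3% had the same direction. Across the DEGs of either comparison, the log2 fold changes correlated with r = 0.949 between sucrose and co-treatment and r = 0.589 between stearic acid and co-treatment. Genes are not independent replicates, and the shared control libraries alone give a correlation. In 50 simulated data sets without any effect, r had a median of 0.502 and a highest value of 0.559 for the first pair, and 0.508 and 0.543 for the second. These data sets gave a gene the same spread in every group. The real control libraries spread more than the treated ones, which raises r, so whether 0.589 exceeds their part stays open. By the rule for naming, met by 475 upregulated and 558 downregulated genes, the largest increases were those of ilys-2 (at least 76.9-fold), acdh-1 and fmo-2 (log2 fold change 6.51, standard error 0.233, adjusted p = 4.27e-07 from edgeR's quasi-likelihood test). The largest decreases were those of clec-2 (at least 1070-fold lower), C14C6.6 (chromosome V, 545832 to 548080; at least 54.3-fold lower) and clec-74 (log2 fold change -9.75, standard error 0.636, adjusted p = 7.99e-06). C14C6.6 had 0 counts in each sucrose-stearic acid library, so its place among the largest decreases rests on a fitted value. From the numbers of DEGs, the paper concludes that high sucrose had a more pronounced effect on nematodes than high stearic acid.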

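Of 12591 genes tested between the resveratrol and sucrose-stearic acid groups, 2 were DEGs, and both were upregulated. At an unadjusted p of 0.05 or less, 35 genes changed at least 2-fold, 16 upward and 19 downward. DESeq2 moved the number of DEGs most among the other tests, to 10, with 6 upregulated and 4 downregulated. Without replicate 1 of the sucrose-stearic acid group, no gene was called as a DEG, against 2 with all libraries. R02C2.7 (chromosome V, 241326 to 242618) had an FPKM of 31.3 ± 4.78 (SD, n = 3) in the sucrose-stearic acid group and 147 ± 13.1 (SD, n = 3) in the resveratrol group, with a log2 fold change of 2.17 (standard error 0.179). Its adjusted p was 0.00778 from edgeR's quasi-likelihood test, and 0.113 without replicate 1 of the sucrose-stearic acid group. Over its 13 alternatives it ran from 9.96e-23 to 0.113. For ugt-41 (chromosome V, 7161068 to 7163595), FPKM rose from 25.2 ± 3.28 to 54.2 ± 3.77 (SD, n = 3 each), a log2 fold change of 1.14 (standard error 0.114, adjusted p = 0.0198), and the adjusted p ran from 6.94e-16 to 0.203 over 13 alternatives. It exceeded 0.05 without replicate 1 of the sucrose-stearic acid group (0.139), without replicate 3 of that group (0.082), and without each resveratrol library (0.151, 0.0577 and 0.0773). Limma on log2(FPKM + 1) gave 0.119 for ugt-41. The other 8 genes of File S4 changed at least 2-fold with adjusted p values above 0.05. They included sdz-30 (chromosome I, 13307051 to 13308685), with a log2 fold change of -2.09 (standard error 0.605, adjusted p = 0.999), and pqn-97, with -1.35 (standard error 0.214, adjusted p = 0.246). For amt-1 (chromosome X, 4571437 to 4573914) it was -1.1 (adjusted p = 0.978), and for C54F6.5 (chromosome V, 7529116 to 7529450) it was -1.06 by count (adjusted p = 0.246) and 1.15 by limma on log2(FPKM + 1), the opposite direction. H23N18.4 (chromosome V, 4901374 to 4903272) rose by 1.5 on the log2 scale (adjusted p = 0.396).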

**Table 6:** The differentially expressed genes list

Group	Comparison	DEGs	No. of upregulated	No. of downregulated
Sucrose	Control vs sucrose	905	387	518
Stearic acid	Control vs stearic acid	698	367	331
Sucrose- stearic	Control vs sucrose-stearic	1014	476	538
Resveratrol	Sucrose- stearic vs sucrose-stearic-resveratrol	10	5	5

### GO functional enrichment KEGG pathway analysis of DEGs

To further elucidate the gene functions, we performed GO functional analysis of the DEGs. All DEGs were assigned to three major functional categories: biological process, cellular component, and molecular function. The DEGs of comparison groups A, B, C, and D were enriched to 27, 27, 29, and 7 subcategories, respectively (Fig. 8). 

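Enrichment was computed with Fisher's exact test (one-sided) from the gene ontology (GO) terms that the authors' table gives directly to each gene, among the tested genes with at least 1 term. For sucrose, 475 DEGs and 5708 tested genes had a term, and 12 of 430 terms had an adjusted p of 0.05 or less. For stearic acid, these numbers were 412 DEGs, 5717 genes and 12 of 431 terms. For co-treatment they were 493 DEGs, 5726 genes and 17 of 430 terms. The smallest adjusted p in the sucrose group was that of structural constituents of the cuticle, with 45 DEGs of 138 genes, 37 of them downregulated (adjusted p = 5.57e-14). In the stearic acid group this term held 50 DEGs of 140 genes, 48 of them downregulated (adjusted p = 1.57e-20), and in the co-treatment group 38 of 138, 25 of them downregulated (adjusted p = 5.15e-09). The oxidation-reduction process held 62 DEGs of 264 genes after sucrose (adjusted p = 2.08e-12), 44 of 265 after stearic acid (adjusted p = 1.92e-05) and 71 of 267 after co-treatment (adjusted p = 1.56e-16). Leaving out single libraries gave 14 to 18 enriched terms for sucrose, 8 to 14 for stearic acid and 14 to 18 for co-treatment.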

The DEGs of comparison groups A, B, and C were mainly enriched to the membrane in a cellular component category, catalytic activity, and binding in molecular function category, and metabolic process, single-organism process, and cellular process in a biological process. 

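Counted by the terms given directly to each gene, without their parent terms, 43 sucrose DEGs, 31 stearic acid DEGs and 46 co-treatment DEGs were annotated with metabolic process. Metabolic process was enriched in the 3 comparisons, with adjusted p = 2.39e-06, 0.00524 and 1.63e-07 from Fisher's exact test. Catalytic activity was given to 12, 13 and 18 DEGs. Of 125 tested genes with this term, 10.4 DEGs would be found by chance in the sucrose group and 9.01 in the stearic acid group (adjusted p = 1 in each), and 10.8 in the co-treatment group (adjusted p = 0.29, Fisher's exact test p = 0.0202 before adjustment). Membrane was given to 23, 17 and 27 DEGs, and integral component of membrane to 43, 41 and 48 DEGs. Of the 328 membrane genes tested in the sucrose comparison, 27.3 would be DEGs by chance. The parent term binding was given directly to 0 tested genes.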

As depicted in Fig. 8d, among the molecular function category, the DEGs of comparison D were more related to the catalytic activity (three genes), and three genes were related to the metabolic process in the biological category.

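Of the 2 DEGs found here between the resveratrol and sucrose-stearic acid groups, 1 had a GO term and was annotated with metabolic process, and 0 had the term catalytic activity. No term was enriched at an adjusted p of 0.05 or less among 430 terms, and 2 terms had an unadjusted p of 0.05 or less by Fisher's exact test.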

**Fig. 8:**
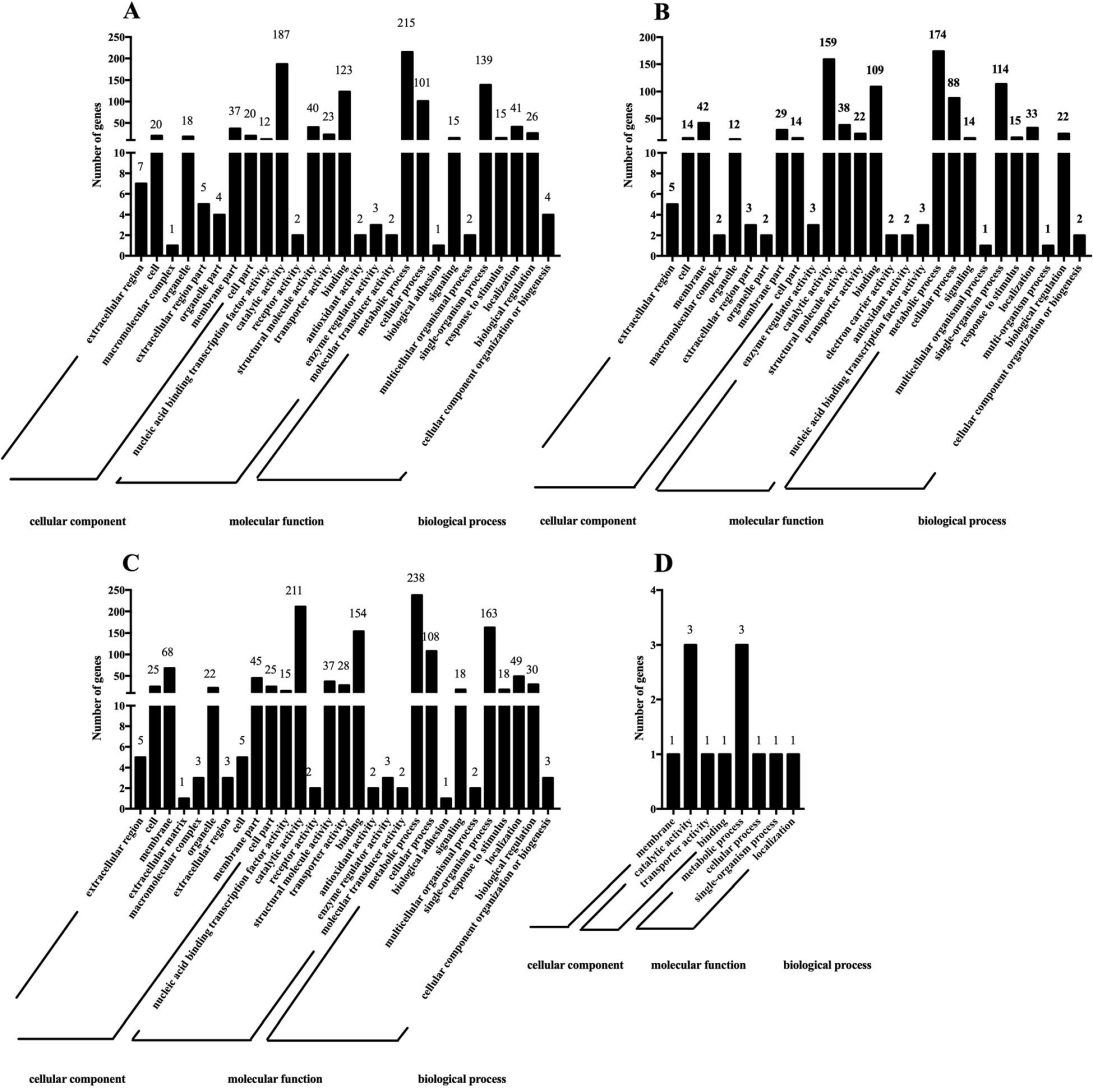
Analysis of Gene Ontology terms. **a**–**d** Gene Ontology terms for DEGs grouped into functional categories. Comparison between sucrose and control (**a**); comparison between stearic acid and control (**b**); comparison between sucrose-stearic acid and control (**c**); comparison between sucrose-stearic acid-resveratrol and sucrose-stearic acid (**d**)

We performed KEGG enrichment analysis providing in-depth insight into the biological functions of the DEGS. By using KeggArray software, all DEGS were assigned to five specific pathways, including cellular processes, environmental information processing, genetic information processing, metabolism, and organism systems. Besides, the top 20 pathways with most aligned sequences are showed in Fig. 9. Most pathways were involved in primary metabolic processes, such as carbohydrate metabolism, amino acid metabolism, and lipid metabolism. 

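The authors' table assigns a KEGG pathway to 1563 of its genes. Among the tested genes with a pathway, 104 of 1536 were DEGs after sucrose, 84 of 1535 after stearic acid and 110 of 1540 after co-treatment. Of 118 pathways with at least 3 such genes, 27, 19 and 23 were enriched at an adjusted p of 0.05 or less by Fisher's exact test. At an unadjusted p of 0.05 or less, 31, 25 and 33 pathways were enriched. The number for stearic acid was the least stable. With every tested gene as the background in place of the annotated genes it was 8, and without control replicate 2 it was 10.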

As depicted in Fig. 9a, the genetic changes in nematodes after sucrose treatment are mainly concentrated in carbon metabolism, amino acid synthesis, and glucose metabolism signaling pathways. 

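After sucrose treatment, carbon metabolism ranked first, with 25 DEGs of 70 genes, of which 24 were upregulated (adjusted p = 2.23e-11 from Fisher's exact test, against 4.74 DEGs given by chance). Biosynthesis of amino acids held 21 DEGs of 61 genes (adjusted p = 2.99e-09). Glycolysis and gluconeogenesis held 13 of 27 (adjusted p = 1.07e-07), drug metabolism by cytochrome P450 held 13 of 29, 10 of them upregulated (adjusted p = 2.43e-07), and glyoxylate and dicarboxylate metabolism held 11 of 22 (adjusted p = 7.26e-07). These pathways share genes, so their tests are not independent.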

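In the stearic acid group, the KEGG pathway with the smallest p was drug metabolism by cytochrome P450, with 10 DEGs of 29 genes, 7 of them upregulated (adjusted p = 0.000142 from Fisher's exact test). Metabolism of xenobiotics by cytochrome P450 held 8 DEGs of 25 genes (adjusted p = 0.000859), and biosynthesis of amino acids held 13 of 60 (adjusted p = 0.000583). Fatty acid degradation held 8 DEGs of 35 genes, 6 of them upregulated (adjusted p = 0.00529). Carbon metabolism held 10 of 70 (adjusted p = 0.0258), and glycolysis and gluconeogenesis 6 of 27 (adjusted p = 0.0207).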

Stearic acid treatment led to alterations in the genes of nematodes involved in cytochrome P450-related metabolism, biosynthesis of amino acid, and fat catabolism (Fig. 9b). In addition, after sucrose and stearic acid co-treatment, the genetic changes in nematodes are mainly concentrated in carbon metabolism and amino acid synthesis (Fig. 9c). 

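In the co-treatment group, carbon metabolism held 20 DEGs of 70 genes, and all 20 were upregulated (adjusted p = 2.18e-06 from Fisher's exact test). Glyoxylate and dicarboxylate metabolism, with 11 of 22 genes, had an adjusted p of 3.24e-06, and drug metabolism by cytochrome P450, with 12 of 29 genes and 11 of these upregulated, had an adjusted p of 7.14e-06. Biosynthesis of amino acids held 16 DEGs of 61 genes (adjusted p = 6.25e-05), and glycolysis and gluconeogenesis 10 of 27 (adjusted p = 0.000164).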

Interestingly, after resveratrol treatment of nematodes, only one gene (gst-25) was enriched into three metabolic pathways, including glutathione metabolism, drug metabolism, and metabolism of xenobiotics by cytochrome P450 (Fig. 9d). These results further indicated that nematodes underwent active metabolic processes after treatment with sucrose and stearic acid.

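Among the 10 genes of File S4, gst-25 is the one with KEGG pathways in the authors' table, and its 3 pathways are the ones named in the paper. The other genes have 0 pathways there. The gst-25 gene (chromosome I, 1451081 to 1453070, overlapping spe-15) had an FPKM of 17 ± 2.38 (SD, n = 3) in the sucrose-stearic acid group and 7.13 ± 0.401 (SD, n = 3) in the resveratrol group. Its log2 fold change was -1.28 (standard error 0.174, adjusted p = 0.126 from edgeR's quasi-likelihood test), and DESeq2 gave an adjusted p of 9.73e-05. With all 15 libraries in one fit the adjusted p was 0.0162. It ran from 9.73e-05 to 1 over 13 alternatives. Since gst-25 was not a DEG here, 0 DEGs had a pathway and no enrichment could be computed.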

**Fig. 9:**
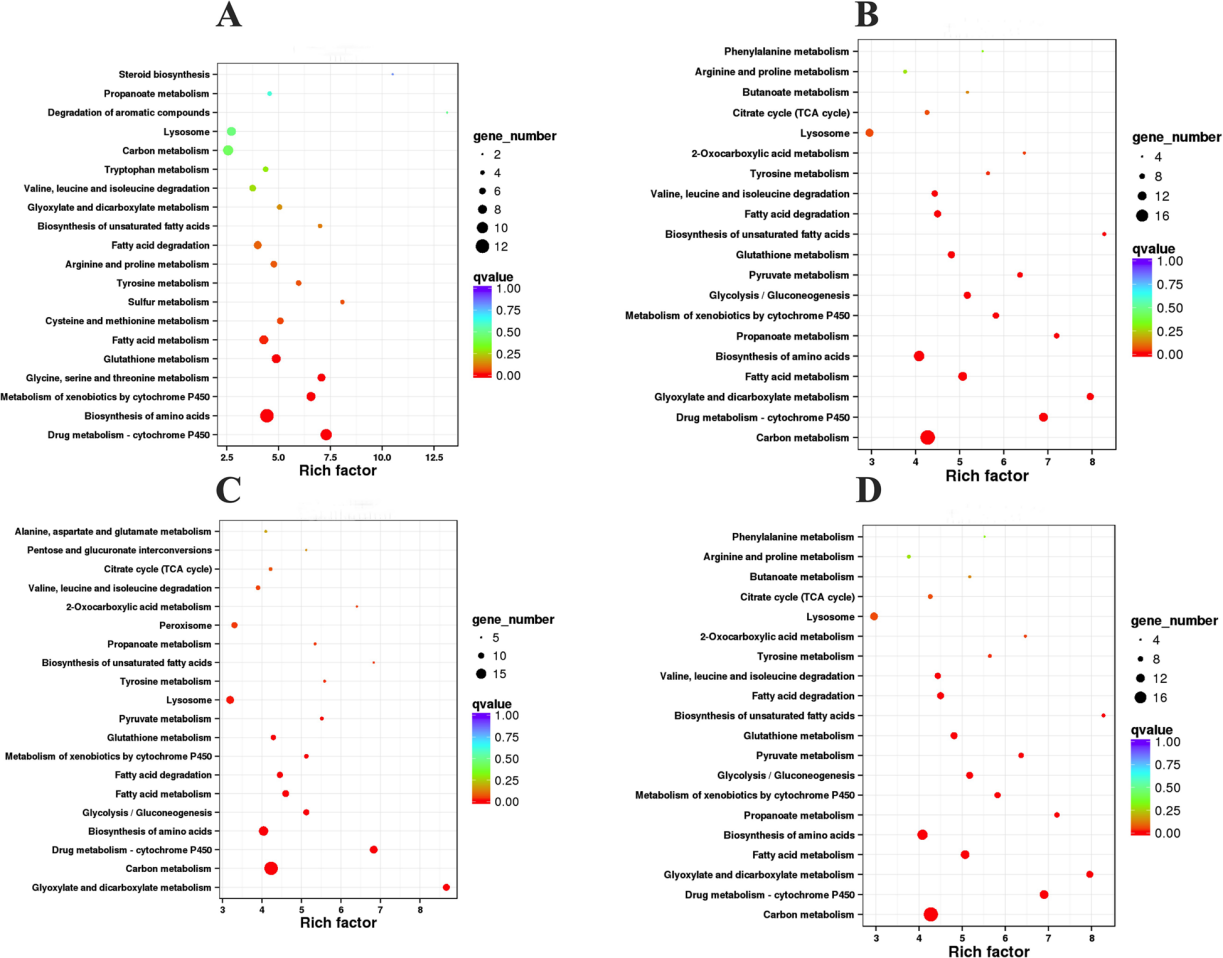
KEGG pathway enrichment. **a**–**d** KEGG pathway enrichment analysis of differentially expressed genes. **a** Comparison between sucrose and control. **b** Comparison between stearic acid and control. **c** Comparison between sucrose-stearic acid and control. **d** Comparison between sucrose-stearic acid-resveratrol and sucrose-stearic acid

## Discussion

Reasonable intake of carbohydrates and lipids is obviously especially important for health. In our study, we explored three representative sugars (sucrose, glucose, fructose), three lipids (stearic acid, linoleic acid, cholesterol), and a mixture of sugar and lipid on the lifespan, body length, and reproductive capacity, in order to explore the impact of overnutrition on health. Overall, the results indicated that low concentrations of sugars and lipids extended nematode lifespan and promoted nematode growth and development. Zheng et al. [17] reported that fructose at 55 mM and 111 mM extended life to 22% and 45.7%, respectively, and fructose at 555 mM shortened the lifespan by 1.14-fold. In our study, fructose at 50 m extended life to 23.3%. Shim Y H et al. [18] reported a significant decrease in the number of eggs laid by nematodes and a decrease in growth rate after blocking the supply of exogenous cholesterol. This is consistent with our findings that a certain concentration of cholesterol increases the reproductive capacity of nematodes. In general, the effect of lipids on the spawning of nematodes was not as severe as the effect of sugar. Since nematodes need to consume energy during growth and development, a certain amount of sugar and lipids was used to provide nutrients for nematode life activities. As we guessed, excessive sugars and lipids treatment severely shortened the lifespan, body length of the nematode (Additional file 1: Figure S1) and destroys its reproductive capacity. Interestingly, we found that sugar had an adverse effect on nematodes at low to medium concentrations, while lipids damaged to nematodes at moderate to high concentrations. In other words, sugar has a stronger effect on nematodes than lipids. 

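The number of DEGs against the control was compared between sucrose and stearic acid under other settings. With DESeq2 there were 1174 DEGs after sucrose and 1004 after stearic acid. With RLE normalization the numbers were 1181 and 1009, and with an adjusted p of 0.01 or less they were 846 and 654. On genes with at least 10 counts in every library, they were 944 and 855, and with all 15 libraries in one fit 1310 and 1072. By limma on log2(FPKM + 1), 898 and 667 genes were called. The order was the opposite in several fits, among them those with no fold-change minimum (2889 after stearic acid against 2346 after sucrose), without control replicate 1 (1171 against 1134) and without control replicate 2 (1014 against 973). No test was made of the difference between the numbers of DEGs themselves.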

Sequencing data also corroborated this result, because the differential genes generated by sugar treatment are significantly more than lipids (Table 6). In addition, the results of orthogonal tests indicated that co-treatment with high concentrations of sucrose and stearic acid had a synergistic effect on nematode damage. We examined the effects of excess sucrose and stearic acid on intestinal autophagy in nematodes. Immunofluorescence results show nematode cells were negative with anti-Caspase (Additional file 1: Figure S6). Moreover, we further explored the mechanism of high sucrose and high stearic acid damage on *C. elegans* and the repair effect of resveratrol using transcriptome sequencing technology. After treatment with sucrose, stearic acid, and sucrose-stearic acid, a total of 905,698 and 1014 DEGS were identified, respectively. It suggests that high-sucrose and high-stearic acid treatment causes an imbalance in nematode glycolipid metabolism by altering the expression of several genes.

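DEGs of sucrose and of stearic acid were compared with each other. Of 1687 DEGs of either treatment, 442 were called in both, and 429 of these (97.1%) changed in the same direction. Across the DEGs of either treatment, the log2 fold changes of sucrose and stearic acid correlated with r = 0.64. In 50 simulated data sets without any effect, r had a median of 0.509 and a highest value of 0.555, with at most 1 gene called in both. These data sets gave a gene the same spread in every group. The real control libraries spread more, with a median SD of 0.245 on the log2 CPM scale, against 0.16 after sucrose and 0.152 after stearic acid. A wider spread of the shared control libraries raises r, so whether 0.64 exceeds their part stays open. Of 55 genes that the study names and that were tested after co-treatment, 27 had an adjusted p of 0.05 or less over all genes tested, and 29 when adjusted over the list alone. After sucrose these numbers were 28 and 30 of 54 genes, and after stearic acid 29 and 35 of 54. The study chose these genes on the same libraries, so the second number is not independent evidence. From the DEGs, the paper proposes that high sucrose and high stearic acid unbalance glycolipid metabolism by altering the expression of several genes.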

### Over-nutrition converts fat storage and exacerbates β-oxidations of fatty acids

The regulation of lipid metabolism in *C. elegans* is influenced by the environment, such as temperature and nutrient deficiencies, as well as its own physiological state, including growth, reproduction, development, and aging [19]. Moreover, the nematode body undergoes rapid changes to produce an adaptive response to this stimulus. In our experiments, high sugar and high fat provide excess nutrients to the nematodes. In addition to digestion and absorption to meet basic life activities, nematodes store excess energy in the form of lipid droplets. In early embryos, lipid droplets are abundant, providing precursors for membrane synthesis during rapid cell division as well as energy for cellular processes until hatching. TAGs are the major component of lipid droplets, as effective energy storage molecules due to their reduced state. During fat synthesis, diacylglycerol acyltransferase encoded by *dgat-2* catalyzes the formation of TAG from fatty acyl-CoA and diacylglycerols [20]. 

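The dgat-2 gene lies on chromosome V of WBcel235 from 17660303 to 17661810 and overlaps F59A1.11, so fragments of both genes could have been counted on it. Its FPKM was 16.4 ± 4.71 (SD, n = 3) in the control group, 35.4 ± 7.69 (SD, n = 3) in the sucrose group and 41.2 ± 4.24 (SD, n = 3) in the stearic acid group. By count, the log2 fold change was 1.11 (standard error 0.246, adjusted p = 0.0133) after sucrose and 1.30 (standard error 0.211, adjusted p = 0.00118) after stearic acid, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. After co-treatment, FPKM was 29.1 ± 5.63 (SD, n = 3) and the log2 fold change 0.84 (standard error 0.243, adjusted p = 0.0399). The co-treatment value rested on single libraries. The adjusted p was 0.0672 without control replicate 2, 0.172 without sucrose-stearic acid replicate 1 and 0.0901 without replicate 2 of that group, and it ran from 0.0013 to 0.172 over 13 alternatives.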

After high-sucrose treatment and high-stearic acid treatment, nematodes convert excess nutrients into fat, by upregulating *dgat-2* genes involved in TAGs synthesis. In addition, *vit-2,* which is involved in the transfer of dietary lipids to lipid droplets, promoting fat accumulation, was upregulated after high-sucrose treatment and high-stearic acid treatment.

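The vit-2 gene, which encodes a yolk protein (chromosome X, 5101032 to 5106169, overlapping C42D8.9), had an FPKM of 306 ± 62.7 (SD, n = 3) in the control group. It was 878 ± 99.9 after sucrose, 700 ± 80.9 after stearic acid and 571 ± 99.2 after co-treatment (SD, n = 3 each). The log2 fold changes by count were 1.54 (standard error 0.151, adjusted p = 0.000167), 1.28 (standard error 0.147, adjusted p = 8.09e-05) and 0.79 (standard error 0.156, adjusted p = 0.0061), from edgeR's quasi-likelihood test. The increase after co-treatment was smaller than the sum of the separate increases, with a log2 interaction of -2.07 (adjusted p = 3.46e-05). Fragments of vit-2 can be shared with the other vitellogenin genes.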

Fatty acids are separated from TAGs molecules, releasing energy by β-oxidations. Fatty acids need to be activated before they enter the mitochondria for oxidation, which involves four enzymes, which are acyl-CoA dehydrogenase in the mitochondria or acyl-CoA oxidase in peroxisomes, enoyl-CoA hydratase, 3-hydroxylacyl-CoA dehydrogenase, and 3-ketoacyl-CoA thiolase [21]. The genes encoding these enzymes, including *acox-1*, *maoc-1*, *dhs-28*, and *daf-22*, were upregulated in our results, which indicated that high-intensity energy metabolism was being carried out in the nematode (Additional file 1: Figure S2).

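The table lists acox-1 as acox-1.1 (chromosome I, 12938555 to 12942224). Its FPKM was 27.4 ± 2.31 (SD, n = 3) in the control group, 64.5 ± 2.57 after sucrose, 53.3 ± 2.69 after stearic acid and 66.7 ± 4.69 after co-treatment (SD, n = 3 each). The log2 fold changes were 1.26, 0.81 and 1.30 (standard errors 0.104, 0.114 and 0.11), with adjusted p = 6.46e-05, 0.000411 and 4.11e-05 from edgeR's quasi-likelihood test. The maoc-1 gene (chromosome II, 7196276 to 7197495, overlapping E04F6.6) rose by 0.60 after sucrose (standard error 0.104, adjusted p = 0.00369) and by 1.11 after co-treatment (standard error 0.0948, adjusted p = 4.45e-05). After stearic acid its log2 fold change was 0.20 (standard error 0.128, adjusted p = 0.254), with FPKM of 115 ± 12.8 against 95.9 ± 1.45 in the control group (SD, n = 3 each). The direct comparison of sucrose with stearic acid gave 0.38 (adjusted p = 0.0174). For dhs-28 (chromosome X, 6818438 to 6820080, overlapping gei-15), the log2 fold changes were 0.83, 0.65 and 1.05 (standard errors 0.105, 0.111 and 0.111, adjusted p = 0.000739, 0.0018 and 0.000165). For daf-22 (chromosome II, 12423492 to 12425694), they were 0.78, 0.56 and 0.90 (standard errors 0.135, 0.146 and 0.139, adjusted p = 0.00373, 0.0188 and 0.00155). The increase of daf-22 after stearic acid lost significance without stearic acid replicate 1 (adjusted p = 0.0852) and without replicate 3 (0.0776), within a range of 0.00208 to 0.0852 over 13 alternatives. Of these genes, acox-1.1 changed at least 2-fold after sucrose and after co-treatment, and maoc-1 and dhs-28 after co-treatment. From the upregulation of these genes, the paper concludes that high-intensity energy metabolism was carried out in the nematode.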

### Fatty acids are synthesized de novo for growth, development, spawning, and signaling molecules

The characteristic of lipid metabolism in *C. elegans* is the synthesis of fatty acids de novo from acetyl-CoA. In addition to the oxidation of fatty acids to produce acetyl-CoA, other nutrients, such as carbohydrates and amino acids, can be broken down into acetyl-CoA for de novo fatty acid synthesis. During fatty acid synthesis, the *pod-2* encoded ACC enzyme limits acetyl-CoA to malonyl-CoA transformation [22]. In the second step, the de novo synthesis of the fatty acyl chain by the two-carbon subunit acetyl-CoA is accomplished by the catalysis of a fatty acid synthase encoded by fasn-1 [23]. In our study, high-sucrose treatment, high-stearic acid treatment, high-sucrose, and high-stearic acid co-treatment did not affect the expression of *pod-2* and *fasn-1* genes.

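The pod-2 gene (chromosome II, 1136785 to 1152701, overlapping W09B6.4), which encodes acetyl-CoA carboxylase, had an FPKM of 93.6 ± 5.38 (SD, n = 3) in the control group. It was 183 ± 21.2 in the sucrose group, 177 ± 19.5 in the stearic acid group and 174 ± 26.3 in the co-treatment group (SD, n = 3 each), and every treated library lay above every control library. The log2 fold changes were 0.96 (standard error 0.12, adjusted p = 0.000673), 0.90 (standard error 0.121, adjusted p = 0.00028) and 0.98 (standard error 0.125, adjusted p = 0.000522) from edgeR's quasi-likelihood test, each below the 2-fold minimum for a DEG. The fasn-1 gene (chromosome I, 8975366 to 8986540), which encodes fatty acid synthase, had log2 fold changes of 0.17, 0.10 and 0.09 (adjusted p = 0.28, 0.569 and 0.668). Its FPKM was 87.6 ± 7.67 in the control group and 98.6 ± 5.23, 96.2 ± 12.3 and 90.1 ± 11.8 in the treated groups (SD, n = 3 each), within the spread between replicates.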

Nematodes are rich in polyunsaturated fatty acids (PUFAs), produced by desaturation. There are four fatty acid desaturases that convert 18:1n-9 into a series of C18 and C20 PUFAs, including FAT1 (∆12), FAT2 (∆12), FAT3 (∆12), and FAT4 (∆5) [24]. These polyunsaturated fatty acids provide precursors for the growth and reproduction of nematodes and are used to synthesize fat. *C. elegans*, which is severely deficient in polyunsaturated fatty acids, exhibits many growth, reproduction, and neurological deficits. The ∆12 desaturase fat-2 mutant contained only 1% PUFAs. These mutants grow slowly, have smaller embryos, and exhibit less coordinated motion than wild-type individuals [25]. The ∆6 desaturase *fat-3* mutant contains C18 PUFAs but does not contain C20 PUFAs. Although they grew better than the *fat-2* mutant and showed a higher brood size, they showed many defects compared to the wild type [26]. Fat-4 and fat-1 mutants contain different types of PUFAs and different proportions of omega-6 and omega-3, although their growth, development, and reproduction are largely unaffected [27]. 

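The fat genes that encode fatty acid desaturases were compared by count with edgeR's quasi-likelihood test. The fat-1 gene (chromosome IV, 13315644 to 13318811) had log2 fold changes of 1.03 after sucrose (standard error 0.149, adjusted p = 0.0015) and 1.54 after stearic acid (standard error 0.104, adjusted p = 1.12e-06). For fat-2 (chromosome IV, 13323873 to 13326395), they were 1.19 (standard error 0.16, adjusted p = 0.00103) and 1.67 (standard error 0.115, adjusted p = 1.28e-06). The fat-3 gene (chromosome IV, 9803023 to 9806119) rose most clearly after stearic acid, by 2.1 (standard error 0.107, adjusted p = 1.28e-07), and by 1.45 after sucrose (standard error 0.202, adjusted p = 0.00122). Its FPKM was 126 ± 0.439 in the control group, 339 ± 108 after sucrose and 544 ± 34.4 after stearic acid (SD, n = 3 each). The neighbouring fat-4 gene (chromosome IV, 9799429 to 9802221) rose by 1.31 and 1.30 (standard errors 0.186 and 0.106, adjusted p = 0.00138 and 5.02e-06). The fat-5 gene (chromosome V, 17725004 to 17726818, overlapping twk-42) rose by 1.54 and 2.58 (standard errors 0.259 and 0.227, adjusted p = 0.00329 and 9.78e-06). After co-treatment, the log2 fold changes of fat-1 to fat-5 were 1.19, 1.23, 1.56, 1.43 and 1.61, with adjusted p values between 5.2e-06 and 0.00216. In the direct comparison of sucrose with stearic acid, fat-1 (-0.52, adjusted p = 0.0218), fat-2 (-0.50, adjusted p = 0.0423), fat-3 (-0.66, adjusted p = 0.029) and fat-5 (-1.06, adjusted p = 0.000221) were lower after sucrose, and fat-4 did not differ (-0.01, adjusted p = 0.979).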

In our experiments, high sucrose treatment and high-stearic acid treatment significantly upregulated genes encoding desaturase, including *fat-1, fat-2*, *fat-3*, *fat-4*, and *fat-5* (Additional file 1: Figure S3)*.* This indicated that nematodes produce large amounts of PUFAs for growth and development through desaturation. 

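Beside the degradation of fatty acids, other KEGG pathways of lipids were enriched among the stearic acid DEGs. Fatty acid metabolism held 10 DEGs of 38 genes, 8 of them upregulated (adjusted p = 0.000744 from Fisher's exact test, against 2.08 DEGs given by chance). Biosynthesis of unsaturated fatty acids held 6 DEGs of 14 genes (adjusted p = 0.00112), and fatty acid elongation held 4 of 12 (adjusted p = 0.0218). Fatty acid biosynthesis held 1 DEG of 10 genes (adjusted p = 1). Fatty acid metabolism and fatty acid degradation were also enriched among the sucrose DEGs, with 10 of 38 and 11 of 35 genes (adjusted p = 0.00114 and 0.000113). So was biosynthesis of unsaturated fatty acids, with 5 of 14 genes (adjusted p = 0.00849). Fatty acid elongation was not, with 2 of 12 genes (adjusted p = 0.529).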

The results of KEGG also demonstrated that high-stearic acid treatment leads to nematode lipid metabolism and decomposition disorders, affecting the growth and development of nematodes.

In addition to affecting the growth and development of nematodes, PUFAs are also used as signal molecules, released from the membrane by phospholipase hydrolysis and further metabolized to form signaling molecules, collectively known as eicosanoids [28]. In mammals, the synthesis of eicosanoids requires the participation of cyclooxygenase, lipoxygenase, and cytochrome P450 enzymes [29]. The cyp-gene family is reported to be responsible for encoding cytochrome P450s, NADPH-dependent monooxygenases that metabolize endogenous and exogenous compounds [30]. Sucrose treatment, stearic acid treatment, and sucrose-stearic acid co-treatment of nematodes downregulated cyp-gene expression, such as *cyp-29A3*, *cyp-14A3*, and *cyp-35A4* and interfered with metabolism of nematodes.

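The cyp genes encode cytochrome P450 enzymes, which form a family of paralogs, so fragments shared between members could have been counted on either. The cyp-29A3 gene (chromosome V, 59239 to 63633) had an FPKM of 11.2 ± 2.05 in the control group, 2.91 ± 0.185 after sucrose, 4.77 ± 0.25 after stearic acid and 1.82 ± 0.438 after co-treatment (SD, n = 3 each). Its log2 fold changes were -1.95, -1.28 and -2.60 (standard errors 0.199, 0.192 and 0.246), with adjusted p = 0.000218, 0.000639 and 8.08e-05 from edgeR's quasi-likelihood test. For cyp-14A3 (chromosome X, 13271837 to 13274202), they were -4.13, -3.57 and -4.37 (standard errors 0.53, 0.433 and 0.51, adjusted p = 0.000792, 0.000134 and 0.000303), with a control FPKM of 4.49 ± 1.97 (SD, n = 3). For cyp-35A4 (chromosome V, 4031619 to 4033446), they were -3.18, -2.32 and -5.26 (standard errors 0.645, 0.426 and 0.652, adjusted p = 0.00829, 0.00281 and 0.000434). The family as a whole was tested with camera on voom values, a set test with a preset correlation between genes. The median log2 fold change of the tested cyp genes was -0.17 after sucrose (19 DEGs, 12 downregulated, adjusted p = 0.364) and -0.16 after co-treatment (24 DEGs, 15 downregulated, adjusted p = 0.604). After stearic acid it was 0.30, with 12 of 16 DEGs upregulated (adjusted p = 0.000353 by camera, 0.0144 by fry and 0.413 by camera with an estimated correlation).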

### Increased glucose metabolism shortens nematode life

Monosaccharides are directly absorbed in the body’s metabolism. The disaccharide or polysaccharide is hydrolyzed into glucose, which participates in glycolysis to provide energy to the body, or is stored as a glycogen. In mammals, glucose transport and absorption are mediated by GLUTs and insulin signaling. The *fgt-1* gene is associated with nematode glucose uptake, and there have been reports that RNAi-mediated knockdown of *fgt-1* extends lifespan of nematodes [31, 32]. Previous studies indicated that inhibition of the glycolytic enzyme, glucose phosphate isomerase 1 (GPI-1), prolongs lifespan. Feng et al. [31] showed that disrupting glucose transport, by inhibiting *fgt-1*, is associated with *age-1* and *daf-2* signaling to extend nematode lifespan. These previous studies also suggested that reduced glucose metabolism promotes longevity. 

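The fgt-1 gene, which encodes a glucose transporter, had an FPKM of 87.8 ± 8.14 in the control group, 127 ± 4.67 after sucrose, 87 ± 3.92 after stearic acid and 129 ± 7.27 after co-treatment (SD, n = 3 each). Its log2 fold changes were 0.57 (standard error 0.104, adjusted p = 0.00483), 0.08 (standard error 0.118, adjusted p = 0.632) and 0.62 (standard error 0.103, adjusted p = 0.00248) from edgeR's quasi-likelihood test. The stearic acid value was -0.01 by limma on log2(FPKM + 1), the opposite direction. Between sucrose and stearic acid the log2 difference was 0.47 (standard error 0.0784, adjusted p = 0.00186). The insulin receptor gene daf-2 (chromosome III, 2994514 to 3040846) had an FPKM of 49.1 ± 3.07 in the control group, 44.9 ± 5.1 after sucrose, 69.2 ± 9.1 after stearic acid and 44 ± 3.02 after co-treatment (SD, n = 3 each). Its log2 fold change was -0.07 after sucrose (standard error 0.125, adjusted p = 0.729) and 0.03 after co-treatment (standard error 0.0983, adjusted p = 0.878), within the spread between replicates. The first turned to 0.01 without sucrose replicate 1, and the second to -0.15 by limma on log2(FPKM + 1). After stearic acid it was 0.54 (standard error 0.126, adjusted p = 0.0112), and 0.42 without stearic acid replicate 2 (adjusted p = 0.0637, within 0.0036 to 0.0637 over 13 alternatives). The direct comparison of sucrose with stearic acid gave -0.63 for daf-2 (standard error 0.134, adjusted p = 0.00715).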

In our experiments, the expression of *fgt-1* and *daf-2* genes was upregulated in the sucrose treatment group and sucrose-stearic acid co-treatment group, while stearic acid treatment had no effect. This indicated that the addition of sucrose increased the metabolic burden of nematodes, resulting in a shortened life.

### Genes involved in the TGF-β signaling pathway

Transforming growth factor-β (TGF-β) superfamily ligands participate in cell identify, growth, and development. In *C. elegans*, five such ligands have been identified, including *dbl-1*, *daf-7*, *unc-129*, *tig-2*, and *tig-3*. Here, we only discussed *dbl-1* and *daf-7* signaling pathway, because their function has been explained more clearly. The core components of the *dbl-1* pathway are the *dbl-1* ligand, *daf-4* and *sma-6* receptors, and *sma-2*, *sma-3*, and *sma-4* intercellular signals. Studies have shown that the lack of *dbl-1* signaling pathway leads to small body size and male tail abnormal morphology [33]. In our gene expression profile, high-stearic acid treatment upregulated gene expression levels of *dbl-1*, *daf-4*, *sma-10*, and *sma-6*, and high-sucrose treatment slightly upregulated the expression of these genes, which suggested that *dbl-1* signal was enhanced. Furthermore, the expression of the intercellular signals *sma-2*, *sma-3*, and *sma-4* was upregulated after high-stearic acid treatment, whereas *sma-2* and sma-4 were downregulated in the high-sucrose treatment group (Additional file 1: Figure S4). This may be related to high-sucrose-induced shortening of nematode length. In addition, it has been reported that overexpression of the *dbl-1* gene shortens the lifespan of nematodes [34]. Both high-sucrose and high-stearic acid treatment enhanced the *dbl-1* signaling pathway, which may be responsible for the shortened lifespan of nematodes caused by high sucrose and high stearic acid. 

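The ligand gene dbl-1 (chromosome V, 6758135 to 6760418, overlapping T25F10.4) had log2 fold changes of 0.38 after stearic acid (standard error 0.149, adjusted p = 0.0824) and 0.17 after sucrose (standard error 0.171, adjusted p = 0.529), from edgeR's quasi-likelihood test. The adjusted p after stearic acid was 0.0426 with all 15 libraries in one fit, within 0.0426 to 0.212 over 13 alternatives. Its FPKM was 11.9 ± 1.17 in the control group, 15.5 ± 0.959 after stearic acid and 13.3 ± 2.08 after sucrose (SD, n = 3 each). The receptor gene daf-4 (chromosome III, 5625135 to 5632322) rose by 0.78 on the log2 scale after stearic acid (standard error 0.133, adjusted p = 0.00161) and by 0.46 after sucrose (standard error 0.141, adjusted p = 0.0486). Sucrose set directly against stearic acid gave -0.33 (adjusted p = 0.0203). The sucrose value passed the threshold narrowly. Its adjusted p exceeded 0.05 under 9 of 13 alternatives and reached 0.164 without sucrose replicate 3. For sma-10 (chromosome IV, 274589 to 279939), the log2 fold change was 0.67 after stearic acid (standard error 0.132, adjusted p = 0.00428) and 0.54 after sucrose (standard error 0.16, adjusted p = 0.045). The second adjusted p exceeded 0.05 under 8 of 13 alternatives and reached 0.169 without sucrose replicate 3. For sma-6 (chromosome II, 6324484 to 6327355), it was 0.39 after stearic acid (standard error 0.139, adjusted p = 0.0601) and 0.38 after sucrose (standard error 0.13, adjusted p = 0.0728). With all 15 libraries in one fit, these adjusted p values of sma-6 were 0.0104 and 0.0151, within 0.0104 to 0.194 and 0.0151 to 0.256 over 13 alternatives each. These p values are adjusted over all genes tested, while the paper's supplemental figures mark differences in the FPKM of a gene at p < 0.05. None of the 4 genes changed 2-fold. From these increases, the paper proposes that dbl-1 signalling was enhanced.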

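The sma-2 gene (chromosome III, 8749680 to 8757089, overlapping aak-1 and tomm-70) had log2 fold changes of -0.06 after stearic acid (standard error 0.169, adjusted p = 0.825) and -0.35 after sucrose (standard error 0.17, adjusted p = 0.194), from edgeR's quasi-likelihood test. The first turned to 0.05 without control replicate 2. The adjusted p after sucrose was 0.0439 without control replicate 3, within 0.0439 to 0.441 over 13 alternatives. For sma-3 (chromosome III, 6860974 to 6863968), the log2 fold change was 0.49 after stearic acid (standard error 0.148, adjusted p = 0.0349) and 0.39 after sucrose (standard error 0.162, adjusted p = 0.133). The stearic acid value lost significance without control replicate 2 (adjusted p = 0.0677) and without any of the stearic acid libraries (0.114, 0.0705 and 0.145), within 0.0142 to 0.145 over 13 alternatives. For sma-4 (chromosome III, 5816232 to 5820197), the log2 fold change was 0.53 after stearic acid (standard error 0.125, adjusted p = 0.0114) and 0.04 after sucrose (standard error 0.138, adjusted p = 0.874). The sucrose value of sma-4 turned to -0.08 without sucrose replicate 3 and to -0.13 by limma on log2(FPKM + 1), and the stearic acid value lost significance without stearic acid replicate 2 (adjusted p = 0.0507) and replicate 3 (0.0659) and by limma on log2(FPKM + 1) (0.0826), within 0.00125 to 0.0826. The direct comparison of sucrose with stearic acid gave -0.51 for sma-4 (adjusted p = 0.00825).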

*Daf-7*, a ligand for the TGF-β signaling pathway, is involved in regulating nematodes entering the dauer phase. The core components of *daf-7* pathway are *the daf-7* ligand, *daf-1* and *daf-4* receptors, *daf-8*, *daf-3*, and *daf-14* transcription factors [35]. Our results indicated that high-stearic acid treatment significantly upregulated the gene expression of daf-7, but high sucrose significantly inhibited its expression, suggesting that high sucrose may cause some stress on nematodes. 

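The daf-7 gene (chromosome III, 811844 to 813773) had an FPKM of 26 ± 3.82 in the control group, 50.3 ± 7.34 after stearic acid, 21.6 ± 3.36 after sucrose and 22.1 ± 6.99 after co-treatment (SD, n = 3 each). Its log2 fold change was 0.95 after stearic acid (standard error 0.164, adjusted p = 0.00187 from edgeR's quasi-likelihood test). After sucrose it was -0.26 (standard error 0.182, adjusted p = 0.366) and after co-treatment -0.27 (standard error 0.233, adjusted p = 0.477), both within the spread between replicates. Between sucrose and stearic acid the log2 difference was -1.22 (standard error 0.149, adjusted p = 0.000302). From the opposite changes, the paper proposes that high sucrose may stress the nematodes.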

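The receptor gene daf-1 (chromosome IV, 132416 to 138081, overlapping col-99) had log2 fold changes of 0.22 after sucrose, 0.24 after stearic acid and 0.14 after co-treatment, with adjusted p = 0.214, 0.196 and 0.466 from edgeR's quasi-likelihood test. Its FPKM was 20.2 ± 1.17 in the control group, 23.7 ± 0.0341 after sucrose, 23.5 ± 1.73 after stearic acid and 20.8 ± 2.92 after co-treatment (SD, n = 3 each). The FPKM of daf-4 was 48.4 ± 6.95 in the control group, 67.4 ± 6.12 after sucrose, 85.1 ± 3.87 after stearic acid and 64.3 ± 2.85 after co-treatment (SD, n = 3 each). After co-treatment, daf-4 had a log2 fold change of 0.46 (standard error 0.138, adjusted p = 0.0427), and its adjusted p exceeded 0.05 under 6 of 13 alternatives, reaching 0.151 without sucrose-stearic acid replicate 1.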

There was no significant change in the expression levels of receptors *daf-1* of *daf-7*, and there was a significant increase in *daf-4* expression. 

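The daf-8 gene (chromosome I, 8584424 to 8587507) had log2 fold changes of 0.28 after stearic acid (standard error 0.152, adjusted p = 0.187) and -0.01 after sucrose (adjusted p = 0.978), from edgeR's quasi-likelihood test. The second turned to 0.12 without control replicate 1. Its FPKM was 19.5 ± 2.37 in the control group, 24.8 ± 4.16 after stearic acid and 19.2 ± 4.12 after sucrose (SD, n = 3 each). The direct comparison of sucrose with stearic acid gave -0.31 (adjusted p = 0.192). Without sucrose replicate 3 the adjusted p was 0.00778, within 0.00778 to 0.476 over 13 alternatives. For daf-14 (chromosome IV, 10250627 to 10255852, overlapping F01G10.9), the log2 fold change was 0.41 after stearic acid (standard error 0.146, adjusted p = 0.0621) and -0.25 after sucrose (standard error 0.162, adjusted p = 0.322). The adjusted p after stearic acid was 0.0479 with DESeq2, 0.0497 with all 15 libraries in one fit and 0.0441 without control replicate 3, within 0.0441 to 0.274 over 13 alternatives. Sucrose and stearic acid differed from each other in daf-14, by -0.68 (standard error 0.148, adjusted p = 0.00829).

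**Figure D2:**
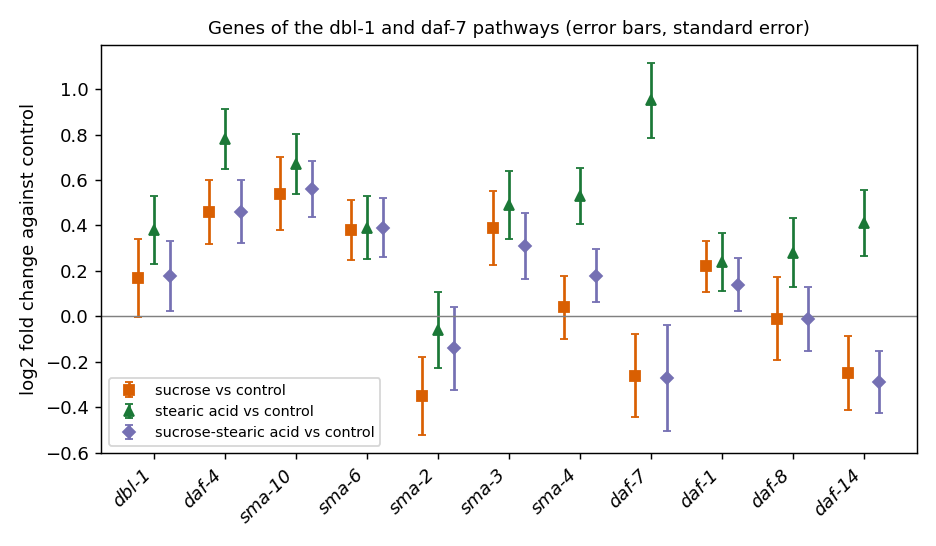
Log2 fold change against the control (vertical axis) of dbl-1, daf-4, sma-10, sma-6, sma-2, sma-3, sma-4, daf-7, daf-1, daf-8 and daf-14 (horizontal axis) after sucrose, stearic acid and sucrose-stearic acid treatment. Points are edgeR estimates from 3 libraries per group and bars are standard errors; daf-7 lies at 0.95 after stearic acid and at -0.26 after sucrose.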

*Daf-8* and *daf-14* act as signaling molecules, both of which are upregulated under high-stearic acid treatment and downregulated under high sucrose treatment, similar to *daf-7* (Additional file 1: Figure S5). This indicated that high stearic acid inhibited nematodes from entering the dauer phase, while high sucrose may cause certain stress, which might promote entry of nematodes into the dauer phase.

### Genes involved in the insulin signaling pathway

The *C. elegans* insulin signaling pathway links energy metabolism with life activities, including growth, development, reproductive, longevity, and behavior [36]. This fundamental pathway is regulated by insulin-like peptide (ILPs) ligands that bind to the insulin/IGF-1 transmembrane receptor (IGFR) ortholog daf-2. The main components of the *C. elegans* insulin signaling pathway include ILPs [37]. Several ILPs have been shown to be involved in growth, longevity, and dauer formation of nematodes, such as *daf-28* and ins gene family. In our study, we found that sucrose treatment and stearic acid treatment, sucrose-stearic acid co-treatment, and resveratrol treatment had no effect on insulin signaling pathway-related genes (*daf-2*, *age-1*, *akt-1*, *ddl-1*, *hsf-1*, and *daf-16*), except for the lipid treatment which upregulated *daf-2*. 

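The age-1 gene (chromosome II, 11519328 to 11527054, overlapping B0334.10 and Y62F5A.10) had log2 fold changes of -0.26 after sucrose, -0.21 after stearic acid and -0.24 after co-treatment, with adjusted p = 0.164, 0.245 and 0.168 from edgeR's quasi-likelihood test. For akt-1 (chromosome V, 10248905 to 10252845, overlapping rop-1), they were -0.11, -0.07 and -0.07 (adjusted p = 0.525, 0.66 and 0.609). For ddl-1 (chromosome II, 5647159 to 5647884), they were -0.02, -0.06 and -0.11 (adjusted p = 0.953, 0.802 and 0.65), and for hsf-1 (chromosome I, 11953509 to 11961984) -0.03, -0.09 and -0.17 (adjusted p = 0.883, 0.63 and 0.326). The daf-16 gene (chromosome I, 10750498 to 10776703) had values of -0.07 after sucrose (adjusted p = 0.763) and -0.14 after co-treatment (adjusted p = 0.546). After stearic acid, daf-16 was at 0.38 (standard error 0.133, adjusted p = 0.0579). The adjusted p was 0.0424 with all 15 libraries in one fit and 0.0265 without control replicate 1, within 0.0265 to 0.199 over 13 alternatives. Sucrose set directly against stearic acid gave -0.47 for daf-16 (adjusted p = 0.0166). Between the resveratrol and sucrose-stearic acid groups, daf-2 and these genes each had an adjusted p of 0.999.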

We only evaluated the gene expression profile of a nematode before it entered the spawning stage, and more experiments are needed to further investigate how sugar and lipids affect the lifespan of the nematode. In *C. elegans*, *skn-1*, the ortholog of *Nrf-2*, downstream regulator of *daf-2*, is required for both oxidative stress resistance and anti-aging through its accumulation in the intestinal nuclei to promote the detoxication target genes [38]. 

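The insulin-like gene ins-27 (chromosome I, 14027236 to 14027588) had an FPKM of 355 ± 89.2 in the control group and 822 ± 134 in the stearic acid group (SD, n = 3 each). By count its log2 fold change was 0.55 (standard error 0.192, adjusted p = 0.0563 from edgeR's quasi-likelihood test), and by limma on log2(FPKM + 1) it was 1.22 (adjusted p = 0.00529). DESeq2 gave an adjusted p of 0.0302, and without control replicate 2 it was 0.0319, within 0.00529 to 0.185 over 13 alternatives. For ins-33 (chromosome I, 13637845 to 13639311), FPKM was 47.9 ± 4.89 in the control group and 117 ± 17.9 in the stearic acid group (SD, n = 3 each), with a log2 fold change by count of 1.05 (standard error 0.223, adjusted p = 0.00662). The skn-1 gene (chromosome IV, 5651039 to 5660384, overlapping clec-178 and csn-5) had a log2 fold change of 0.47 (standard error 0.114, adjusted p = 0.0138), with FPKM of 227 ± 16.9 against 181 ± 20.4 in the control group (SD, n = 3 each). Its adjusted p exceeded 0.05 without stearic acid replicate 2 (0.0611) and replicate 3 (0.0824) and by limma on log2(FPKM + 1) (0.101), within 0.00182 to 0.103 over 13 alternatives. The daf-28 gene (chromosome V, 19815133 to 19816454) rose in each treated group, by 1.62 after sucrose, 1.51 after stearic acid and 1.52 after co-treatment on the log2 scale (adjusted p = 0.00226, 0.000978 and 0.003).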

Stearic acid treatment significantly upregulated the expression of *ins-27*, *ins-33*, *daf-2*, and *skn-1* genes. Intriguingly, sucrose treatment and sucrose-stearic acid co-treatment significantly downregulated *skn-1* gene expression. This was also consistent with the phenotypic results where stearic acid was less harmful to nematode life, reproductive capacity, and body length, compared to sucrose. In addition, sugar and lipid treatments downregulated genes (gst gene family and ugt gene family) related to oxidative stress. Furthermore, in our gene expression profile, the *acdh-1* gene encoding the short-chain acyl-CoA dehydrogenase in mitochondria was upregulated after high glucose and high fat treatment. This may result in increased mitochondrial activity, increased rate of oxidative phosphorylation, increased metabolism, and reduced lifespan.

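The FPKM of skn-1 was 105 ± 3.65 after sucrose and 101 ± 5.12 after co-treatment (SD, n = 3 each). Its log2 fold changes were -0.62 (standard error 0.103, adjusted p = 0.00301) and -0.75 (standard error 0.106, adjusted p = 0.000953) from edgeR's quasi-likelihood test, each smaller than 2-fold. The direct comparison of sucrose with stearic acid gave -1.11 (standard error 0.0944, adjusted p = 3.73e-05).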

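Tested genes with a gst symbol (glutathione S-transferases) or a ugt symbol (UDP-glucuronosyltransferases) in the paper's files or the protein annotation were taken together in camera, with fry as a second set test. Members under a sequence name, such as H23N18.4 (ugt-67), were not in these sets. Members are paralogs and their counts are uncertain. The median log2 fold change of 33 gst genes was -0.22 after sucrose, -0.09 after stearic acid and 0.01 after co-treatment (adjusted p of camera = 0.364, 0.344 and 0.604). Of the gst DEGs, 6 were upregulated and 6 downregulated after sucrose, 5 and 4 after stearic acid, and 7 and 6 after co-treatment. Without control replicate 3, the adjusted p of camera for gst after stearic acid was 0.0296. The median of the ugt genes was -0.04 after sucrose and -0.22 after co-treatment (adjusted p of camera = 0.958 and 0.604), with 9 DEGs upregulated and 10 downregulated after sucrose, and 9 and 13 after co-treatment. After stearic acid, the ugt median was 0.30, with 39 of 54 genes higher than in the control and 11 of 12 DEGs upregulated (adjusted p = 3.17e-05 by camera, 0.0348 by fry and 0.413 by camera with an estimated correlation). Between sucrose and stearic acid, the median difference was -0.34 for ugt, with an adjusted p of 0.000172 by camera and 0.000623 by fry. Of 21 tests of the gst, ugt and cyp families in 7 comparisons, 5 passed by camera and 0 passed with an estimated correlation.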

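The acdh-1 gene (chromosome I, 6497436 to 6499560) had an FPKM of 1.23 ± 0.297 in the control group, 229 ± 83.6 after sucrose, 15.9 ± 2.99 after stearic acid and 120 ± 56.3 after co-treatment (SD, n = 3 each). The log2 fold changes were 7.61 (standard error 0.364, adjusted p = 5.04e-06), 3.66 (standard error 0.258, adjusted p = 1.5e-06) and 6.71 (standard error 0.443, adjusted p = 8.4e-06) from edgeR's quasi-likelihood test. The increase was larger after sucrose than after stearic acid, by 3.93 in the direct comparison (adjusted p = 1.17e-05).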

### Resveratrol protects sugar and lipid damage to nematodes

The natural active substance resveratrol has been proved to have antioxidant, delay aging, antibacterial, anti-inflammatory, and other biological activities [39]. However, the protective effect of resveratrol on sugar and lipid damage and its mechanism of action are still unclear. Therefore, we explored the protective effect of resveratrol using a high sugar and high lipid model in *C. elegans*. Nevertheless, a certain concentration of resveratrol can alleviate the damage of nematodes treated with high concentrations of sucrose and stearic acid.

UDP-glycosyltransferase catalyzes the transfer of glycosyl groups from activated donor molecules to receptor molecules and participates in several activities, such as detoxification, defense response, and regulation of hormone levels [40]. Glutathione S-transferase reduces cellular oxidative stress. Comparing differential gene analysis of sucrose-stearic acid co-treatment group and resveratrol group, we found that the repair effect of resveratrol on damage caused by sucrose-stearic acid treatment on nematodes may be related to UDP-glycosyltransferase and glutathione S-transferase. 

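Of the members of these families in File S4, ugt-41 and gst-25 are described with the DEGs and pathways of the resveratrol group. The FPKM of ugt-8 (chromosome V, 4903930 to 4905942) rose from 6.99 ± 0.654 to 17.4 ± 3.08 (SD, n = 3 each), a log2 fold change of 1.29 (standard error 0.169, adjusted p = 0.125 from edgeR's quasi-likelihood test). DESeq2 gave an adjusted p of 1.83e-09 for ugt-8, the fit of all 15 libraries 0.00617 and the fit without a filter on low counts 0.0364, within 1.83e-09 to 0.869 over 13 alternatives. The FPKM of gst-21 (chromosome V, 1730684 to 1732018) rose from 6 ± 1.46 to 13.3 ± 1.26 (SD, n = 3 each), a log2 fold change of 1.12 (standard error 0.211, adjusted p = 0.461). DESeq2 gave 0.0118, within 0.0118 to 1 over 13 alternatives. H23N18.4, which is ugt-67 in the RefSeq gene table and stands under its sequence name in File S4, is described with the DEGs. Against the control, ugt-8 had fallen by 2.95 on the log2 scale after co-treatment (adjusted p = 3.18e-06) and gst-25 had risen by 1.61 (adjusted p = 0.000978), while gst-21 was at -0.70 (adjusted p = 0.108) and ugt-41 at 0.59 (adjusted p = 0.0188). Of the 1080 co-treatment DEGs that were tested in both comparisons, 598 (55.4%) moved in the opposite direction with resveratrol. In 50 simulated data sets without any effect this share ran from 55.3% to 61.4%, since both comparisons share the sucrose-stearic acid libraries. From the genes that changed, the paper proposes that the repair by resveratrol may be linked to UDP-glycosyltransferase and glutathione S-transferase.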

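The tested members of the gst, cyp and ugt families were compared as sets between the resveratrol and sucrose-stearic acid groups with camera on voom values. Of 33 gst genes, 29 were lower in the resveratrol group, with a median log2 fold change of -0.20. The adjusted p was 3.87e-09 by camera with its preset correlation, 0.196 by fry and 0.204 by camera with an estimated correlation. The median was -0.05 for 56 cyp genes and -0.06 for 53 ugt genes, with adjusted p = 0.0917 and 0.0964 by camera, and 0.635 and 0.639 by fry. These camera values moved with single libraries, from 0.000312 to 0.984 for cyp and from 0.0433 to 0.984 for ugt over the 6 fits that each left out one.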

KEGG analysis showed that the repair of resveratrol may be related to the metabolism of cytochrome P450 to foreign substances and glutathione metabolism (Fig. 9d). Our results were consistent with previous studies which reported that resveratrol acts against oxidative stress by regulating cytochromes involved in the metabolism of exogenous substances [41]. Taken together, we speculated that the repair effect of resveratrol on damage due to high sucrose-stearic acid is mainly manifested in two aspects: one is to reduce the oxidative stress of cells and the other is to participate in the metabolism of exogenous substances (Additional files 2, 3, 4, and 5).

## Materials and methods

### Material and reagents

Resveratrol (99%) was purchased from Sigma (Sigma, America). The sucrose, fructose, glucose, stearic acid, cholesterol, and linoleic acid used in the tests were of analytical grade and purchased from Sigma (Sigma, America). Stock solutions (200 mM) of resveratrol in dimethyl sulfoxide (DMSO) were stored at − 20 °C.

### Animals, culture, and treatment with resveratrol

Wild type N2 strains were obtained from the Caenorhabditis Genetics Center and maintained on nematode growth medium (NGM) with concentrated *Escherichia coli* OP50 as a food resource, at 20 °C. Age-synchronized worms were generated in all experiments using the sodium hypochlorite method. Stearic acid, linoleic acid, and cholesterol (0.1 g) completely dissolved in 2 ml of ethanol and configured to 100 ml of 1 mg/ml stock solution, which was then added to different media. Resveratrol was dissolved in DMSO to a final concentration of 50 mg/mL and added at an appropriate ratio to molten agar NGM.

### Life span

Life span analyses were performed as previously described, at 20 °C [42]. L1 larvae were placed onto a sugar-containing NGM plate, resveratrol-containing NGM or a lipid-containing NGM plate, and then, the live nematodes in the plate were transferred to a fresh plate every day. The number of nematodes surviving was recorded each day until all died. The death of nematodes was defined as no reflection when gently prodded with a platinum wire. Lost nematodes and dead nematodes as they climb to the wall of the culture medium were excluded from the statistics. Each experimental group consisted of 10 nematodes.

### Reproduction capacity

The reproduction capacity was analyzed as previously described. L4 larvae from the synchronized L1 generation were placed onto an individual NGM plate. Nematodes were transferred to a new medium every day until the end of reproduction. Approximately after 12 h, the number of eggs on the old medium was counted. Finally, the total amount of eggs laid by nematodes in the whole life was counted. Each experimental group consisted of 10 nematodes.

### Measurements of body length

Animals were grown at 20 °C. After the treatment of the sample, the synchronic larvae were picked from the NGM culture plate and placed under a stereomicroscope. The culture dish was rotated to make the body of the nematode closer to the scale and the length of the body was evaluated. According to the ratio of the scale to the actual length, the body length of the nematode was calculated. The length of the nematode was measured and recorded every 24 h until the sixth day. Each experimental group consisted of 10 nematodes.

### Immunofluorescence

Nematodes were washed twice with M9 buffer and then fixed in 4% formaldehyde (0.5 ml) for 15 min. After, add 1 ml of frozen methanol and place at − 20 °C for 5 min. Permeabilized with 0.1% Triton-X 100 for 1 h and then blocked with 5% BSA in PBS for 30 min at room temperature. Nematodes were then probed with the monoclonal rabbit anti-Caspase-3 (CST, cat 9664 s) (1:800) diluted in antibody dilution, overnight at 4 °C. Washed three times in PBSTB, and then labeled with Alexa Fluor® 488 goat anti-rabbit Igg (Invitrogen, Cat A-11070) (1:1000) for 2 h in the dark. Nematodes were then washed three times in PBSTB. Coverslips were mounted onto slides, and cell staining was visualized using a Leica SP5.

### Total RNA extraction, library preparation, and RNA-seq

Trizol method was used to extract total RNA from nematodes, including control group (control), after sucrose treatment at concentration of 400 mmol/L (suc), stearic acid treatment at concentration of 500 μg/mL (ste), co-treatment with 400 mmol/L concentration of sucrose and 500 μg/mL concentration of stearic acid (suc-ste), and co-treatment with sucrose-stearic acid-500 μg/mL resveratrol (suc-ste-res). Each group was analyzed in triplicates. Total RNA was quantified using Nanodrop spectrophotometer. The RNA of each sample that passed the quality control test was used for library construction. The cDNA library construction and sequencing on Illumina Hiseq X Ten were performed at Beijing Mega Genomic Technology (Beijing, China), following the manufacturer’s standard protocol.

### Analysis of RNA-seq

By filtering rRNA reads, sequencing adapters, short-fragment reads, and other low-quality reads, clean reads were obtained. The clean reads were mapped to the nematodes reference genome (National Center Biotechnology Information reference sequence: GCF_000002985.6) by Tophat v2.1.0.

In order to assess the quality of the sequencing, gene coverage and sequencing saturation were analyzed. After genome mapping, the open-source suite of the tool Cuffinks was run with a reference annotation to generate fragments per kilo base of exon per million mapped read (FPKM) values for standardized calculation of the gene-expression levels. Differentially expressed genes (DEGs) were identified using Cuffdiff software. The calculated gene expression levels could thus be used for comparing gene expression directly between the different samples. The significance threshold of the *p*-value of multiple tests was set by the false discovery rate (FDR). Fold-change in expression was also estimated according to the FPKM in each sample. Differentially expressed genes were selected using the following filter criteria: FDR ≤ 0.05 and fold-change ≥ 2.

The DEGs were subjected to enrichment analysis of Gene Ontology (GO) and Kyoto Encyclopedias of Genes and Genomes (KEGG). GO functions and KEGG pathways were analyzed by Blast2GO software (https://www.blast2go.com/) and Blastall software (http://www.kegg.jp/). (A) Comparison between sucrose and control; (B) comparison between stearic acid and control; (C) comparison between sucrose-acid and control; (D) comparison between sucrose-stearic acid-resveratrol and sucrose-stearic acid. All transcriptome data has been uploaded to NCBI. Gene Expression Omnibus accession number is GSE141668, and the URL link is https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141668.

### Statistical analyses

Results are expressed as mean ± SEM. Statistical significance was determined using one-way analysis of variance (ANOVA) followed by Tukey’s multiple-comparison test with SPSS version 19.0. Differences were considered significant when *p* < 0.05.

## Conclusion

Intake of a certain amount of sugar and lipid promotes the growth and development of nematodes and prolongs their life to some extent. However, excess sugar and lipid intake disrupts the metabolism of nematodes, causing a certain degree of damage to their longevity, growth, and reproduction. Moreover, the high sugar phase causes more severe damaged than the high lipid phase, mainly due to an increase in the metabolic burden of nematodes and interference with normal metabolic function. The protective effect of resveratrol on nematodes is manifested as follows: reduction of cellular oxidative stress and participation in the metabolism of exogenous substances. Resveratrol is expected to be used to alleviate damage to the body due to over-nutrition.

## Supplementary information

**Additional file 1: Figure S1.** Body length of nematodes in the control group and sucrose (400 mM), stearic acid(500 μg/mL), sucrose and stearic acid co-treated groups (400 mM -500 μg/mL) on 6th day. Figure S2. FPKM value of different genes related to fat storage and exacerbates β-oxidations of fatty acids. Values without common letter are significantly different at *p* < 0.05. **Figure S3.** FPKM value of different genes related to fatty acids synthesized. Values without common letter are significantly different at *p* < 0.05. FPKM value of different genes involved in the DBL-1 signaling pathway. Values without common letter are significantly different at *p* < 0.05. Figure S5. FPKM value of different genes involved in the DAF-7 signaling pathway. Values without common letter are significantly different at *p* < 0.05. **Figure S6.** Immunocytochemistry images of Caspase-3 and DAPI with or without treated on 7th day.

**Additional file 2:** **File S1.** Genes significantly up-regulated and down-regulated in nematodes after 400 mM sucrose treatment compared to the untreated group.

**Additional file 3:** **File S2.** Genes significantly up-regulated and down-regulated in nematodes after 500 μg/mL stearic acid treatment compared to the untreated group.

**Additional file 4:** **File S3.** Genes significantly up-regulated and down-regulated in nematodes after 400 mM sucrose- 500 μg/mL stearic acid treatment compared to the untreated group.

**Additional file 5:** **File S4.** Genes significantly up-regulated and down-regulated in nematodes after 3.29 μM resveratrol treatment compared to the 400 mM sucrose- 500 μg/mL stearic acid treated group.

## Abbreviations

*C. elegans*: *Caenorhabditis elegans*
DEG: Differentially expressed genes
DMSO: Dimethyl sulfoxide
GO: Gene Ontology
GPI-1: Glucose phosphate isomerase 1
ILPs: Insulin-like peptide
KEGG: Kyoto Encyclopedias of Genes and Genomes
NGM: Nematode growth medium
RES: Resveratrol
STE: Stearic acid
SUC: Sucrose
TGF-β: Transforming growth factor-β

# Supplementary material for: Effects of excess sugars and lipids on the growth and development of Caenorhabditis elegans
**Source:** Genes Nutr. 2020 Jan 29;15:1. doi: 10.1186/s12263-020-0659-1
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. Body length of nematodes in the control group and sucrose (400 mM), stearic acid(500 μg/mL), sucrose and stearic acid co-treated groups (400 mM -500 μg/mL) on 6th day. Figure S2. FPKM value of different genes related to fat storage and exacerbates β-oxidations of fatty acids. Values without common letter are significantly different at p < 0.05. Figure S3. FPKM value of different genes related to fatty acids synthesized. Values without common letter are significantly different at p < 0.05. FPKM value of different genes involved in the DBL-1 signaling pathway. Values without common letter are significantly different at p < 0.05. Figure S5. FPKM value of different genes involved in the DAF-7 signaling pathway. Values without common letter are significantly different at p < 0.05. Figure S6. Immunocytochemistry images of Caspase-3 and DAPI with or without treated on 7th day.

# Supplemental Fig.1

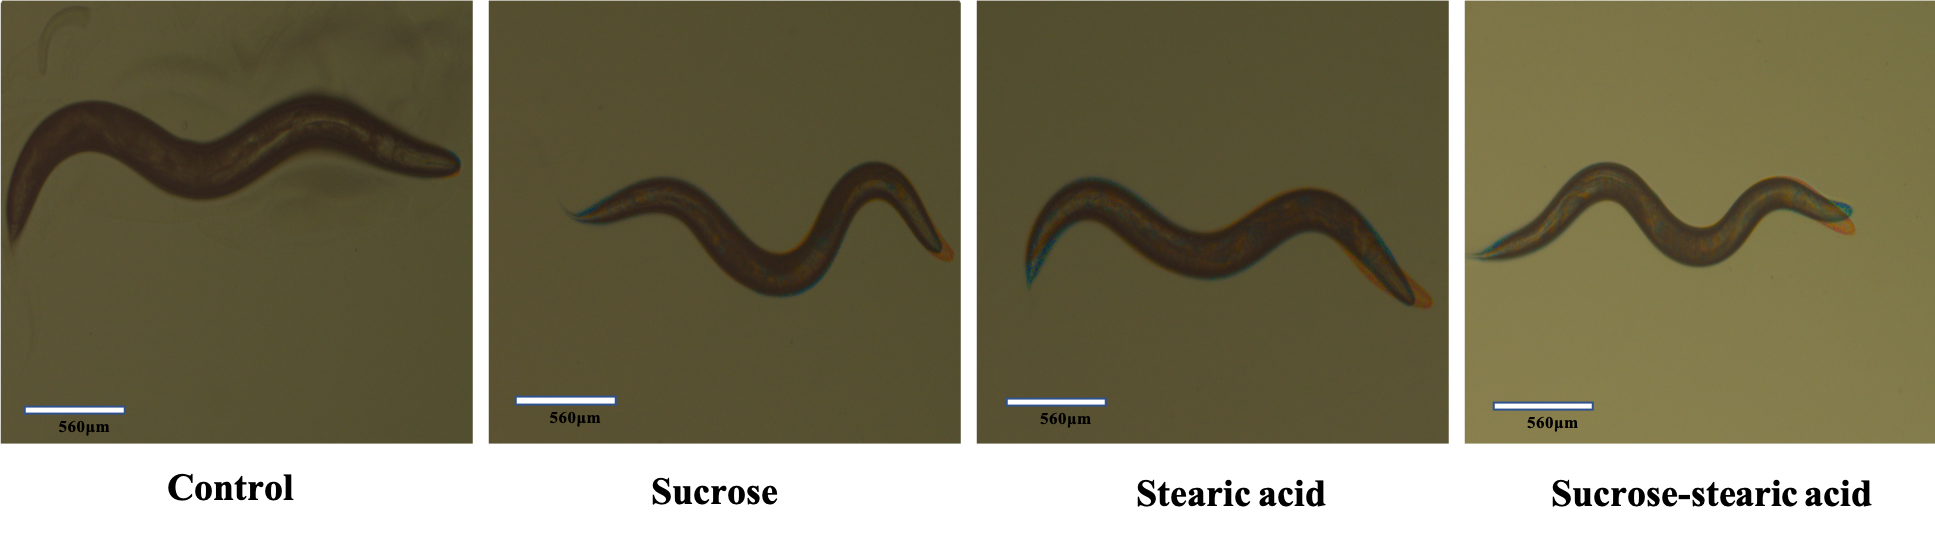

Body length of nematodes in the control group and sucrose (400mM), stearic acid(500μg/mL), sucrose and stearic acid co-treated groups (400mM -500μg/mL) on 6^th^ day.

# Supplemental Fig.2

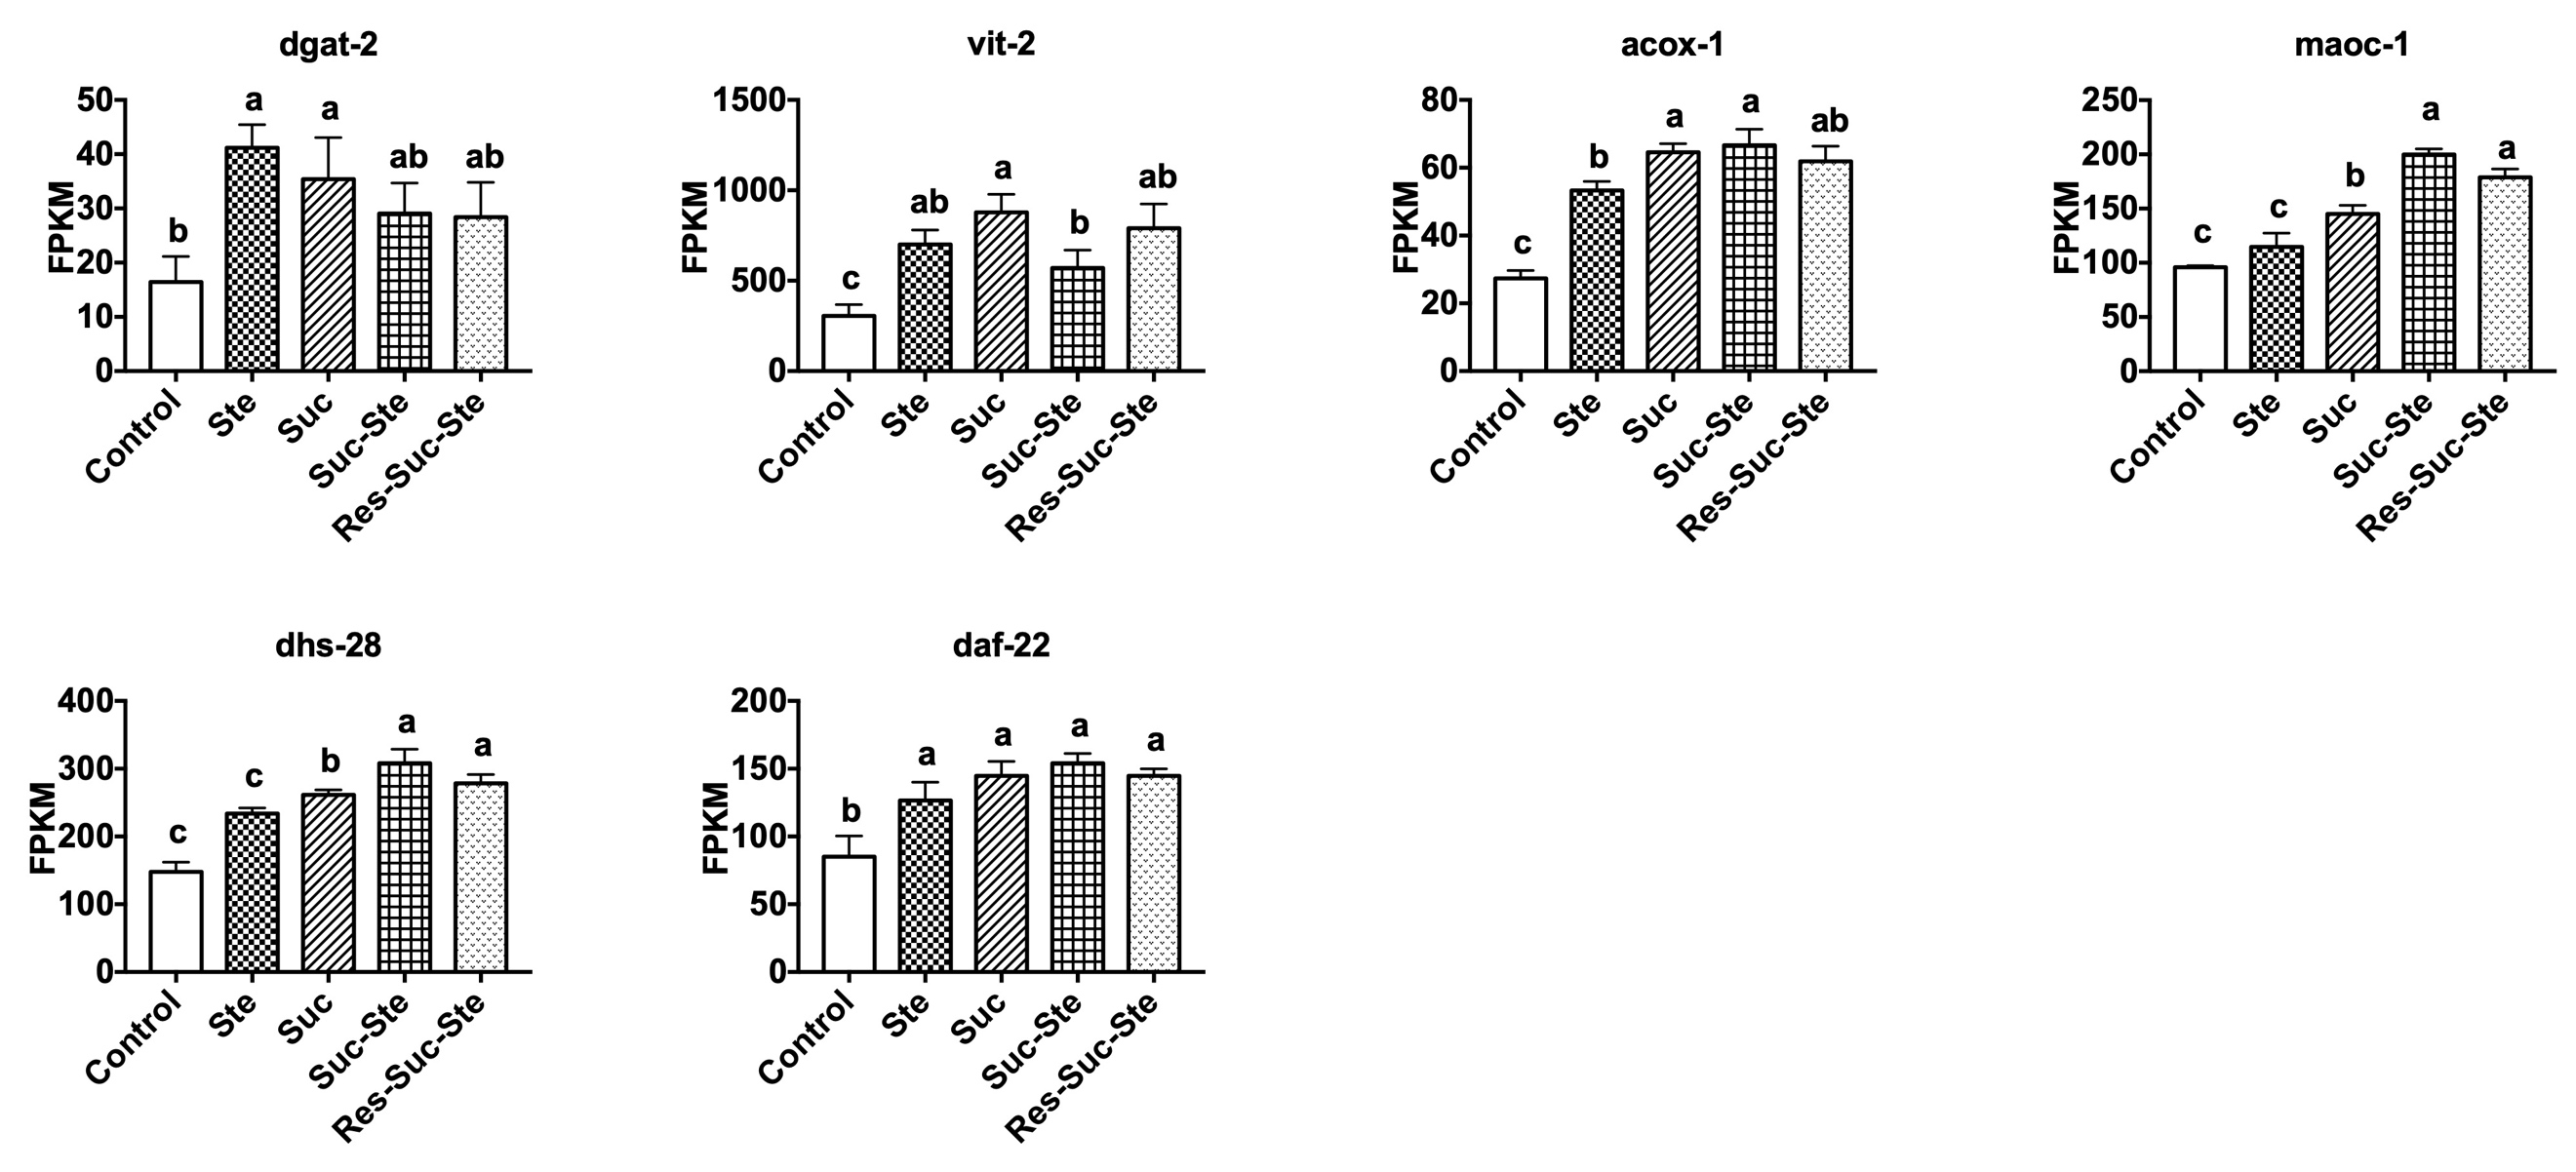
 FPKM value of different genes related to fat storage and exacerbates β-oxidations of fatty acids. Data are presented as mean ±SEM (n=3). Values without common letter are significantly different at *p*<0.05.

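FPKM is meant to divide the fragments of a gene by the length of its transcript and by the mapped fragments of the library. The deposited FPKM values were not a fixed scaling of the counts of a gene. For C54F6.5, control libraries with 51, 57 and 45 counts had FPKM of 641, 361 and 2.67. Over all genes and libraries, 5706 values had a count of 0 and an FPKM above 0. Bars of one gene can therefore be compared between groups only with caution, and bars of different genes only roughly. In the resveratrol group, FPKM was 28.4 ± 6.43 for dgat-2, 791 ± 133 for vit-2, 61.9 ± 4.47 for acox-1.1 and 278 ± 13.2 for dhs-28 (SD, n = 3 each). Between the resveratrol and sucrose-stearic acid groups, the largest difference of these 4 genes was that of vit-2, at 0.50 on the log2 scale (adjusted p = 0.999) from edgeR's quasi-likelihood test.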

# Supplemental Fig.3

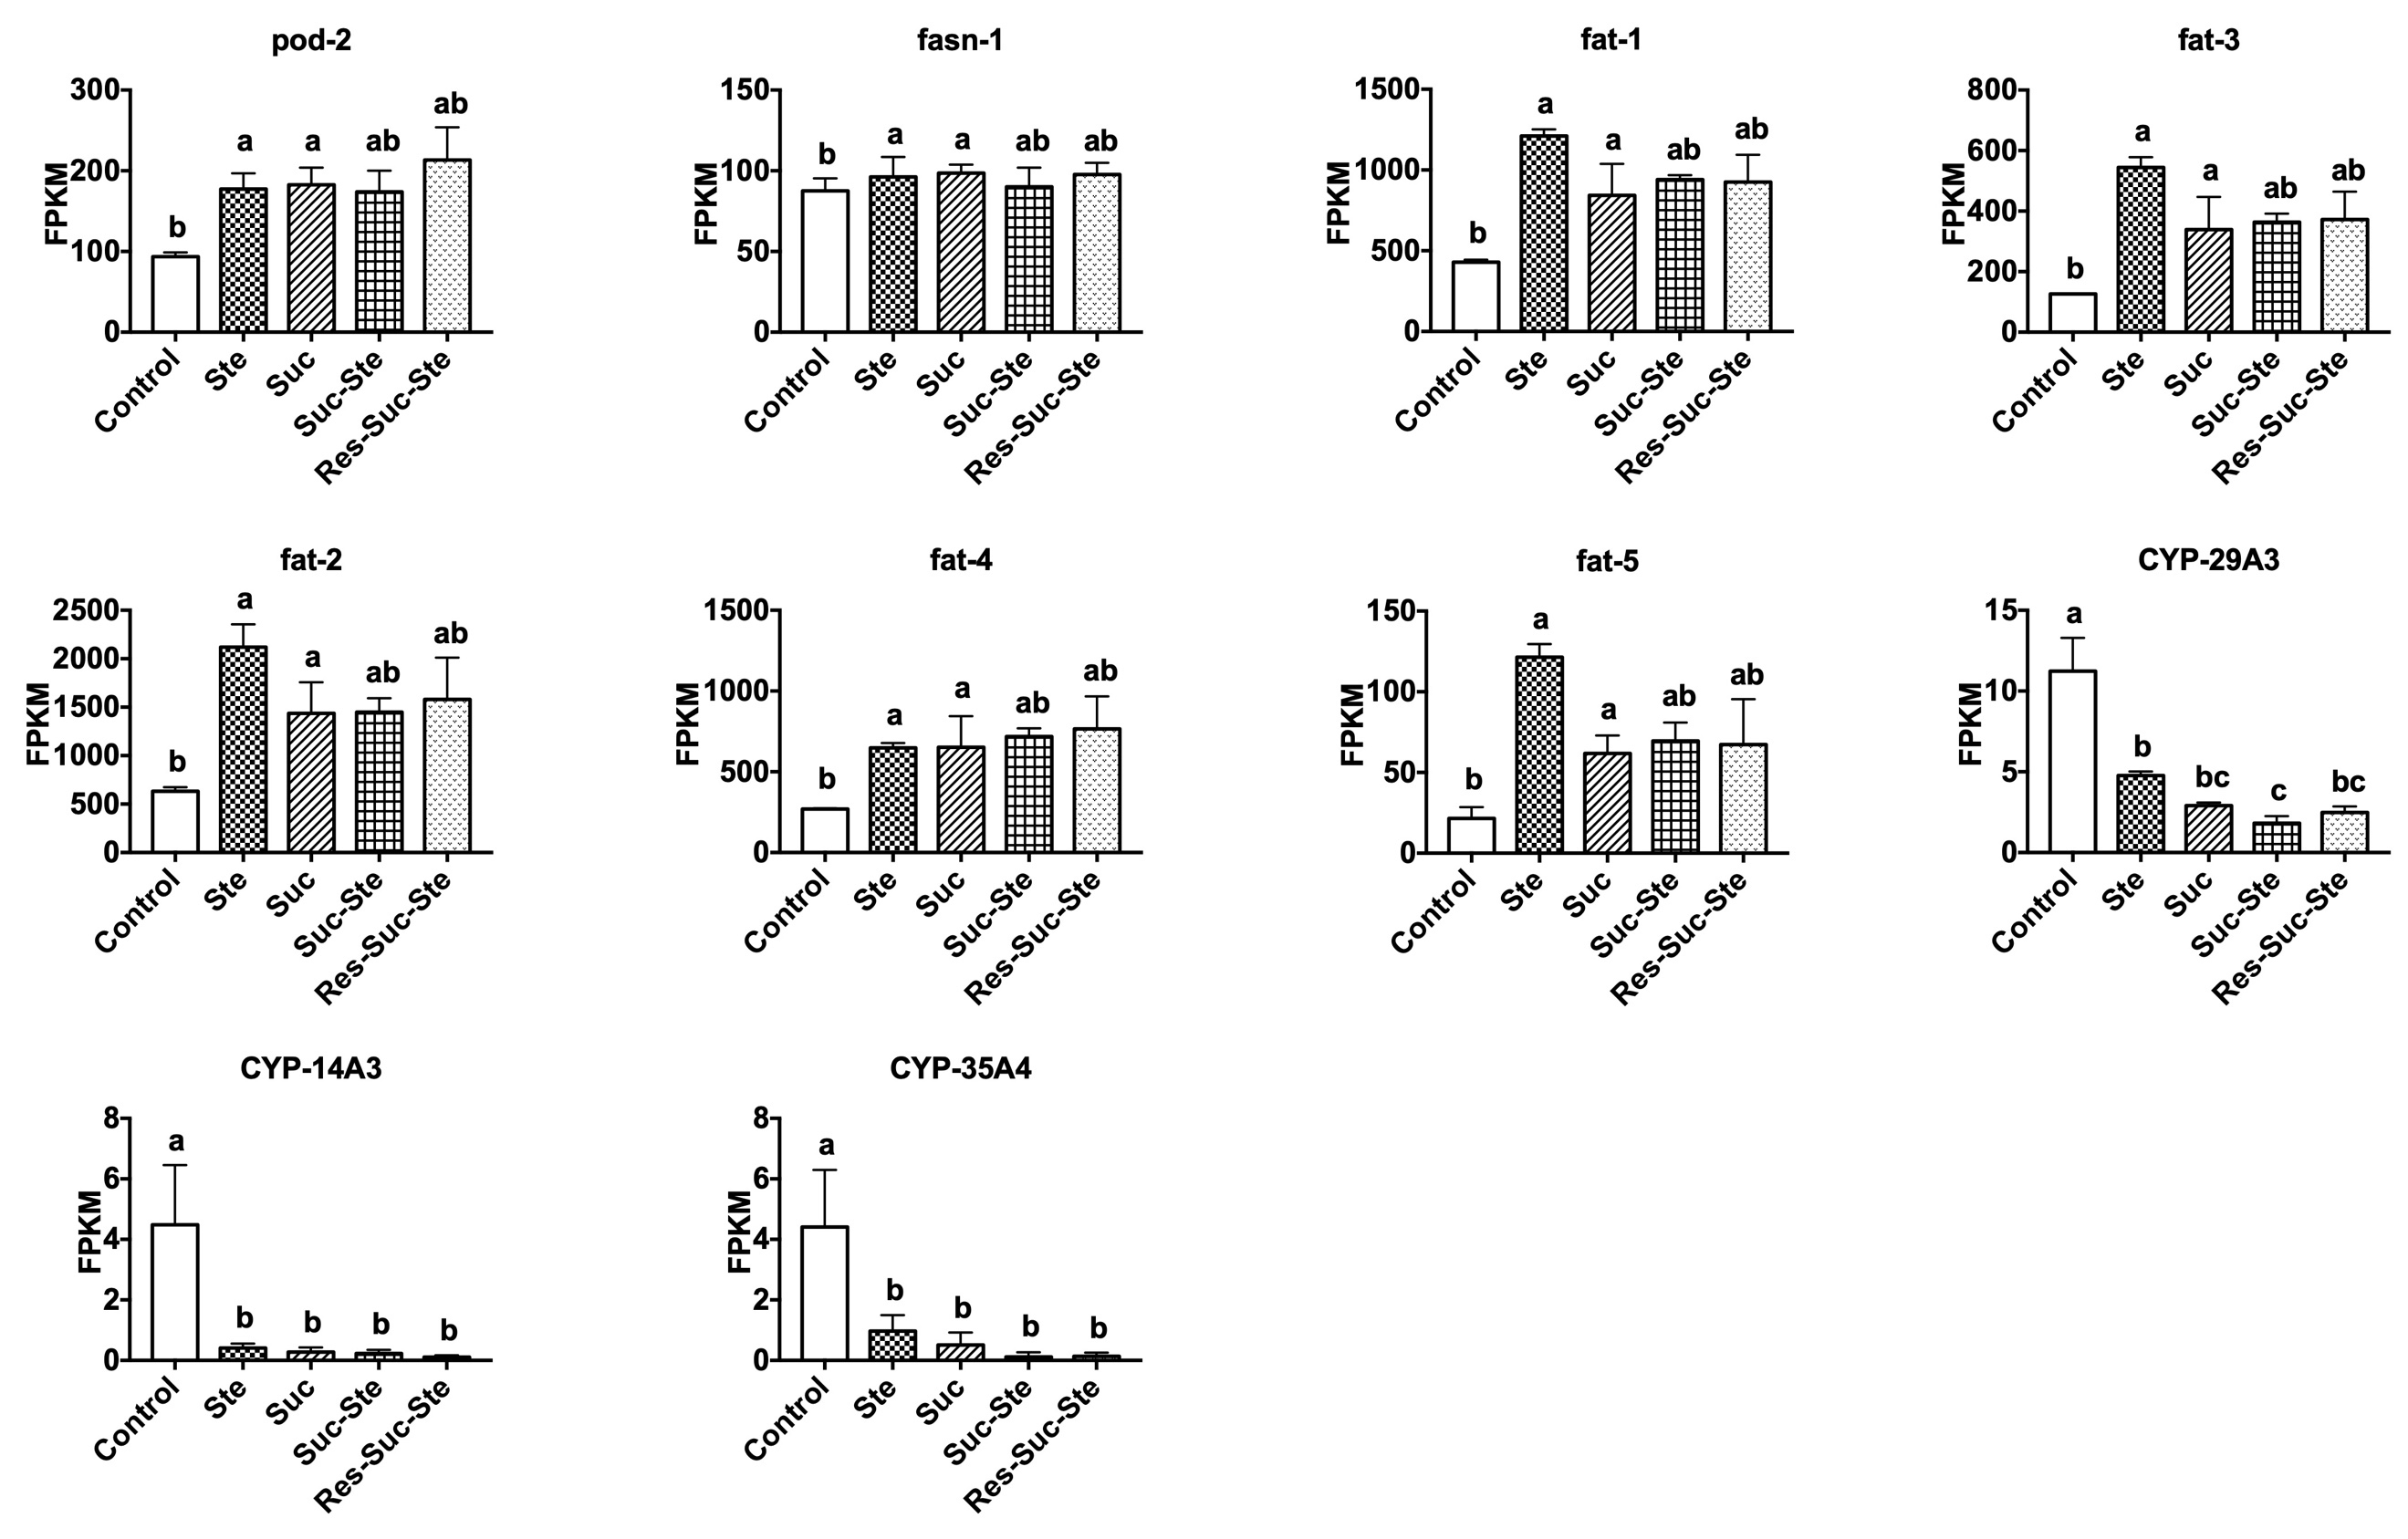
 FPKM value of different genes related to fatty acids synthesized. Data are presented as mean ±SEM (n=3). Values without common letter are significantly different at *p*<0.05.

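The desaturase genes of this figure were also compared in the resveratrol group, where FPKM was 925 ± 170 for fat-1, 1580 ± 430 for fat-2, 372 ± 91.8 for fat-3, 765 ± 201 for fat-4 and 67.3 ± 28.2 for fat-5 (SD, n = 3 each). The control values were 429 ± 14.8 for fat-1, 632 ± 41.9 for fat-2, 269 ± 5.96 for fat-4 and 21.5 ± 7.04 for fat-5 (SD, n = 3 each). Of these 5 genes, fat-2, at 0.09 on the log2 scale (adjusted p = 0.999) was the largest difference between the resveratrol and sucrose-stearic acid groups by edgeR's quasi-likelihood test.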

# Supplemental Fig.4

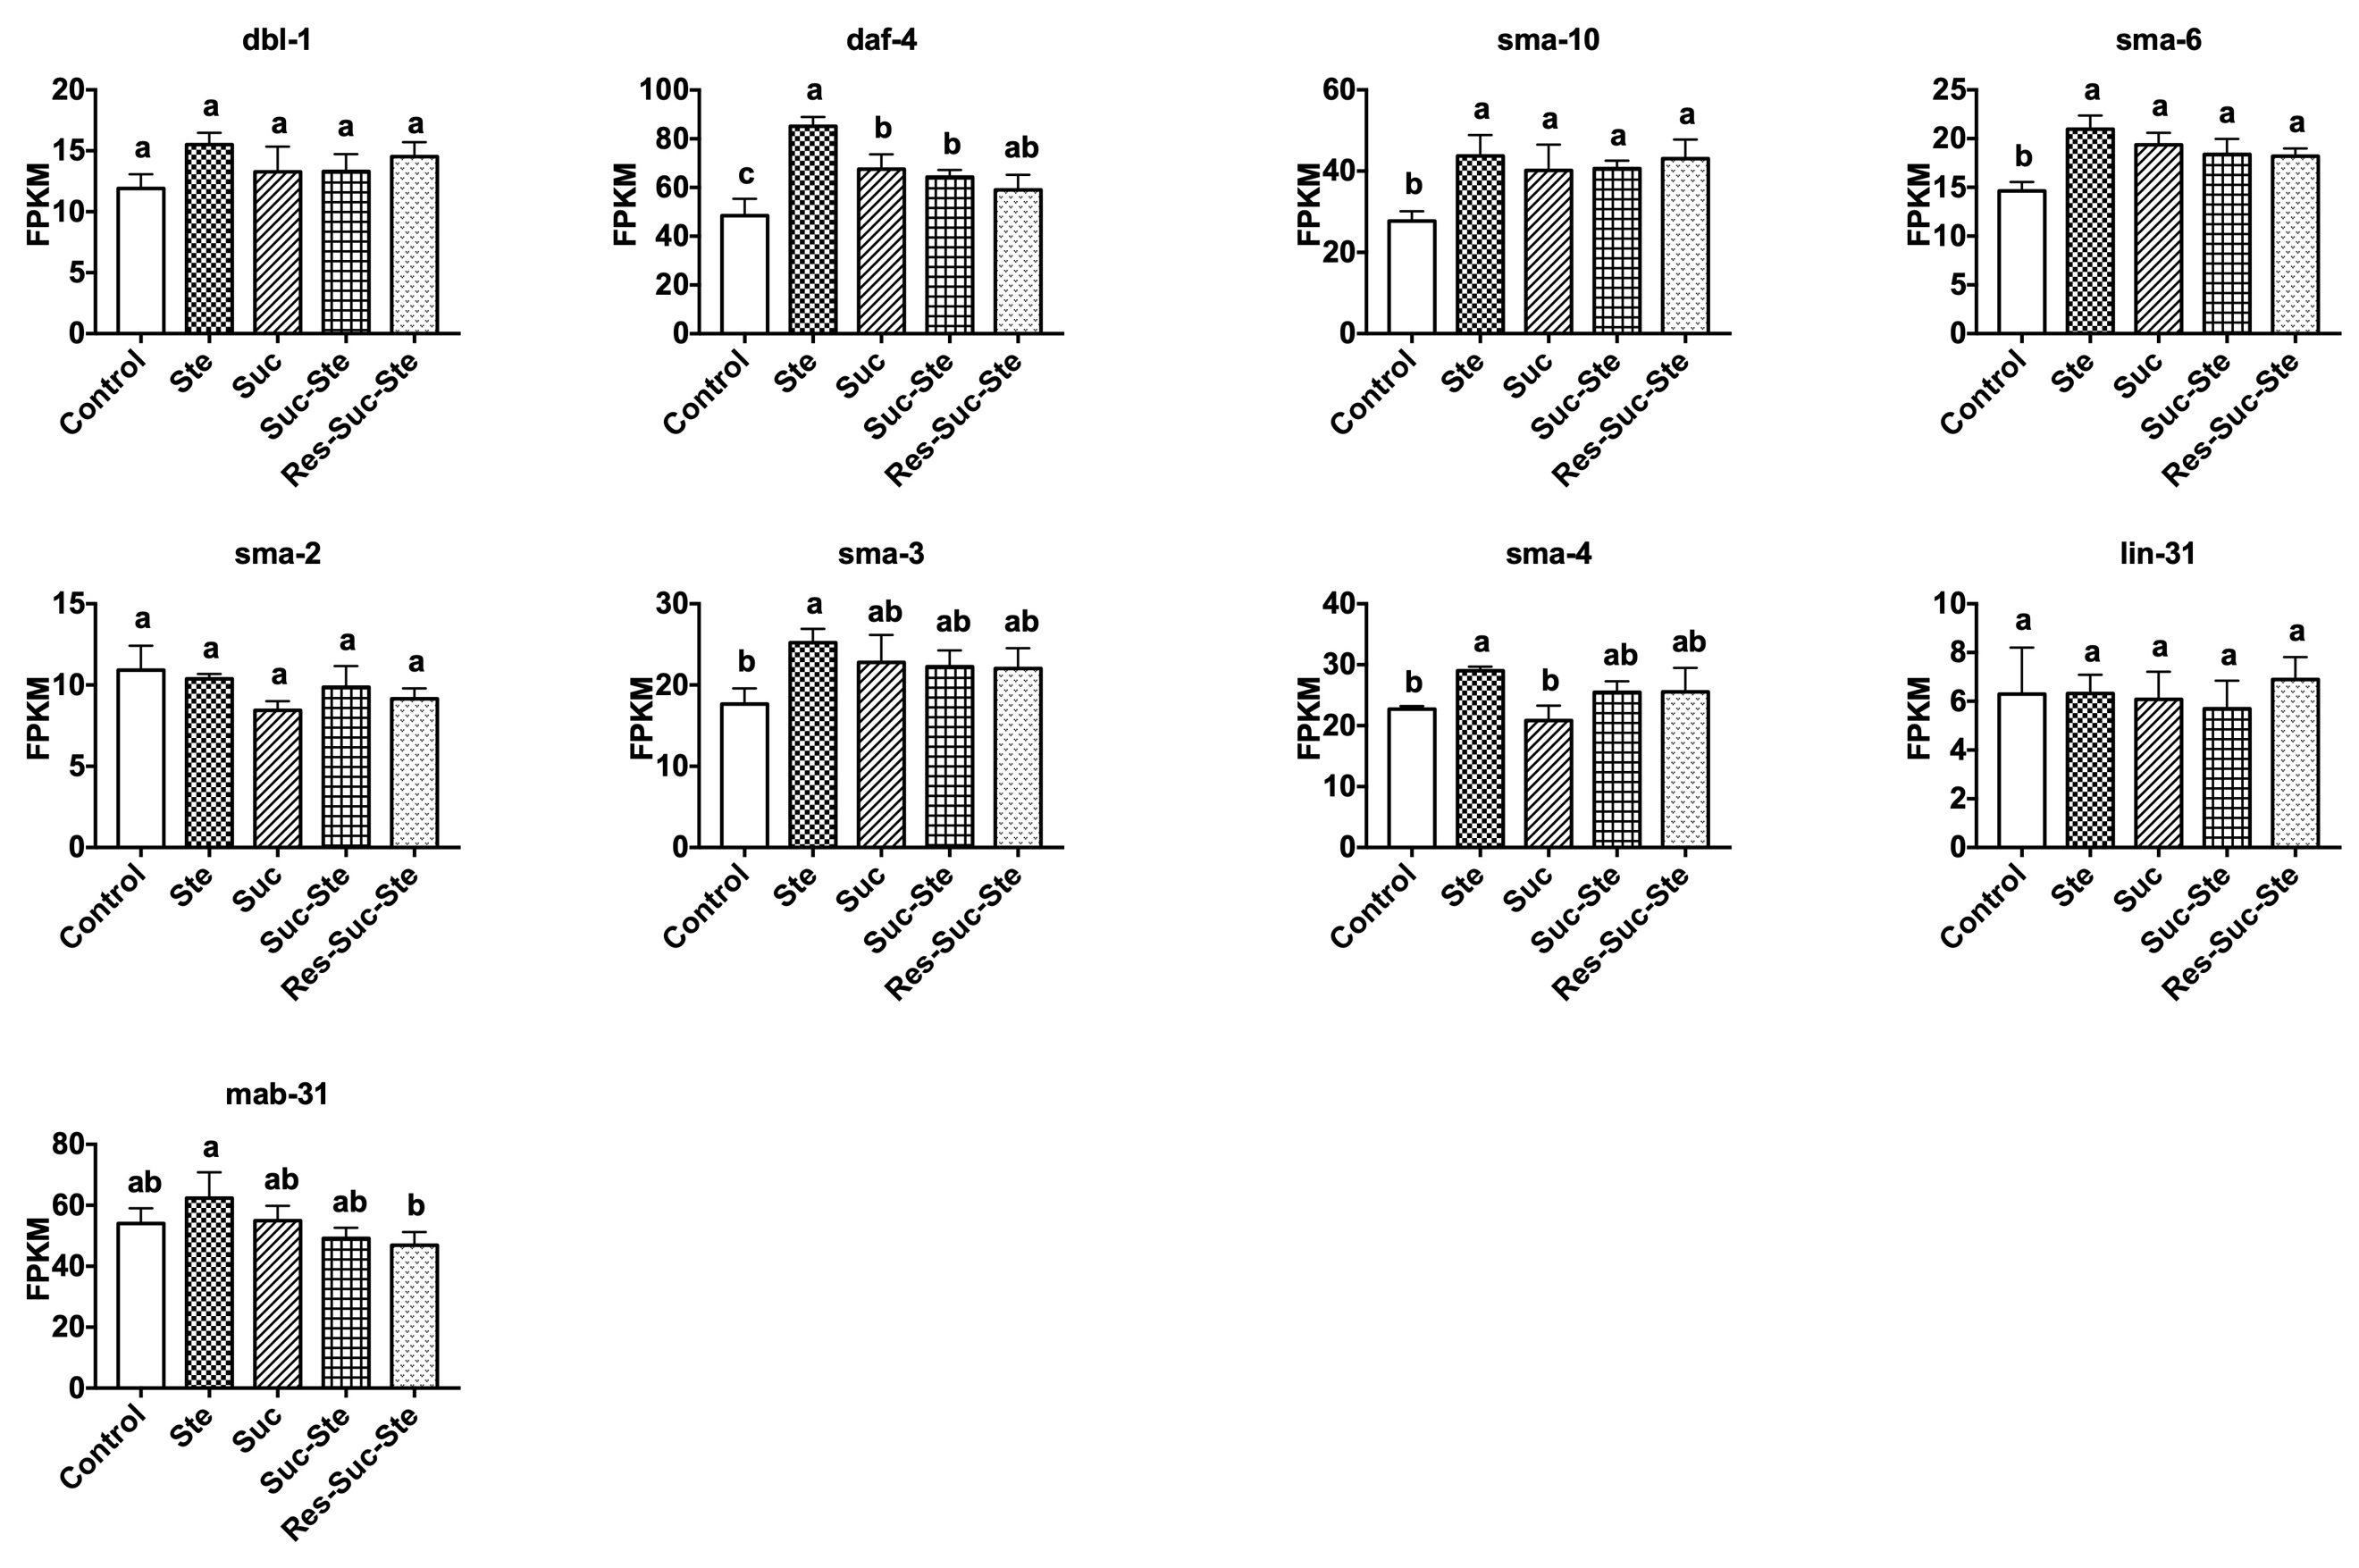
 FPKM value of different genes involved in the DBL-1 signaling pathway. Data are presented as mean ±SEM (n=3). Values without common letter are significantly different at *p*<0.05

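In the control group, FPKM was 27.7 ± 2.41 for sma-10, 14.6 ± 0.907 for sma-6, 10.9 ± 1.49 for sma-2, 17.7 ± 1.93 for sma-3 and 22.7 ± 0.485 for sma-4 (SD, n = 3 each). In the resveratrol group, it was 43.1 ± 4.7 for sma-10, 18.2 ± 0.778 for sma-6, 9.15 ± 0.643 for sma-2, 22 ± 2.48 for sma-3 and 25.5 ± 3.95 for sma-4 (SD, n = 3 each).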

# Supplemental Fig.5

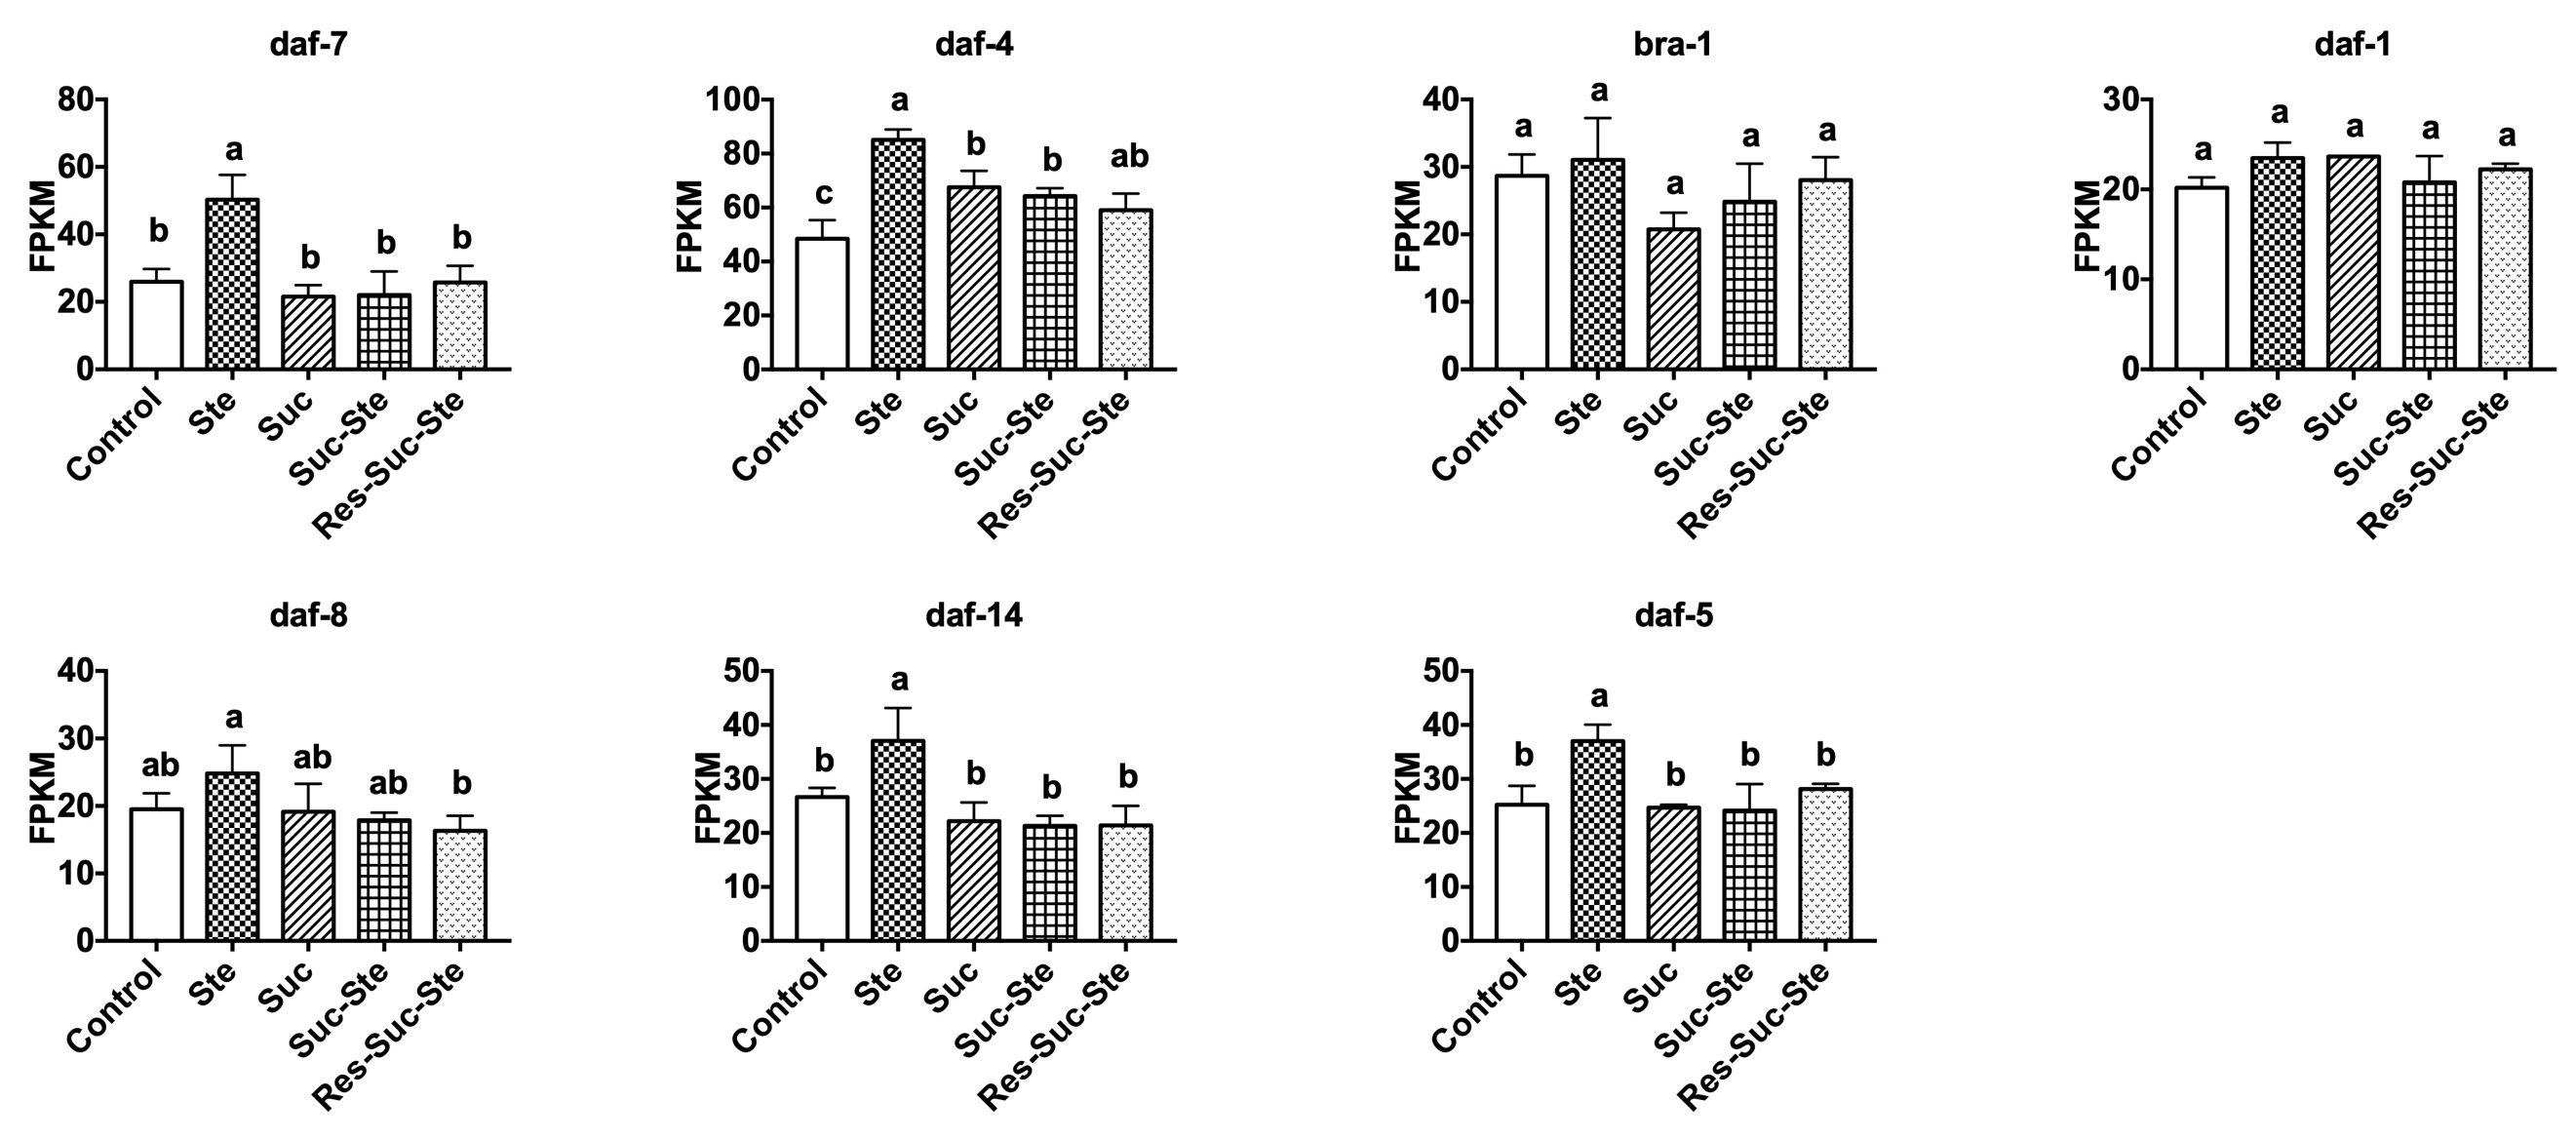
 FPKM value of different genes involved in the DAF-7 signaling pathway. Data are presented as mean ±SEM (n=3). Values without common letter are significantly different at *p*<0.05.

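The FPKM of daf-14 was 26.6 ± 1.7 in the control group, 37 ± 6.09 after stearic acid, 22.2 ± 3.43 after sucrose and 21.3 ± 1.87 after co-treatment (SD, n = 3 each). The daf-5 gene of this pathway (chromosome II, 14033220 to 14037721) had a log2 fold change of 0.67 after stearic acid (standard error 0.134, adjusted p = 0.00443) and 0.01 after sucrose (adjusted p = 0.952) from edgeR's quasi-likelihood test. Sucrose and stearic acid differed in daf-5 by -0.68 (adjusted p = 0.000645).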

# Supplemental Fig.6

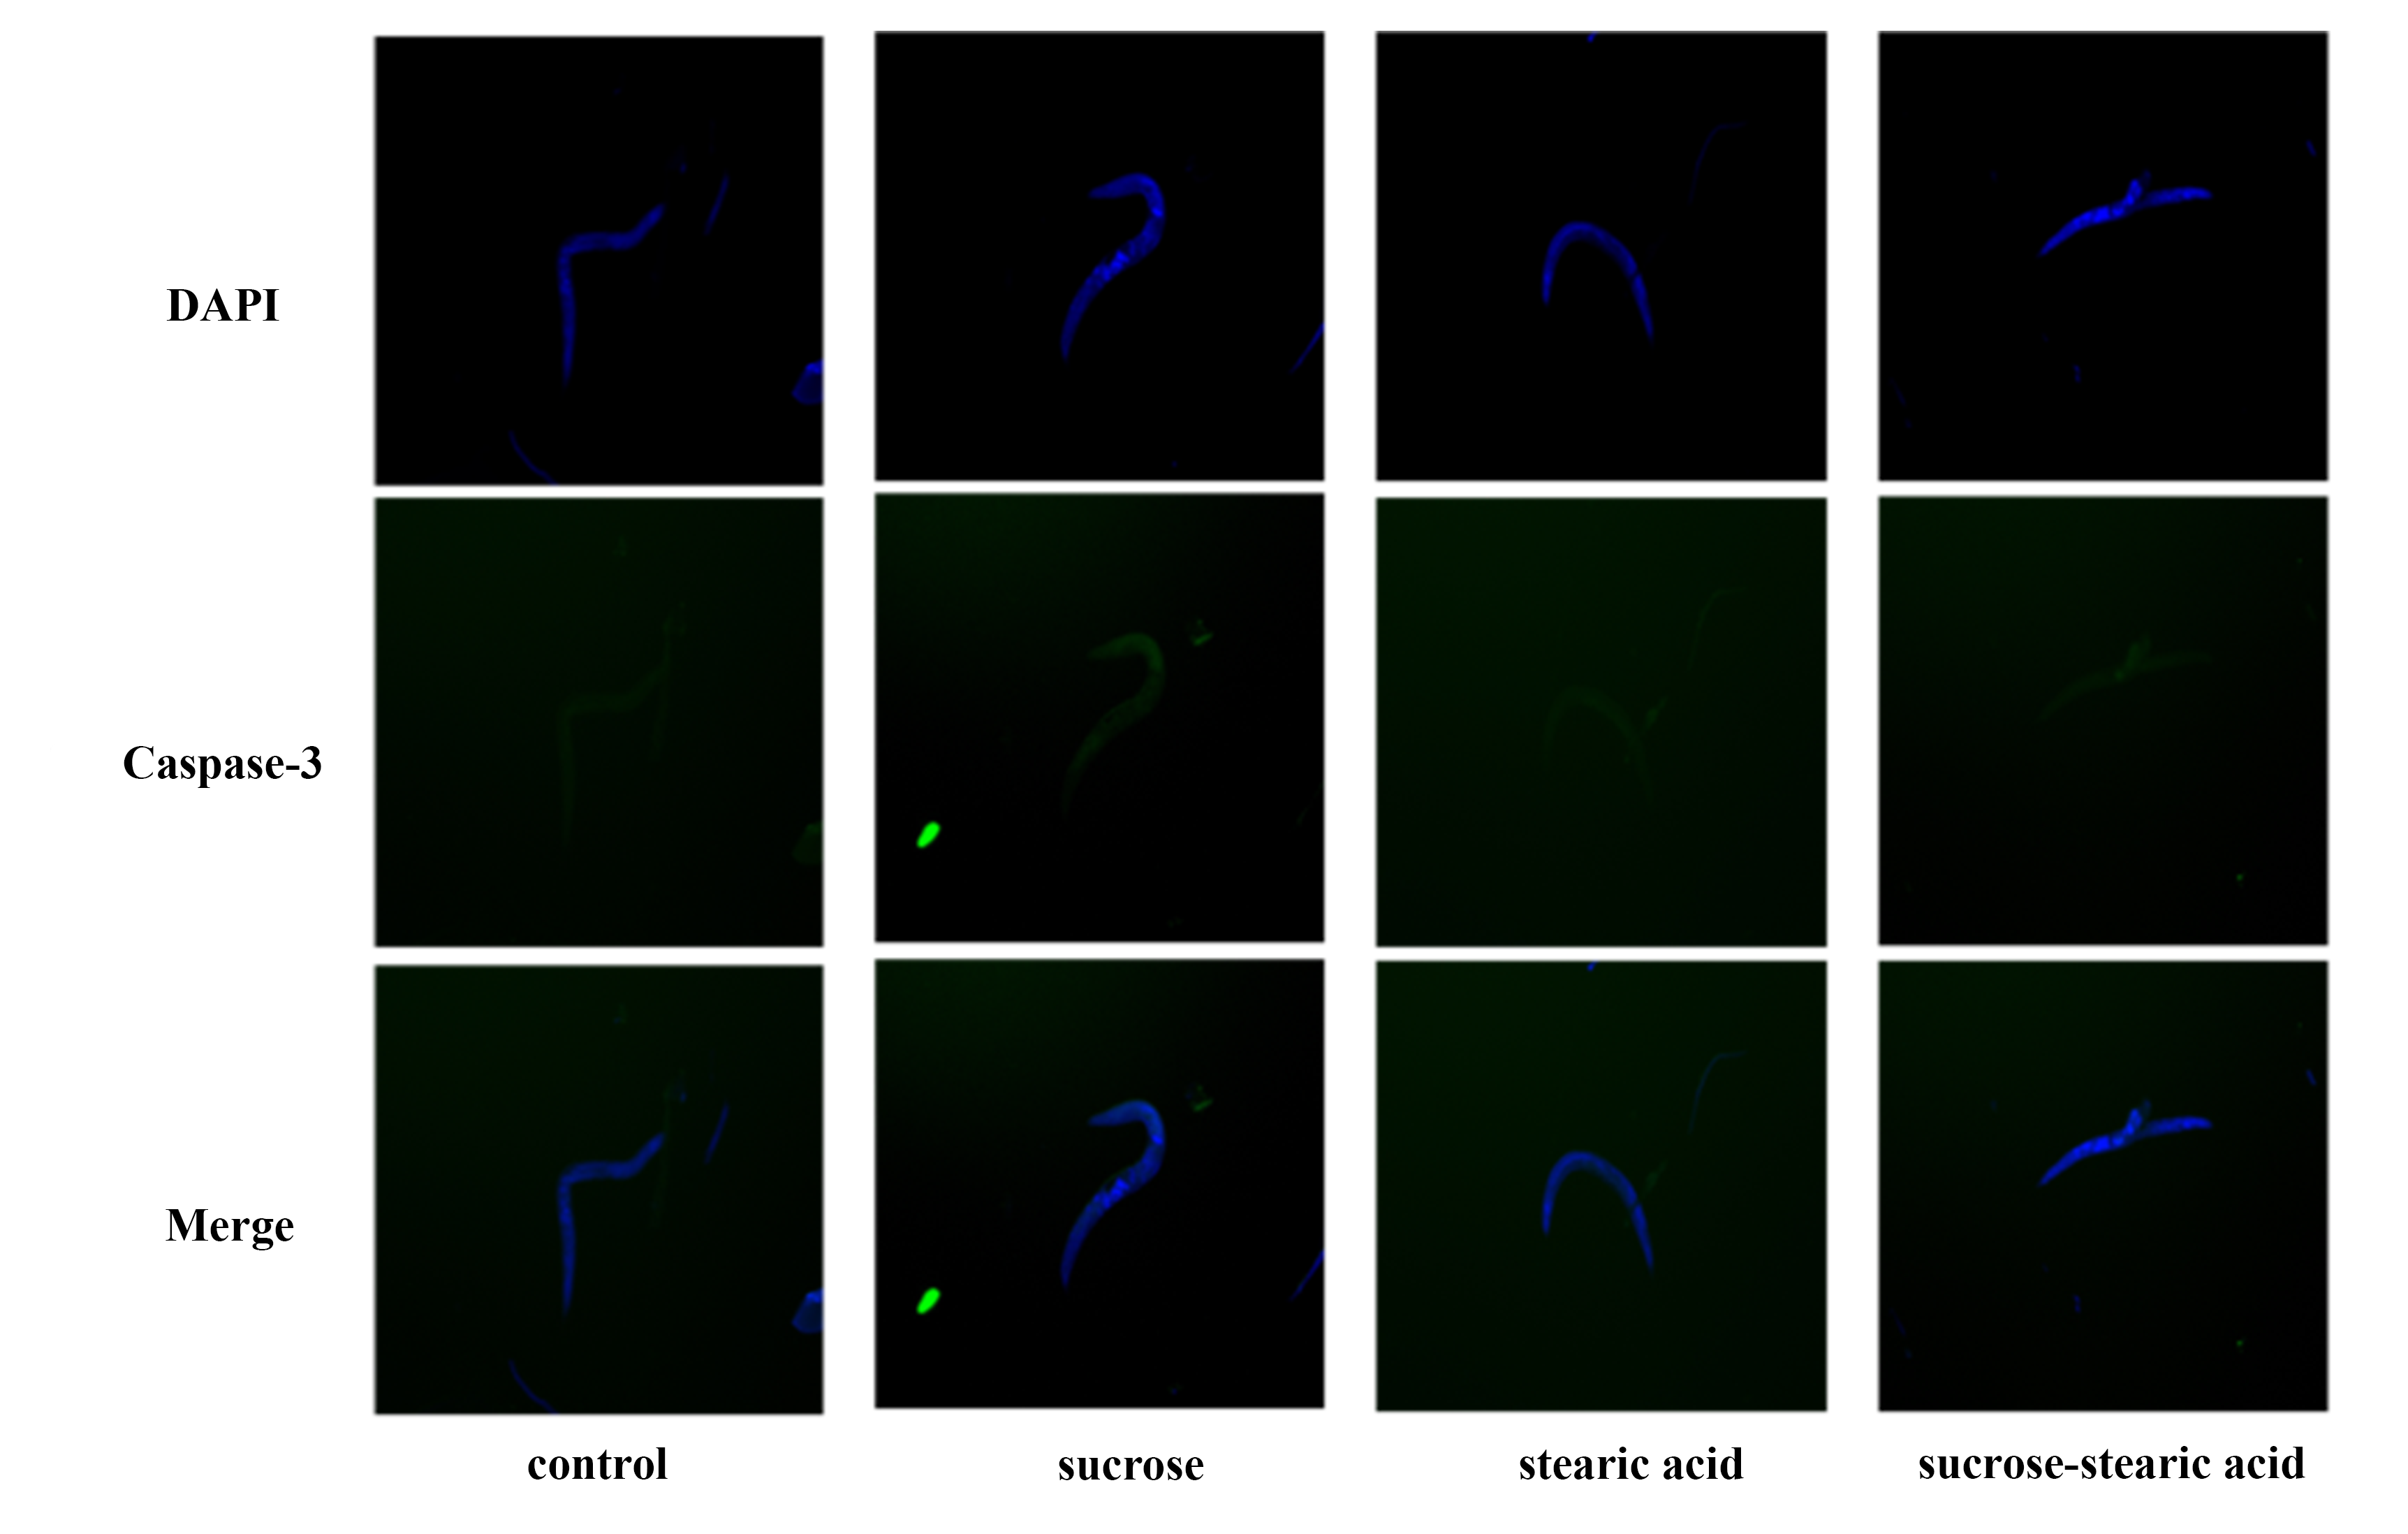

Immunofluorescence images of Caspase-3 and DAPI with or without treated on 7^th^ day. Collect sugar and lipid-treated or untreated nematodes on day 7 and fix them with paraformaldehyde for immunofluorescence assays, n=10.

How the deposited data were processed for this re-analysis (not part of the article)

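Whole wild-type nematodes were sequenced in 15 libraries, 3 in each of 5 groups, which were the control, sucrose, stearic acid, sucrose-stearic acid and sucrose-stearic acid-resveratrol groups. According to the paper, the authors removed ribosomal, adapter, short and low-quality reads, mapped the clean reads to the WBcel235 assembly with TopHat and calculated FPKM with Cufflinks. The deposited table of the whole series holds, for each gene and library, a count that the authors did not normalize and an FPKM value that the authors had already scaled to gene length and library size. The tool that made the counts, its use of strand and its treatment of reads that map to several places are not stated in the paper's methods. The authors also deposited FDR values for most genes they called in the 3 comparisons with control. These cover 898 of 905 genes after sucrose, 688 of 698 after stearic acid and 998 of 1014 after both. A log2 fold change made by the authors accompanies each deposited FDR, after their own scaling. The paper's methods name Cuffdiff for these calls, and the header of the deposited whole-series table names EBSeq with an FDR of 0.01 and a fold change of 2. The threshold of 0.05 in the paper's methods was used as the main one and 0.01 as an alternative. The largest FDR listed was under 0.01.

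The whole-series table held 16196 genes, of which 15310 had a gene symbol or sequence name and 886 were kept under their ID. Names came from the paper's supplementary files and from the protein annotation of the RefSeq assembly. Both sources named 1329 IDs, and 1313 of these (98.8%) had the same gene in both. Each name was also checked for its place along the genome among its neighbours, and 42 of 15278 names that were out of place were not used. The 411 genes that the authors assembled themselves were kept in every test. The columns of the authors' calls carry short codes, which were matched to sucrose, stearic acid and sucrose-stearic acid because every gene in the authors' table of that comparison had the same call there. Columns of the same table for a further coded comparison were left out, as were its FDR and log2 values. Genes without values in the table are not reported. Summed counts per library ran from 19433436 to 21400063 with a median of 20319650, and the group medians were 19907319 (control), 20320061 (sucrose), 21247154 (stearic acid), 20082910 (sucrose-stearic acid) and 20357636 (resveratrol), with 3 libraries each. A fold change against a group with all libraries at or under 3 counts is given as a lower bound. The place of such a gene among the largest changes rests on its fitted log2 fold change.

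Counts were analysed in R 4.3.3 with edgeR 4.0.16. For each comparison of groups, the 6 libraries concerned were filtered with filterByExpr, scaled by TMM normalization and fitted with the quasi-likelihood F test. A differentially expressed gene (DEG) had a Benjamini-Hochberg adjusted p of 0.05 or less over the genes tested in that comparison and a fold change of at least 2. The 7 comparisons were sucrose, stearic acid, sucrose-stearic acid and resveratrol against control, sucrose against stearic acid, sucrose-stearic acid against sucrose, and resveratrol against sucrose-stearic acid. The interaction of sucrose and stearic acid was tested in the 12 libraries without resveratrol, as the change that sucrose-stearic acid adds to the sum of both single changes on the log2 scale, and genes with an adjusted p of 0.05 or less were counted. For a single value, the smallest p of an exact permutation test of 3 against 3 libraries is 0.10, so gene-wise p values are those of the fitted models.

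Gene lists were tested as sets with camera (limma 3.58.1, inter-gene correlation 0.01) on voom values. The lists were drawn up by gene symbol from general knowledge of the gene names of the species, so members that carried a sequence name, such as H23N18.4 (ugt-67), were not in them. There were 8 lists, which were cuticle collagens, moulting genes, major sperm proteins, vitellogenins, oocyte genes, osmotic response genes, C-type lectins and lysozymes, and 3 families, which were gst, ugt and cyp. Camera p values were adjusted within each comparison, over the 8 lists and over the 3 families separately. This scope of the adjustment was fixed after the set tests had been run. The rotation test fry and camera with an estimated correlation were run beside it, because a fixed correlation of 0.01 understates how closely genes of a family move together. KEGG pathways and GO terms were tested with Fisher's exact test against the tested genes that carry an annotation, for terms with at least 3 background genes, with adjustment within each comparison. The GO terms were the directly annotated ones, without their parent terms. Correlations and overlaps between comparisons that share libraries were set against 50 simulated data sets without any effect, in which a gene had the same spread in every group. Genes named by the paper were reported whatever their values. Other genes were named by a rule fixed beforehand for the 4 comparisons of Table 6, which took in each direction the 3 DEGs with the largest log2 fold change among those with a mean normalized count of at least 50 in one of the groups and all 3 treated libraries above, or all below, the 3 others.

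Each analysis was tested on simulated counts with 200 changed genes. The edgeR fit called 98% of these and 3 unchanged genes out of 12789 tested, it called 87% of genes changed by 2.5-fold, and it called 0 genes where nothing was changed. The interaction fit called 81.5% of the interaction genes. Limma on log2(FPKM + 1) called 96.5% of the changed genes.

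The comparisons, their tests, the gene lists and the alternatives were set before the data were examined, and those added later are marked where they are reported. The alternatives were RLE scaling, the DESeq2 1.42.0 Wald test, no filter on low counts, a filter of at least 10 counts in every library, all 15 libraries in one fit, the replicate number as a block, limma on log2(FPKM + 1) and on log2(FPKM + 0.1), an adjusted p of 0.01, an unadjusted p of 0.05, no minimum of the fold change, other backgrounds of the enrichment tests, and leaving out each library in turn. Each changed 1 choice at a time. The supplementary tables of the sucrose and the sucrose-stearic acid genes were held only in part (807 and 799 genes), so no overlap or enrichment was computed from them. The complete ones hold 688 genes (stearic acid) and 10 genes (resveratrol). In sucrose-stearic acid against control, all 3 pairs of same-numbered libraries deviated together from their group means (correlations of 0.13, 0.21 and 0.38). Neither the paper nor the labels name a batch behind the numbers, so the fit without the block remained the main one. Tables were handled in Python 3.11.15 with pandas 2.3.3.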

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

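Of the tests below, the test of whether the control libraries alone differ from all treated groups and the comparison of the stearic acid effect without and with sucrose were chosen only after the result was seen.

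The paper combines doses of sucrose and stearic acid in its tests of lifespan, reproduction and body length, but reports no test of whether their effects on gene expression add up. With edgeR, 2048 of 13094 genes had an interaction of both treatments with an adjusted p of 0.05 or less, 923 with a positive and 1125 with a negative value, and they are reported here because the effect of one treatment differed by the presence of the other in a direct test. Of the 2015 genes tested in all 3 comparisons with control, 1725 moved in the same direction after sucrose and after stearic acid, and for 1713 of these (99.3%) the interaction had the opposite sign, so the combination moved them less than the sum of both treatments. Without single libraries the 2048 interaction genes became 1296 (without sucrose-stearic acid replicate 1) to 2278 (without control replicate 1), with 1312 without stearic acid replicate 3 and 1331 without sucrose replicate 2. Part of this share is built in, because the control libraries enter both single effects and the interaction with opposite signs. The genes were also chosen for their interaction. No value without any effect was set against the 99.3%, so the size of the built-in part stays open.

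Among genes the study names, the interactions of the fatty acid and yolk genes were -4.58 on the log2 scale for acdh-1 (adjusted p = 0.000151), -0.79 for acox-1.1 (adjusted p = 0.00102), -1.58 for dgat-2 (adjusted p = 0.00441), -0.44 for dhs-28 (adjusted p = 0.0312), -1.4 for fat-1 (adjusted p = 9.85e-05), -1.65 for fat-2 (adjusted p = 8.55e-05), -2.01 for fat-3 (adjusted p = 8.38e-05), -1.2 for fat-4 (adjusted p = 0.00181), -2.51 for fat-5 (adjusted p = 0.000186), -0.91 for pod-2 (adjusted p = 0.00429) and -2.07 for vit-2 (adjusted p = 3.46e-05). Those of the signalling genes were -1.62 for daf-28 (adjusted p = 0.00206), -0.8 for daf-4 (adjusted p = 0.0061), -0.77 for daf-5 (adjusted p = 0.0146), -0.97 for daf-7 (adjusted p = 0.0389), -0.61 for skn-1 (adjusted p = 0.00884), -0.66 for sma-10 (adjusted p = 0.0298) and -0.59 for sma-3 (adjusted p = 0.0491). The interaction of cyp-14A3 was positive at 3.28 (adjusted p = 0.0247).

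Under 18 alternatives each, the adjusted p of several of these interactions rose above 0.05. It did so for sma-3 in 14 alternatives (highest 0.117, without sucrose replicate 3), for daf-7 in 10 (highest 0.0959, without stearic acid replicate 3), for sma-10 in 9 (highest 0.0739, without stearic acid replicate 3) and for dhs-28 in 8 (highest 0.0773, without sucrose-stearic acid replicate 3). For cyp-14A3 it was 0.0539 without stearic acid replicate 2, 0.0866 without sucrose-stearic acid replicate 2 and 0.0758 without sucrose-stearic acid replicate 3. By limma on log2(FPKM + 1) and log2(FPKM + 0.1) it was 0.0838 and 0.085 for daf-5, and 0.0869 and 0.0883 for skn-1.

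Technical sources of the interaction were weighed first. Of 100 drawn splits of the 12 libraries into 4 groups of 3, 1, the real one, gave as many interaction genes, and the largest of the others gave 87. The drawn splits mix treatments within a group, which widens the spread there and lowers their counts, so they alone do not exclude an accident of grouping. In simulated counts the same fit called 9 genes without an interaction among 13041 tested. This argues against chance in single genes as the source of the 2048. The simulated genes varied independently of each other, so a shift of whole libraries that happens to follow the groups is not excluded. A larger spread between the libraries of the sucrose-containing groups was argued against because the 937 stearic acid DEGs tested in both comparisons had a median size of 1.332 on the log2 scale against control and -0.014 in the same direction where sucrose was present, while the median SD of a gene was 0.16 in the sucrose group, 0.157 in the sucrose-stearic acid group and 0.245 in the control group. The size with sucrose ran from -0.016 to 0.045 over the other alternatives and from -0.098 to 0.074 across fits that each left out 1 library. Control libraries that alone stand apart from all treated groups cannot be told apart from an interaction. The 1004 DEGs between sucrose and stearic acid show that these groups differ, but no control library enters that count. A control group that stands apart, together with an effect of sucrose and none of stearic acid, would also give stearic acid DEGs against control, a size near 0 where sucrose was present and the interaction itself. Leaving out the library with the lowest share of mapped reads of a group changed the total counts of DEGs against control by a ratio of 1.3 at most. The interaction genes fell further, to 1296, without sucrose-stearic acid replicate 1, the library with the lowest share of all (79.52%), so a part of this library in the interaction is not excluded. Leaving out stearic acid replicate 3 (1312) or sucrose replicate 2 (1331), which do not have the lowest share in their groups, lowered the number about as far.

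What stays open is control libraries that stand apart, a difference between batches, which the labels do not give, a difference between the growth rates of the groups, and an interaction of the treatments in the worms, for which no mechanism was tested.

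The paper does not report the comparisons of resveratrol with control, of sucrose with stearic acid or of sucrose-stearic acid with sucrose. They gave 1182, 1004 and 27 DEGs with edgeR, and they appear here as signals in data the paper did not compare. For each of them, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs. The other splits gave at most 0 DEGs for resveratrol against control, 0 for sucrose against stearic acid and 2 for sucrose-stearic acid against sucrose. With 10 splits this share cannot fall under 0.1, and each other split sets 2 libraries of one group and 1 of the other against the rest, so the share alone does not exclude an accident of grouping. In simulated counts without any change, the same fit called 0 of 12794 genes. The simulated genes varied independently of each other. The result therefore argues against chance in single genes as the source of the 1182 and the 1004 DEGs. It cannot exclude a shift of whole libraries that happens to follow the groups. For the 27 DEGs an accident of grouping stays open. Without single libraries the 27 became 4 (without sucrose-stearic acid replicate 2) to 81 (without sucrose replicate 3), and 176 genes had an unadjusted p of 0.05 or less and a 2-fold change. The group medians of summed counts ran from 19907319 to 21247154, a difference that TMM scaling takes up.

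The osmotic response list and the cuticle collagens are gene lists the paper does not discuss, and both passed the rotation test fry. The osmotic response list rose after sucrose (median 0.87, adjusted p = 0.000977), after sucrose-stearic acid (median 1.15, adjusted p = 0.00143) and after resveratrol, given with both, against control (adjusted p = 0.00189), and did not rise after stearic acid (median -0.03, adjusted p = 0.193). Between sucrose and stearic acid it differed directly, with an adjusted p of 0.000276, in the direction that an osmotic response to 400 mM sucrose needs. Among its 6 genes, hmit-1.1 changed by 4.24 after sucrose and -0.92 after stearic acid, gpdh-1 by 2.82 and -0.01, gpdh-2 by 1.18 and -0.05, and hmit-1.3 by 0.57 and 0.10, whereas lea-1 (-0.40 and -0.44) and osm-11 (-0.10 and 0.23) did not rise after sucrose. The data are consistent with an osmotic response as a part of the sucrose effect, and no group with another osmolyte was sequenced to separate it from sugar metabolism.

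The cuticle collagens were lower after stearic acid (median -0.73, adjusted p of fry 0.0123), 133 of the 147 tested genes having a negative value, and 49 of 51 collagen DEGs fell. Sucrose gave a median of -0.27 (adjusted p of fry 0.396), and in the direct comparison of sucrose with stearic acid the list was higher after sucrose (median 0.50, adjusted p of fry 0.00504). Collagens are transcribed in waves with each moult, so a difference in developmental stage between the groups is a technical explanation, as is the sharing of reads between near-identical collagen genes. For the stage, the moulting, sperm, oocyte and yolk lists were tested in the 3 comparisons with control. None of these 12 tests had an adjusted p of fry of 0.05 or less (0 of 12), 4 had an unadjusted p of 0.05 or less, 8 passed with camera, and 11 of the 12 medians were negative. In the direct comparison of sucrose with stearic acid, the moulting genes (median 0.27, adjusted p of fry 0.0322) and the vitellogenins (median 1.35, adjusted p of fry 0.0322) went the way of the collagens, as a difference in stage needs, while the sperm proteins (median 0.01, adjusted p of fry 0.782) and the oocyte genes (median 0.07, adjusted p of fry 0.87) did not move, and 18 of the 21 moulting DEGs were lower after sucrose. These values decide neither way, so stage and a direct effect of stearic acid on collagen genes cannot be told apart for these lists.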

How the results depend on the processing

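The alternatives for the size of the stearic acid effect in the presence of sucrose, and which genes were compared between sucrose and stearic acid, were chosen only after the result was seen.

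The counts of DEGs against control kept within 1.5 times of their value under most alternatives. After sucrose the count was 1170, and from 846 to 1342 with RLE scaling, DESeq2, no filter, at least 10 counts, all 15 libraries in one fit, limma on FPKM, an adjusted p of 0.01 or an unadjusted p. After sucrose-stearic acid it was 1223, and from 951 to 1345 under the same alternatives. After stearic acid it was 1007, and from 855 to 1202 under these except an adjusted p of 0.01 (654) and limma on log2(FPKM + 1) (667). Without a minimum of the fold change the counts were 2346 after sucrose, 2889 after stearic acid, 2538 after both, 3084 between sucrose and stearic acid, 2263 for resveratrol against control and 56 for sucrose-stearic acid against sucrose, higher because smaller changes enter. Of the 1170 sucrose DEGs, DESeq2 also called 1122 and RLE scaling 1154.

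The stearic acid DEGs were split into 435 upregulated and 572 downregulated genes by edgeR, 418 and 249 by limma on log2(FPKM + 1), and 504 and 370 by limma on log2(FPKM + 0.1). For sucrose-stearic acid against sucrose the split was 13 and 14 by edgeR and 13 and 8 by limma on either FPKM scale. For these splits and for the counts of 654 and 667 the cause was not tested, apart from the stricter threshold of the first.

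The counts of the small comparisons moved most. For resveratrol against sucrose-stearic acid, 2 DEGs became 10 with DESeq2, 5 with all 15 libraries in one fit, 1 with an adjusted p of 0.01, 1 by limma on log2(FPKM + 1), 1 by limma on log2(FPKM + 0.1) and 35 with an unadjusted p. For sucrose-stearic acid against sucrose, 27 became 68 with DESeq2, 42 with all 15 libraries in one fit, 10 with an adjusted p of 0.01 and 176 with an unadjusted p. The interaction genes, 2048, became 782 with an adjusted p of 0.01, 4221 with an unadjusted p and 1091 with a minimum 2-fold interaction, and ranged from 1721 to 2610 otherwise. Apart from the thresholds, the cause was not tested.

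Leaving out 1 library at a time gave from 973 to 1190 DEGs after sucrose, 725 to 1171 after stearic acid, 1066 to 1284 after both, 881 to 1128 between sucrose and stearic acid and 1073 to 1344 for resveratrol against control. It gave from 0 (without sucrose-stearic acid replicate 1) to 2 for resveratrol against sucrose-stearic acid, from 4 (without sucrose-stearic acid replicate 2) to 81 (without sucrose replicate 3) for sucrose-stearic acid against sucrose, and from 1296 (without sucrose-stearic acid replicate 1) to 2278 (without control replicate 1) interaction genes. Fewer libraries per group lower the power of each fit, and why single libraries raise the count was not tested.

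The libraries share replicate numbers across groups, but the numbers did not pair them across the groups. Over 30 pairs of same-numbered libraries, the correlation of their deviations from the group means over 13177 genes ran from -0.41 to 0.38, and 6 pairs were over 0.1. Of these 6, 3 were the pairs of control and sucrose-stearic acid, where the numbers did pair the libraries. In that comparison the block gave 1309 DEGs in place of 1223 and brought pqn-97 (adjusted p = 0.0236 in place of 0.0867, from 0.0107 to 0.222 over its 13 alternatives) and sma-6 (adjusted p = 0.0194 in place of 0.0677, from 0.0134 to 0.262) under 0.05, and it changed no other call of a named gene, gene list or family there. With the replicate number as a block, the DEGs were 1009, 1060 and 1309 after sucrose, stearic acid and both, which reverses the order of the first pair, 0 for resveratrol against sucrose-stearic acid (35 with an unadjusted p in the fit without the block), 995 between sucrose and stearic acid, 7 for sucrose-stearic acid against sucrose and 1098 for resveratrol against control, and 1721 genes had an interaction. With the block, 5 family tests and 29 list tests passed, and the set test of the cyp family between sucrose-stearic acid and sucrose changed its direction (adjusted p = 0.913).

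For the genes named in the text, 197 values were compared. Of the 116 with an adjusted p of 0.05 or less, 94 had one in the same direction under every alternative, the fits without 1 library included, and of the 81 others, 62 had one under none of these. Over 1360 values under alternatives that kept all libraries, 1266 kept direction and side of the threshold, 31 lost and 34 gained an adjusted p of 0.05 or less and 29 changed direction. Over 1296 values without 1 library, 1172 kept both, 77 lost and 7 gained it and 40 changed direction.

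Values that changed direction by limma on log2(FPKM + 1) and log2(FPKM + 0.1) were, in this order, those of C54F6.5 for resveratrol against sucrose-stearic acid (1.15 and 1.17, adjusted p = 0.999 each) and after sucrose-stearic acid (-0.78 and -0.67). After stearic acid they were those of akt-1 (0 and 0), ddl-1 (0.1 and 0.1), fgt-1 (-0.01 and -0.01) and lin-31 (0.04 and 0.05). After sucrose they were those of daf-5 (-0.02 and -0.02), ddl-1 (0.24 and 0.24), mab-31 (0.03 and 0.03) and sma-4 (-0.13 and -0.13), and after both those of daf-2 (-0.15 and -0.16), ddl-1 (0.29 and 0.29) and ins-27 (0.65 and 0.65, adjusted p = 0.0497 and 0.0505). The value of daf-5 after sucrose was 0 with RLE scaling and 0 with DESeq2, and that of mab-31 was 0 without a filter. For all of these the cause was not tested.

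Values that changed direction without 1 library had these ranges of log2 fold change across the fits. After stearic acid they were ddl-1 from -0.15 to 0.11, fasn-1 from -0.02 to 0.19, hsf-1 from -0.12 to 0.01, lin-31 from -0.36 to 0.02 and sma-2 from -0.16 to 0.05. After sucrose they were daf-16 from -0.2 to 0.05, daf-2 from -0.22 to 0.01, daf-5 from -0.07 to 0.12, daf-8 from -0.23 to 0.12, ddl-1 from -0.11 to 0.13, hsf-1 from -0.07 to 0.04, ins-27 from -0.11 to 0.24, lin-31 from -0.29 to 0.11, mab-31 from -0.1 to 0.04 and sma-4 from -0.08 to 0.14. After both they were daf-2 from -0.03 to 0.08, daf-5 from -0.17 to 0.07, daf-8 from -0.08 to 0.13, ddl-1 from -0.2 to 0.05, fasn-1 from -0.01 to 0.18, ins-27 from -0.23 to 0.08, ins-33 from -0.05 to 0.4 and lin-31 from -0.33 to 0.06. The cause of these changes was not tested.

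The set tests gave 385 values under the other alternatives, of which 318 kept direction and side of the threshold, 49 lost and 6 gained an adjusted p of 0.05 or less and 12 changed direction. The gene lists that passed with camera over the 7 comparisons were 26, but 9 with fry and 0 with an estimated correlation (3 with an unadjusted p), and the family tests that passed were 5, and 0 with an estimated correlation (1 with an unadjusted p). Adjusted p values of set tests that changed direction were those of the ugt family after sucrose with RLE scaling (0.973) and without a filter (0.919), the C-type lectins after stearic acid with fry (0.715) and RLE scaling (0.992), and with fry the collagens (0.777), vitellogenins (0.895) and cyp family (0.538) after both, the osmotic response genes for resveratrol against sucrose-stearic acid (0.991), the lysozymes between sucrose and stearic acid (0.87) and the cyp family for sucrose-stearic acid against sucrose (0.911, and 0.767 without a filter). With an estimated correlation the ugt and cyp families no longer passed after stearic acid (0.413 and 0.413) or between sucrose and stearic acid (0.125 and 0.105). The gst family no longer passed for resveratrol against sucrose-stearic acid with fry (0.196) or an estimated correlation (0.204). The ugt family passed for sucrose-stearic acid against sucrose with fry (0.00491) and without a filter (0.0254). Fry and the estimated correlation allow for genes of a list that move together, and for the other changes the cause was not tested.

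Across the fits without 1 library, the set tests gave 462 values, of which 383 kept both, 12 lost and 28 gained an adjusted p of 0.05 or less and 39 changed direction. The adjusted p of those with a changed direction, and of the family tests with a changed call, had these ranges. After sucrose they were 0.368 to 0.985 for the lysozymes and 0.27 to 0.933 for the ugt family. After stearic acid they were 0.513 to 0.977 for the C-type lectins, 0.27 to 0.961 for the lysozymes and 0.0296 (without control replicate 3) to 0.764 for the gst family. After both they were 0.373 to 0.979 for the vitellogenins and 0.461 to 0.979 for the lysozymes. For resveratrol against sucrose-stearic acid they were 2.43e-10 to 0.879 (without sucrose-stearic acid replicate 2) for the collagens, 4.48e-05 (without sucrose-stearic acid replicate 3) to 0.92 for the moulting genes, 0.0085 (without resveratrol replicate 3) to 0.879 for the sperm proteins, 0.0157 (without resveratrol replicate 2, in the other direction) to 0.879 for the vitellogenins, 1.04e-15 to 0.879 (without sucrose-stearic acid replicate 2) for the oocyte genes, 0.281 to 0.922 for the osmotic response genes, 0.172 to 0.92 for the C-type lectins, 0.0433 (without resveratrol replicate 1) to 0.984 for the ugt family and 0.000312 (without resveratrol replicate 1) to 0.984 for the cyp family. In sucrose against stearic acid they were 0.00126 (without sucrose replicate 3) to 0.929 for the oocyte genes and 0.439 to 0.975 for the lysozymes. For sucrose-stearic acid against sucrose they were 0.0541 to 0.999 for the moulting genes, 0.114 to 0.657 for the lysozymes, 0.0325 (without sucrose replicate 3) to 0.135 for the ugt family and 0.778 to 0.924 for the cyp family. For resveratrol against control they were 0.26 to 0.987 for the vitellogenins, 0.0322 to 0.441 for the gst family and 0.0322 to 0.441 for the ugt family, the lowest of both without control replicate 3. The number of family tests that passed ran from 5 (without control replicate 1) to 8 (without control replicate 3). The cause was not tested.

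The enriched KEGG pathways were 27 after sucrose (22 to 28 without 1 library), 19 after stearic acid (10 without control replicate 2 to 21 without control replicate 3) and 23 after both (22 to 27). With every tested gene as the background they were 8 after stearic acid and 13 after both, a change that follows from counting genes without a pathway. The enriched GO terms were 12, 12 and 17, and from 8 to 18 across all alternatives. The lowest r² between libraries of a group was 0.945, and 0.926 with Spearman ranks, 0.834 without the 10 genes with the highest FPKM and 0.928 with TMM-scaled counts, and the highest was 0.993, with 0.968 on the log2 scale and 0.958 with Spearman ranks, for which the cause was not tested. The correlations between the treatments moved less, from 0.598 to 0.639 for sucrose with stearic acid (0.64), 0.918 to 0.948 for sucrose with both (0.949) and 0.529 to 0.588 for stearic acid with both (0.589). The share of genes that resveratrol moved back, 55.4%, ran from 54.7% to 57.4% and from 45.4% (without resveratrol replicate 2) to 61.3% (without resveratrol replicate 1) without 1 library.

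Low counts limit the genes near the floor of 3 counts, for which the fold change is a bound. The gene tig-3 gave no value after stearic acid because it did not pass the filter, and resveratrol gave no enrichment from 2 DEGs.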

Differences from the paper's values

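No test named in this part was chosen only after its result was seen.

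The paper gives 331 downregulated DEGs after stearic acid, and edgeR gave 572 at the adjusted p of 0.05 of the paper's methods. The heading of the authors' deposited calls states an FDR of 0.01 with a 2-fold change, and at an adjusted p of 0.01 edgeR gave 302. Among the alternatives set before the data were examined, the count came within 1.5 times of the paper's value with at least 10 counts in every library (490), by limma on log2(FPKM + 1) (249) and log2(FPKM + 0.1) (370), with an adjusted p of 0.01 (302), and without control replicate 2 (475), stearic acid replicate 1 (441), stearic acid replicate 2 (340) or stearic acid replicate 3 (385). It did not with RLE scaling (577), DESeq2 (570), no filter on low counts (574), all 15 libraries in one fit (597), the replicate block (587), an unadjusted p (718), no minimum of the fold change (1410), or without control replicate 1 (646) or control replicate 3 (612).

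For resveratrol against sucrose-stearic acid the paper gives 10 DEGs, 5 upregulated and 5 downregulated, and edgeR gave 2, 2 and 0, with 35, 16 and 19 at an unadjusted p of 0.05 or less. The DESeq2 Wald test gave 10 DEGs, 6 upregulated and 4 downregulated, and was the 1 alternative whose total came within 1.5 times of the paper's. All 15 libraries in one fit gave 5 DEGs, of which the 4 upregulated were within 1.5 times of the paper's upregulated count and the 1 downregulated was not. The totals that did not reach it were 2 with RLE scaling, 3 without a filter, 2 with at least 10 counts, 0 with the replicate block, 1 by limma on log2(FPKM + 1), 1 by limma on log2(FPKM + 0.1), 1 with an adjusted p of 0.01, 35 with an unadjusted p, 2 without a minimum of the fold change, and from 0 to 2 across the fits that each left out 1 library.

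Of the 10 genes in the paper's File S4, edgeR called R02C2.7 and ugt-41. DESeq2 also called C54F6.5 (adjusted p = 0.000256), H23N18.4 (adjusted p = 0.0283), amt-1 (adjusted p = 0.00635), gst-21 (adjusted p = 0.0118), gst-25 (adjusted p = 9.73e-05), pqn-97 (adjusted p = 0.0106) and ugt-8 (adjusted p = 1.83e-09). All 15 libraries in one fit called gst-25 (adjusted p = 0.0162) and ugt-8 (adjusted p = 0.00617), and the fit without a filter called ugt-8 (adjusted p = 0.0364). With an unadjusted p of 0.05 or less and a 2-fold change, all 10 genes were called, sdz-30 (unadjusted p = 0.00698) at that setting alone.

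In ranking, the paper places more DEGs after sucrose than after stearic acid. The edgeR counts had this order (1170 and 1007), and it turned round without a minimum of the fold change (2346 and 2889), with the replicate block (1009 and 1060), without control replicate 1 (1134 and 1171) and without control replicate 2 (973 and 1014).

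In direction, the paper states that pod-2 was not affected by any of the 3 treatments, and its log2 fold change was 0.96 after sucrose (adjusted p = 0.000673), 0.90 after stearic acid (adjusted p = 0.00028) and 0.98 after both (adjusted p = 0.000522), between 0.8 and 1.04 for the single treatments over all alternatives. The paper describes daf-2 as upregulated after sucrose and after the combination and not after stearic acid, and elsewhere as upregulated by lipid treatment alone. It was -0.07 after sucrose (adjusted p = 0.729), 0.03 after both (adjusted p = 0.878) and 0.54 after stearic acid (adjusted p = 0.0112), and no alternative gave an adjusted p of 0.05 or less for sucrose or the combination (lowest 0.307 and 0.402).

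The paper's supplemental figures mark differences in the FPKM of a gene at p < 0.05, and its methods name ANOVA with Tukey's test. The adjusted p values of single genes here come from another test and are adjusted over all genes tested. A value above 0.05 here therefore does not by itself contradict the paper's call. The paper reports daf-7 as significantly lower after sucrose, and it was -0.26 (adjusted p = 0.366, from 0.0918 to 0.655 over the alternatives). It reports daf-8 and daf-14 as higher after stearic acid and lower after sucrose. After stearic acid daf-8 was 0.28 (adjusted p = 0.187) and daf-14 0.41 (adjusted p = 0.0621), which DESeq2 (adjusted p = 0.0479), all 15 libraries in one fit (adjusted p = 0.0497) and the fit without control replicate 3 (adjusted p = 0.0441) brought under 0.05 within a range from 0.0441 to 0.274. After sucrose they were -0.01 (adjusted p = 0.978) and -0.25 (adjusted p = 0.322).

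For sma-2 the paper states a rise after stearic acid and a fall after sucrose, and it was -0.06 (adjusted p = 0.825) and -0.35 (adjusted p = 0.194). Without control replicate 2 the stearic acid value was 0.05, and without control replicate 3 the sucrose value was -0.48 with an adjusted p of 0.0439, the lowest of a range up to 0.441. The paper lists sma-4 as downregulated after sucrose, and it was 0.04 (adjusted p = 0.874), with -0.13 by limma on log2(FPKM + 1) and on log2(FPKM + 0.1) and -0.08 without sucrose replicate 3.

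After stearic acid, the paper calls ins-27 significantly upregulated, and it was 0.55 (adjusted p = 0.0563). It had an adjusted p of 0.0302 with DESeq2, 0.0331 with all 15 libraries in one fit, 0.0481 with the replicate block, 0.00529 and 0.00537 by limma on log2(FPKM + 1) and log2(FPKM + 0.1), and 0.0319 without control replicate 2, in a range up to 0.185. The paper also has dbl-1 and sma-6 as upregulated, and they were 0.38 (adjusted p = 0.0824) and 0.39 (adjusted p = 0.0601). For dbl-1 all 15 libraries in one fit gave an adjusted p of 0.0426, in a range up to 0.212. For sma-6 it was 0.0452 with DESeq2, 0.0104 with all 15 libraries in one fit, 0.0428 and 0.0418 by limma on log2(FPKM + 1) and log2(FPKM + 0.1) and 0.0316 without control replicate 3, in a range up to 0.194. The paper counts maoc-1 among the upregulated genes without naming the treatment, and after stearic acid it was 0.20 (adjusted p = 0.254, from 0.0657 to 0.62).

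The paper states that sugar and lipid treatments lowered the gst, ugt and cyp genes. Its examples of the cyp genes, cyp-29A3, cyp-14A3 and cyp-35A4, fell in each comparison with control here as well. Their log2 fold changes ran from -1.28 (cyp-29A3 after stearic acid) to -5.26 (cyp-35A4 after both). The families as wholes differed from the statement. After stearic acid the medians of the ugt and cyp families were 0.30 and 0.30 on the log2 scale, with adjusted p of camera of 3.17e-05 and 0.000353 and of fry of 0.0348 and 0.0144, both upward. With an estimated correlation, camera gave 0.413 for each. After sucrose their medians were -0.04 and -0.17 (adjusted p of camera 0.958 and 0.364). After both treatments the medians were -0.22 and -0.16 (adjusted p of camera 0.604 each). The gst family did not pass the set test after sucrose (median -0.22, adjusted p = 0.364), stearic acid (median -0.09, adjusted p = 0.344) or both (median 0.01, adjusted p = 0.604), and without control replicate 3 its adjusted p of camera after stearic acid was 0.0296.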

Other observations

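Of the tests in this part, those of gene lists and families in other splits of the libraries, the rotation test fry in those splits, the comparison of sucrose-stearic acid with stearic acid and the effects without and with the other treatment were chosen only after the result was seen.

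For each of the 4 comparisons of the paper, 1 of the 10 splits of the 6 libraries, the real one, gave as many DEGs, and the largest of the other splits gave 0 for sucrose, stearic acid and sucrose-stearic acid against control and 0 for resveratrol against sucrose-stearic acid. In each case 10 splits cannot bring the share under 0.1, so the share alone does not exclude an accident of grouping. In simulated counts without any change the same fit called 0 of 12794 genes. The simulated genes varied independently of each other. The result therefore argues against chance in single genes as the source of the 1170, 1007 and 1223 DEGs against control. It cannot exclude a shift of whole libraries that happens to follow the groups. For the 2 DEGs of resveratrol an accident of grouping stays open, and 35 genes had an unadjusted p of 0.05 or less.

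With camera, the gene lists that passed in the real split were 5 for sucrose, 4 for stearic acid and 3 for sucrose-stearic acid against control, 3 for resveratrol against sucrose-stearic acid, 5 for sucrose against stearic acid, 3 for sucrose-stearic acid against sucrose and 3 for resveratrol against control. As many or more lists passed in 1, 3, 4, 9, 1, 7 and 7 of the 10 splits, the real one included. The families that passed were 0 (unadjusted 0), 2, 0 (unadjusted 0), 1, 2, 0 (unadjusted 1) and 0 (unadjusted 0), reached by 10, 5, 10, 8, 4, 10 and 10 of the 10 splits. Each other split sets 2 libraries of one group and 1 of the other against the rest and so keeps a part of any treatment difference. These numbers therefore do not show how often camera passes a list where there is no difference, and 10 splits cannot bring the share under 0.1. With fry, which keeps the correlation between the genes of a list, 9 of 56 list tests passed in the real splits and 5 of 504 in the others, and 5 of 21 family tests passed in the real splits and 3 of 189 in the others.

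The lists that passed with camera but not with fry against control were the major sperm proteins after sucrose (median -0.88, adjusted p of camera 3.7e-05, of fry 0.0684), stearic acid (-0.96, 8.42e-06 and 0.102) and both (-0.77, 0.000195 and 0.106), the oocyte genes after sucrose (-0.44, 0.000712 and 0.398), stearic acid (-0.48, 5.61e-06 and 0.315) and both (-0.52, 2.34e-06 and 0.254), the moulting genes after stearic acid (-0.46, 5.61e-06 and 0.193), and after sucrose the vitellogenins (0.89, 0.011 and 0.0684) and the collagens (-0.27, 0.024 and 0.396). Without control replicate 1 the adjusted p of camera of the collagens after sucrose was 0.0549, and without sucrose replicate 3 it was 0.159. Without control replicate 3 it was 0.118 for the oocyte genes, 0.00694 for the moulting genes and 0.0417 for the C-type lectins after sucrose, and 0.0131 for the moulting genes and 0.0191 for the C-type lectins after both.

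Against control, the lists that did not pass with camera were the moulting genes after sucrose (median -0.02, adjusted p = 0.332) and both (-0.03, 0.442), the collagens after both (-0.16, 0.648), the vitellogenins after stearic acid (-0.49, 0.621) and both (-0.07, 0.967), the osmotic response genes after stearic acid (-0.03, 0.607), the C-type lectins after sucrose (-0.11, 0.198), stearic acid (-0.10, 0.987) and both (-0.11, 0.163), and the lysozymes after sucrose (-0.12, 0.964), stearic acid (-0.03, 0.648) and both (-0.09, 0.775). The vitellogenins moved apart after stearic acid, with vit-2 at 1.28, vit-6 at 0.41, vit-5 at -0.49, vit-1 at -1.71 and vit-4 at -3.12, and the study itself names vit-2. Reads shared between the near-identical yolk genes make the single values uncertain.

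Between sucrose and stearic acid, fry passed the collagens (median 0.50, adjusted p = 0.00504), the moulting genes (0.27, 0.0322), the vitellogenins (1.35, 0.0322), the osmotic response genes (0.83, 0.000276) and the C-type lectins (-0.10, 0.00302). The ugt and cyp families passed with both camera (0.000172 and 0.000283) and fry (0.000623 and 0.000623), at medians of -0.34 and -0.27. For resveratrol against sucrose-stearic acid, camera passed the collagens (0.00881), the oocyte genes (0.017), the lysozymes (1.66e-07) and the gst family (median -0.20, 3.87e-09), and fry passed none (lowest adjusted p of a list 0.61, of the gst family 0.196, unadjusted 0.0654). The adjusted p of camera of the collagens was 0.879 without sucrose-stearic acid replicate 2, and without resveratrol replicate 1 their direction changed (0.759). That of the oocyte genes was 0.243 and 0.879 without sucrose-stearic acid replicates 1 and 2 and 0.124 without resveratrol replicate 1, and without resveratrol replicate 2 their direction changed (0.0609). For sucrose-stearic acid against sucrose, camera passed the collagens (0.000171), the vitellogenins (median -0.92, 3.49e-05) and the oocyte genes (0.00712), and fry passed no list (lowest 0.17). Without sucrose replicate 3 the adjusted p of camera of the collagens was 0.149, and that of the oocyte genes was 0.914 without sucrose replicate 1 and 0.0614 and 0.29 without sucrose-stearic acid replicates 1 and 2. For resveratrol against control, camera passed the sperm proteins (0.00274), the oocyte genes (0.000408) and the osmotic response genes (0.000494). Without control replicate 3 the value of the oocyte genes was 0.0522, and the collagens (0.0316), moulting genes (0.00852) and C-type lectins (0.0292) passed. With an estimated correlation between genes, no list and no family passed in any comparison (0), and 3 list tests and 1 family test had an unadjusted p of 0.05 or less.

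The comparison of sucrose-stearic acid with stearic acid gave 1265 DEGs, 477 higher and 788 lower, and 4334 genes without a minimum of the fold change. In it, the 1135 sucrose DEGs tested in both comparisons had a median size of 0.948 in their original direction against 1.557 without stearic acid, 79.6% had the same sign, r was 0.775 and 583 were called. In sucrose-stearic acid against sucrose, the 937 stearic acid DEGs had a median size of -0.014 against 1.332, 48.8% had the same sign, r was 0.031 and 10 were called. The effects without the other treatment are taken against the control libraries, and control libraries that stand apart from all treated groups would also lower these sizes.

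Resveratrol against control and sucrose-stearic acid against control shared 1033 DEGs (84.5% of the latter), 1032 of them in the same direction, with r of 0.979. Both use the same control libraries, so part of this value is shared chance.

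The median SD of a gene on the log2 CPM scale was 0.245 in the control group and 0.16, 0.152, 0.157 and 0.168 in the sucrose, stearic acid, sucrose-stearic acid and resveratrol groups. The paper's shares of mapped reads were lowest in sucrose-stearic acid replicate 1 (79.52%), stearic acid replicate 2 (83.37%), control replicate 1 (88.90%) and sucrose replicate 1 (92.97%). Leaving these out in turn gave 1066 DEGs in place of 1223, 773 in place of 1007 and 1070 in place of 1170 for the treated libraries, and 1134, 1171 and 1197 after sucrose, stearic acid and both for the control library. The largest ratio of these totals was 1.3, so a low share of mapped reads in these libraries is argued against as the source of the totals. The downregulated stearic acid DEGs fell further without stearic acid replicate 2, from 572 to 340. They also fell without replicate 1 (441) and replicate 3 (385) of that group. A part of replicate 2 in the downregulated DEGs is therefore not excluded.

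Among the genes the study names, 2 of 53 had an adjusted p of 0.05 or less in resveratrol against sucrose-stearic acid, 23 of 55 for the interaction and 25 of 53 between sucrose and stearic acid, and with adjustment over these genes alone 11, 30 and 26 had.

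Some genes that the paper's figures name without a statement were lin-31 at -0.04 after sucrose (adjusted p = 0.941), -0.13 after stearic acid (adjusted p = 0.734) and -0.1 after both (adjusted p = 0.835), mab-31 at 0, 0.16 and -0.12 (adjusted p = 0.985, 0.414 and 0.534), bra-1 at -0.43, 0.08 and -0.21 (adjusted p = 0.119, 0.745 and 0.44), tig-2 at 0.52, 0.28 and 0.41 (adjusted p = 0.113, 0.275 and 0.189), and tig-3 at 0.26 after sucrose and 0.39 after both (adjusted p = 0.709 and 0.579). Between sucrose and stearic acid bra-1 was at -0.53 (adjusted p = 0.0265).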
